# Chemotherapy-induced adipo-lineage cell senescence drives bone loss

**DOI:** 10.1038/s41467-025-67793-3

**Published:** 2025-12-30

**Authors:** Ganesh Kumar Raut, Taylor Malachowski, Anupama Melam, Renata Ramalho-Oliveira, Taylor Holt, Xianmin Luo, Zhangting Yao, Douglas V. Faget, Qihao Ren, David G. DeNardo, Sheila A. Stewart

**Keywords:** Metastasis, Senescence, Cancer

## Abstract

Chemotherapy-induced bone loss is a debilitating and common side effect of cancer treatment, though its underlying mechanisms remain poorly understood. Here, we show that, despite the systemic administration of chemotherapy, cellular senescence is restricted to bone marrow adipo-lineage cells specifically Cxcl12-abundant reticular (CAR) cells and bone marrow adipocytes (BMAds). Induction of senescence within these populations promotes RANK ligand (RANKL)-mediated osteoclastogenesis, leading to significant bone loss. Notably, we find that inhibition of the p38MAPK-MK2 pathway suppresses the senescence-associated secretory phenotype (SASP), including RANKL production abrogating bone loss. Furthermore, treatment with the senolytic combination dasatinib and quercetin (D + Q) selectively eliminates senescent CAR cells and BMAds, effectively preventing chemotherapy-induced bone loss. Given that nearly all chemotherapy treated patients experience bone loss and associated fracture risk, our findings offer a promising therapeutic avenue to preserve bone integrity and improve quality of life for cancer patients.

## Abstract (web summary)

Chemotherapy induces bone loss that compromises skeletal health in cancer patients. Here, the authors show that chemotherapy-induced senescence in bone marrow adipo-lineage cells leads to bone loss and demonstrate that senolytic targeting of senescent cells preserves skeletal health during chemotherapy, providing a potential strategy to protect the skeleton in cancer therapy.

## Introduction

Chemotherapy remains a major weapon in our anti-cancer armamentarium. However, while chemotherapy can slow tumor progression and in some instances be curative, it also drives a wide range of comorbidities that can significantly impact a patient’s quality of life and in some instances, be so severe that it results in dose de-escalation that negatively impacts its anti-tumor properties and patient survival^1,2^. One such side effect is bone loss, which occurs in nearly all patients treated with chemotherapy. Patients who experience substantial bone loss are more susceptible to pain and fracture and patients that experience a fracture have reduced overall survival rates^3^.

Senescent cells undergo cell cycle arrest and typically express p16, senescence-associated-β-galactosidase (SA-β-gal), and senescence associated secretory phenotype (SASP) factors that are post-transcriptionally regulated by the p38 mitogen-activated protein kinase-MAPK-activated protein kinase 2 (p38MAPK-MK2) pathway^4^. The SASP consists of a plethora of cytokines, chemokines, growth factors and factors that remodel the extracellular matrix (ECM) and impact numerous cells including immune cells^5^. We previously reported that the elimination of senescent cells or inhibition of SASP production using genetic and pharmacological approaches to inhibit the p38MAPK-MK2 pathway prevented chemotherapy-induced bone loss^6^. However, the cells and mechanisms responsible remained elusive. Given a growing number of reports that the cell type undergoing senescence expresses unique SASP factors that can have a profound and specific impact on tissue homeostasis^7^, our previous report left a number of critically unanswered questions. Further, the type of experienced stress can also dictate what cell types enter senescence. Thus, it was interesting to note that in the context of aging, senescent osteocytes were found to contribute to bone loss^8^, and our studies failed to implicate osteocytes in chemotherapy-induced bone loss^6^.

Using genetic and pharmacologic approaches, we found that chemotherapy-induced senescence was limited to bone resident CAR cells (senCARs) and bone marrow adipocytes (senBMAds) and these cells uniquely contributed to bone loss through increased expression of RANKL that led to increases in osteoclasts. Further, we found that osteoblast differentiation and mineralization capacity was reduced following chemotherapy. Thus, senCAR/senBMAds effectively decoupled bone formation and bone resorption, which are normally tightly linked, driving significant bone loss. Pharmacologic or genetic elimination of senCARs and senBMAds prevented chemotherapy-induced bone loss without impacting the anti-tumor activities of chemotherapy. Similarly, inhibition of the SASP protected from chemotherapy-induced bone loss, providing an orthogonal therapeutic approach. Together, these data raise the possibility that our approach could benefit patients experiencing chemotherapy-induced bone loss.

## Results

### Chemotherapy induces senescence and impacts bone homeostasis

Previously we demonstrated that several weekly doses of doxorubicin led to senescence and bone loss^6^. While the long-term damaging effects of chemotherapy on bone health are well known^9^, it is unclear whether a single dose of chemotherapy is sufficient to induce senescence and drive bone loss. To address this question, we established a 9-day model (Fig. S1A). 12-week-old female mice (C57BL/6) were treated with either doxorubicin (Doxo) or Paclitaxel (PTX) and we used 3D μCT to examine bone density as measured by bone volume over total volume (BV/TV) on day 9. We found that a single 5 mg/kg dose of Doxo was sufficient to cause significant bone loss (Fig. S1B, C). In addition to bone loss, other bone parameters were also disrupted including a drastic reduction in trabecular number and thickness and increases in trabecular spacing was noted in chemotherapy-treated mice compared to vehicle (Veh) treated mice with unchanged cortical bone thickness (Fig. S1D–S1I). Similar results were observed when mice received clinically relevant PTX (Fig. S1J–S1Q). These findings were not limited to female mice, Doxo also induced bone loss in male mice (Fig. S1R–S1Y). Because bone volume is maintained by balanced osteoclast and osteoblast activity, we also interrogated them. Tartrate resistant acid phosphatase (TRAP), a marker of osteoclasts, staining on the femur of Doxo-treated mice showed significantly more differentiated osteoclasts that covered more bone surface (Fig. S2A–S2C). Using the Col1a1-GFP mouse that allows one to directly measure osteoblasts on the bone surface, we also found that osteoblast numbers were reduced in Doxo-treated mice (Fig. S2D, S2E) compared to Veh-treated mice. To assess osteoblast activity, we treated mice with calcein and alizarin red to assess bone formation. Using this strategy, we found that the bone formation rate (BFR/BS) was significantly decreased in Doxo-treated mice relative to Veh-treated mice after 9 days (Fig. S2F, S2G). Because the bone mineralization rate is dependent on collagen deposition, we also assessed collagen type-1 (*Col1a1*) production by quantitative RT-qPCR in crushed bone from which bone marrow was largely removed by centrifugation (hereafter termed bone-resident fraction), which is enriched in osteoblasts. We found that *Col1a1* was significantly reduced upon Doxo treatment (Fig. S2H), raising the possibility that its reduction contributed to reduced mineralization rate. Collectively, these results demonstrated that a single dose of chemotherapy is sufficient to induce rapid bone loss and shifts the balance of bone remodeling toward bone resorption at the expense of bone formation.

To determine if senescence contributed to the rapid bone loss observed after a single dose of chemotherapy, we treated 12-week-old INK-ATTAC mice, that express a p16^INK4a^ dependent inducible suicide gene^10^ with Doxo followed by Veh or AP20187 (AP, 10 mg/kg) on days 2, 4, 6, and 8 to eliminate p16^+^ senescent cells (Fig. 1A). To determine if senescence was induced in this time frame and if AP could eliminate p16^+^ senescent cells, we performed senescence-associated beta-galactosidase (SA-β-gal) and p16 protein staining on treated bones and found that both were increased upon Doxo treatment and eliminated in the femurs of mice treated with AP (Fig. 1B–E). To ensure specificity of our p16 antibody we also stained bones from p16 knockout animals treated with Doxo and failed to detect p16 protein (Fig. S2I). We also evaluated *Cdkn2a* (p16) gene expression in the Doxo-treated bone-resident fraction. We found elevated levels of *Cdkn2a* mRNA in the bone-resident fraction that was abolished by AP treatment (Fig. 1F). To ascertain the impact of a single dose of chemotherapy on bone parameters, we subjected the femurs to µCT. We found that AP treatment of Doxo-treated mice restored trabecular bone density (Fig. 1G-I), bone mineral density (BMD) and trabecular thickness (Tb.Th) without significantly impacting other bone parameters (Fig. S3A–E). Similar results were obtained with PTX treatment (Fig. S3F–K).

**Fig. 1:**
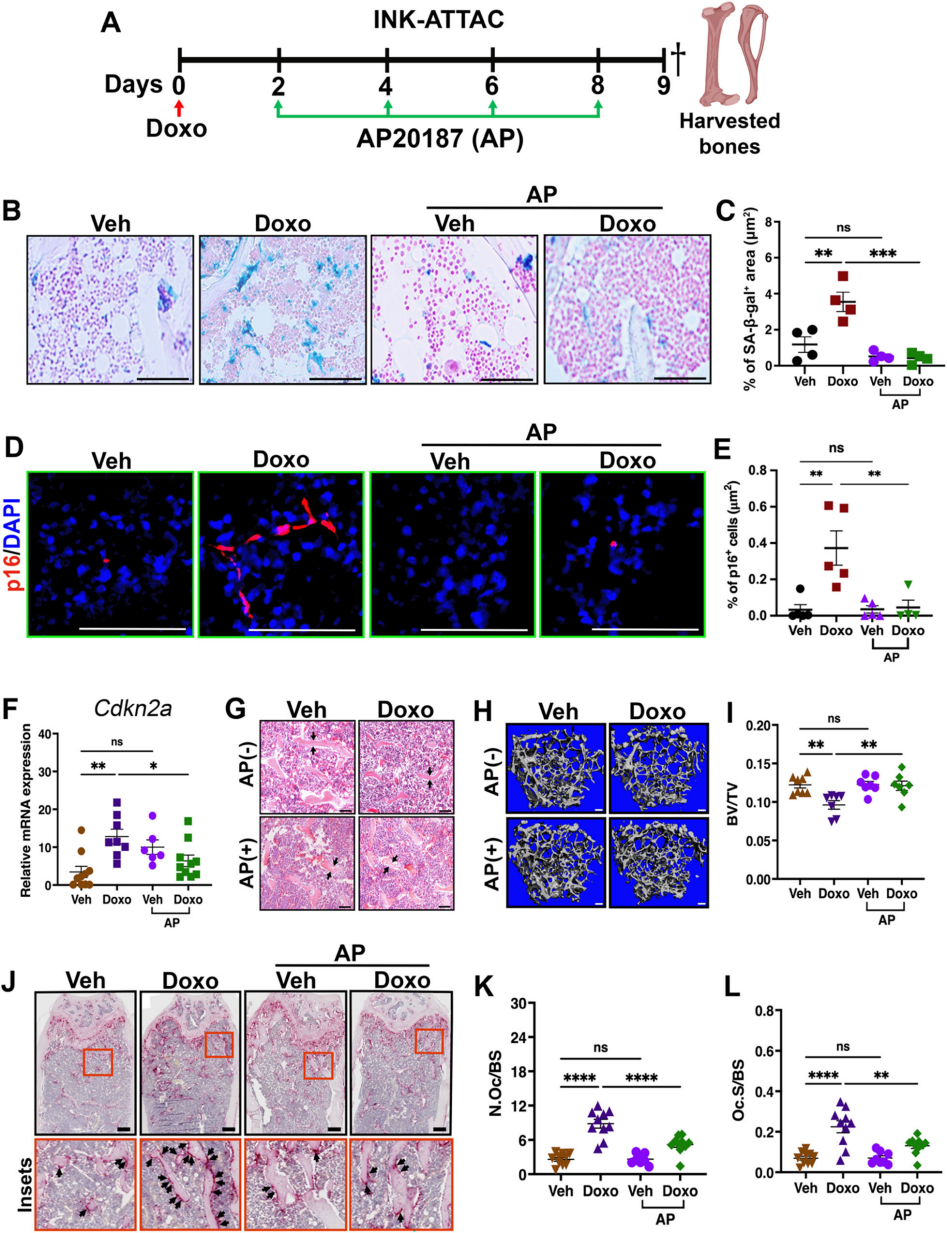
Chemotherapy induces senescence and impacts bone homeostasis. **A** Schematic of the experimental timeline for dosing regimen for doxorubicin (Doxo) and AP20187 (AP) in 12-week-old INK-ATTAC mice. Dagger indicates time of sacrifice and bone harvest. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B, C** Representative images and quantification of SA-β-gal^+^ area (blue). Scale bar: 100μm. *n* = 4/group. **P = 0.0026; ***P = 0.0002; *P* = 0.5700; ns = not significant. **D, E** Immunofluorescence (IF) staining of femur sections and quantification of p16^+^ (red) area. Scale bar: 50μm. *n* = 5 mice (Veh), 5 mice (Doxo), 5 mice (Veh+AP), and 4 mice (Doxo+AP). **P = 0.0026; **P = 0.0057; *P* > 0.9999, ns = not significant. **F** *Cdkn2a* (p16) expression level in the bone-resident fraction by RT-qPCR. Actin and cyclophilin were used as housekeeping genes. *n* = 10 mice (Veh), 8 mice (Doxo), 6 mice (Veh+AP), and 10 mice (Doxo+AP). **P = 0.0021; *P = 0.0473; *P* = 0.0693, ns = not significant. **G** Representative H&E staining images of trabecular bone in femur. Black arrows point to trabecular bone. *n* = 5 mice/group. Scale bar: 100 μm. **H, I** Representative μCT images of femur trabecular bones and quantitative analyses of trabecular bone volume to total volume (BV/TV) in treated mice. Scale bars: 100μm. *n* = 8 mice (Veh), 7 mice (Doxo), 7 mice (Veh+AP), and 7 mice (Doxo+AP). **P = 0.0052; **P = 0.0099; *P* = 0.9998, ns = not significant. **J–L** TRAP staining of femur sections to identify osteoclast (arrows) and quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). Scale bar: 100μm. *n* = 10 mice (Veh), 10 mice (Doxo), 8 mice (Veh+AP), and 10 mice (Doxo+AP). ****P < 0.0001; **P = 0.0038; *P* > 0.9999, ns = not significant. Data are represented as mean ± SEM and significance was determined by one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

Bone loss can result from increased osteoclastogenesis and/or decreased osteoblastogenesis. To ask if senescence impacted osteoclasts, we stained the femurs of treated mice for TRAP. As expected, we found that Doxo treatment increased osteoclast numbers compared to Veh-treated mice. When we examined the femurs of INK-ATTAC mice treated with Doxo+AP, we found that osteoclast numbers and coverage of bone were similar to Veh-treated mice (Fig. 1J–L). Next, we assessed the impact of chemotherapy on osteoblast numbers. For these analyses, we utilized osteocalcin staining (OCN^+^ cells) to quantify osteoblasts. Femurs were isolated and sections stained with OCN. When we quantitated OCN^+^ cell numbers on trabecular bone, we found they were decreased in the femurs from Doxo-treated mice and this was reversed upon AP treatment (Fig. S3L, M). We also assessed bone formation rates by treating INK-ATTAC mice with calcein and alizarin to assess bone formation rates and we found that the reduction in bone formation noted in Doxo-treated mice was restored by AP treatment (Fig. S3N, O). Taken together, these findings indicate that chemotherapy-induced senescence is associated with rapid disrupted bone homeostasis that leads to bone loss.

### Senescent bone resident cells drive chemotherapy-induced bone loss

Chemotherapy is a systemic treatment that impacts cells across the body, and bone homeostasis can be impacted by local bone resident cells and systemic signaling pathways^11^. To ask if bone resident cells drove bone loss, we employed a vossicle model system that allows one to transplant vertebral bodies from one syngeneic mouse into a recipient mouse allowing us to mix genotypes^12,13^. For these studies, the L4 and L5 vertebrae from 4-day-old neonate INK-ATTAC mice were implanted in wild-type 10-week-old C57BL/6 syngeneic recipient mice to ask if senescent bone resident cells were responsible for chemotherapy-induced bone loss. Two weeks after the implantation of the vertebral bodies, when a blood supply was established^14^, mice were injected with 5 mg/kg doxorubicin (Doxo) weekly for 4 weeks (Fig. 2A, B). To assess bone loss, the vertebral bodies and femurs were removed from the mice 9 days after the final Doxo dose and bone density was assessed by μCT. Analyses of the vertebrate by μCT revealed that AP treatment prevented Doxo-induced bone loss in implanted INK-ATTAC vertebral bodies (L4 & L5) (Fig. 2C and S4A). In contrast, bone loss in recipient wildtype mouse femurs was not rescued by AP treatment (Fig. 2D). Furthermore, quantification of TRAP^+^ osteoclasts in the vertebral bodies revealed that AP treatment also abrogated the increased osteoclast numbers in INK-ATTAC vertebrate (Fig. 2E–G, S4B–D) but failed to reduced TRAP^+^ osteoclasts in recipient wildtype mouse femurs (Fig. S4E–G). Taken together, these findings indicate that senescent bone resident cells drive chemotherapy-induced bone loss.

**Fig. 2:**
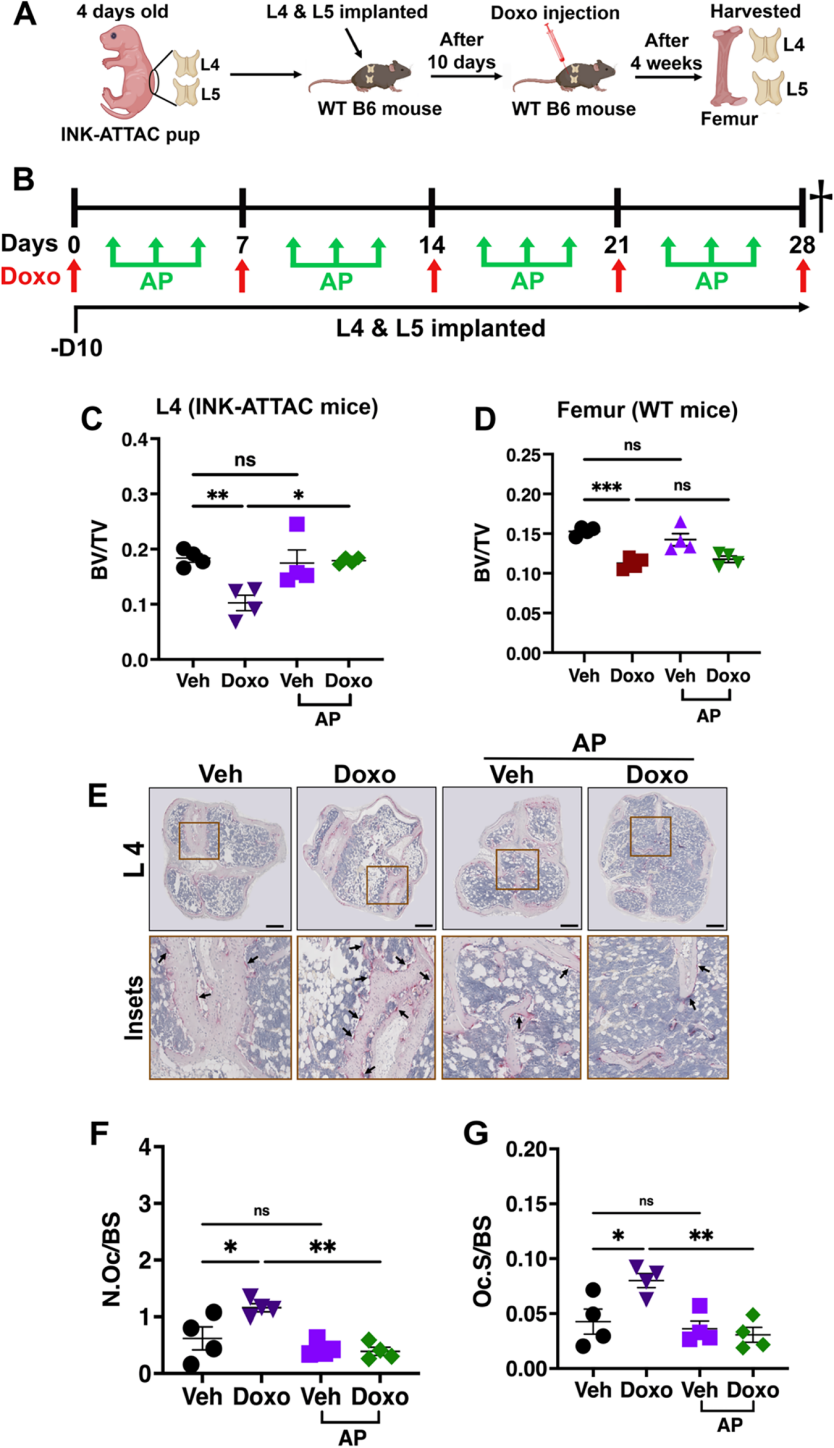
Senescent bone resident cells drive chemotherapy-induced bone loss. **A** Schematic diagram illustrating the experimental design for vertebral bodies L4 and L5 implantation. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B** Schematic diagram of Doxo and AP treatment timeline. Dagger indicates time of sacrifice. **C, D** μCT quantitative analyses of trabecular bone volume to total volume (BV/TV) for transplanted vertebral bodies L4 (**C**) and WT femur (**D**) as indicated. *n *= 4 mice/group. **P = 0.0081; *P = 0.0122; *P* = 0.9705, ns = not significant (**C**). ***P = 0.0004; *P* = 0.8903 (Doxo±AP); *P* = 0.4602, ns = not significant (**D**). **E–G** TRAP staining of femur sections for osteoclasts (arrows) and quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS) for vertebral bodies L4. Scale bar: 100 μm. Insets represents magnified view. *n* = 4 mice/group. *P = 0.0313; **P = 0.0029; *P* = 0.7076, ns = not significant (**F**). *P = 0.0318; **P = 0.0052; *P* = 0.9400, ns = not significant (**G**). Data are represented as mean ± SEM and significance was determined by one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

Vertebrate contain CD45^+^ stem cells and immune cells including T cells and macrophages, which can contribute to bone homeostasis^15^ and can undergo senescence^16,17^. Thus, we next asked if senescent CD45^+^ cells contributed to chemotherapy-induced bone loss by carrying out a bone marrow transplant using bone marrow from INK-ATTAC mice into wildtype mice. This allowed us to induce the *Cdkn2a*-driven suicide gene in senescent CD45^+^ derived cells exclusively. Recipient wildtype C57BL/6 (CD45.1) mice were treated with two doses of 400 cGy 4 hours apart and then received bone marrow (5 × 10^6^ cells/200 μl/mouse) from INK-ATTAC mice (CD45.2) and animals were allowed to recover for 6 weeks (Fig. S5A). To assess chimerism, peripheral blood mononuclear cells (PBMC) from recipient mice were stained with an anti-CD45.2 and anti-CD45.1 antibody and we found that mice obtained greater than 90% chimerism (Fig. S5B, C). Recipient mice were then treated with PTX ± AP and 9 days later bone density was assessed by μCT. We found that AP-treatment failed to prevent PTX-induced bone loss (Fig. S5D), indicating that p16 positive senescent bone marrow-derived CD45^+^ cells did not contribute to chemotherapy-induced bone loss.

### Chemotherapy induces senescence in bone marrow adipo-lineage cells

Farr et al. recently demonstrated that mouse osteocytes (OCY) undergo senescence with aging and contribute to bone loss^8^. However, we failed to detect elevated levels of *Cdkn2a* (p16) gene expression in OCY-enriched bone fractions as evidenced by DMP expression (Fig. S5E) from mice treated with Doxo (Fig. S5F), indicating that chemotherapy does not induce senescence in osteocytes.

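Bones of 12-week-old mice were harvested 96 h after vehicle (Veh) or 10 mg/kg of doxorubicin (Doxo), an anthracycline that damages DNA, and their resident cells were profiled one cell at a time with droplet-based 3′ RNA libraries. Each condition gave 1 library, and the paper's text does not name the number of mice behind it. With no replicates, cells were not treated as replicates, no test between the conditions was made, and each interval given for these libraries is a 95% interval that covers counting error only. The authors aligned the reads to GRCm38 with Cell Ranger. The values they deposited for 21905 genes in 2488 cells per library are on a log2 scale, and the values themselves showed that each cell had been scaled to a common sum and put on a log scale in 2 rounds. These steps were inverted, which gave back whole numbers of unique molecular identifiers (UMIs, the RNA molecules counted per gene and cell) for 99.9% of the nonzero values up to 50 UMIs in each library. The Veh library held 24859756 UMIs, with a median of 8693 UMIs and 2727 genes per cell, and the Doxo library held 20792066 UMIs, with a median of 7347.5 UMIs and 2339.5 genes per cell. Expression is given as UMIs summed over a group of cells per 1000000 UMIs of that group (CPM). A change is given as the log2 ratio of Doxo to Veh, with 0.5 UMI added to each sum, and its interval is the exact conditional binomial interval.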

To identify which bone resident cells senesced in response to chemotherapy, we performed single-cell RNA-sequencing (scRNA-Seq) on cells isolated from the bone marrow following MACs depletion of CD45^+^, CD71^+^, and Ter119^+^ cells (referred to as the bone resident enriched fraction, Fig. 3A). Our transcriptomic profiling identified a total of six clusters in both Veh- and Doxo-treated mice (Fig. 3B, C): Cxcl12-abundant reticular (CAR) cells, immature osteoclasts, two fibroblast populations, osteoblasts, and chondrocytes, as defined by distinct gene expression patterns (Fig. S5G). 

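Among the 4976 deposited cells, 172 endothelial-like cells were removed, and the 2385 Veh cells and 2419 Doxo cells that remained fell into 6 clusters at a resolution of 0.1. Class names were rebuilt from lists of marker genes, so they are written as "like" a cell type. The CAR-like cluster held 363 Veh cells, 15.2% of the bone cells (exact binomial interval 13.8 to 16.7%), and 419 Doxo cells, 17.3% (15.8 to 18.9%). The cluster like bone and cartilage fibroblasts held 1093 Veh cells and 1345 Doxo cells, and the cluster like arteriolar and endosteal fibroblasts held 425 and 263. There were 215 Veh and 133 Doxo osteoblast-like cells, and 245 Veh and 204 Doxo chondrocyte-like cells. The sixth cluster, with 44 Veh cells and 55 Doxo cells, had fewer than 3 markers of any class and was left unnamed. No cluster met the rule for immature osteoclasts. Cluster sizes are not compared between the libraries, since genes that define the CAR-like cluster, such as Hp (log2 ratio 0.70) and Lpl (0.67), themselves differed between them. With CAR-like cells taken instead as bone cells with a UMI of at least 2 of Cxcl12, Lepr, Adipoq and Ebf3 and none of Ptprc, the shares were 33.0% in Veh and 31.7% in Doxo. This set is wider than the cluster: of its 1556 cells, 780 were in the CAR-like cluster and 493 were bone and cartilage fibroblast-like, 20.2% of that class.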

Next, we performed a gene set enrichment analyses (GSEA) and found that when we compared the different Doxo-treated cell populations to their corresponding Veh-treated population, the only one that showed an enrichment was the CAR cell population. Indeed, the Doxo-CAR cell population showed an enrichment of the CHICAS_RB1_TARGETS_Senescence and the FRIDMAN senescence signature (Fig. 3D, E). 

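The authors' gene sets and their ranking of genes by MAST were not analysed here, so the values below do not test that enrichment. Other lists of genes were compared between the libraries within each class of cells, over the genes with at least 10 UMIs in that class. The median log2 ratio of a list was placed among 10000 random lists of as many genes with like expression, and its percentile among them describes these 2 libraries and is not a test. The Reactome set for cellular senescence had a median of -0.11 in CAR-like cells, at the 0.22 percentile. Within population 1 of the CAR-like cells, described below, its median was -0.08, at percentile 20.4. In the other classes its median was -0.13 (percentile 5.80) in bone and cartilage fibroblast-like cells, 0.03 (86.3) in arteriolar and endosteal fibroblast-like cells, 0.10 (50.4) in osteoblast-like cells, 0.06 (60.7) in chondrocyte-like cells and 0.03 (46.9) in the unnamed cluster. In the wider set of cells with CAR markers, which takes in cells of the other classes, its median was 0.06, above 0. A list of 30 targets of p53 had a median of 0.25 (percentile 97.8) in CAR-like cells and 0.70 (99.99) in osteoblast-like cells. Its medians were -0.15 (14.5) and 0.13 (96.0) in the bone and cartilage and the arteriolar and endosteal fibroblast-like cells, 0.29 (98.97) in chondrocyte-like cells and 0.15 (81.4) in the unnamed cluster. The osteoblast-like cells were few, 215 in Veh and 133 in Doxo. RNA of other cells or doublets were not excluded as a source of their value, so it is not ranked against that of CAR-like cells. The median over all genes lay between -0.09 and 0.09 in every class.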

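In CAR-like cells, the Reactome sets for single routes into senescence were described in the same way. The set for senescence after DNA damage or telomere stress had a median log2 ratio of -0.15 over 29 genes, at percentile 2.99, and the set for senescence after oxidative stress had -0.10 over 56 genes (2.5). For the oncogene-induced set the median was 0.05 over 17 genes (57.9), for the senescence-associated secretory phenotype -0.11 over 48 genes (3.26), and for senescence-associated heterochromatin foci -0.06 over 6 genes (31.5). In population 1 the percentiles of these sets, in the same order, were 5.26, 29.5, 63.3, 7.5 and 32.5. In the wider set of cells with CAR markers, only part of them CAR-like, the medians of all these sets were above 0, from 0.035 for oxidative stress to 0.32 for heterochromatin foci. Genes of the cell cycle, which falls silent in senescent cells, had a median of -0.06 for S phase (percentile 13.3) and -0.27 for G2/M (percentile 0.40). The G2/M median was above 0 with the called doublets removed (0.31), in the wider set of cells with CAR markers (0.25) and with each cell thinned to 2000 UMIs (0.11). Removing the called doublets also changed which cells were CAR-like, 793 in place of 782. Its population 3 held 33 cells, 17 of them from population 3 of the main split (described below), and 48.5% had an Mki67 UMI. The value of 0.31 is thus not shown to be an effect of doublets.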

Based on the CHICAS_RB1_TARGETS gene set, we found that only the Doxo-treated CAR cells exhibit a senescence-associated gene signature compared to Veh-treated CAR cells as well as other Doxo- and Veh-treated clusters (Fig. 3F, S5H). 

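The 19 genes displayed in Fig. 3F were compared one by one, without a test. The paper shows them for these same libraries, and its text does not say how they were picked. In CAR-like cells, 18 of the 19 genes were higher in Doxo than in Veh, 17 of them with an interval above 0, and the median log2 ratio was 0.82. The largest ratios were those of Ifit3, with 33 UMIs in Veh and 162 in Doxo (1.89, interval 1.36 to 2.49), and of Mmd, with 107 and 504 UMIs (1.84, 1.54 to 2.16). The exception was Plscr1 (-0.45, interval -0.83 to -0.08). The count of 18 was the same under the 8 alternatives of cell filter, doublets, components, choice of cells, thinning, weighting of cells and imputation that changed the cells or values behind it. In osteoblast-like cells 17 of the genes were higher in Doxo, 9 with an interval above 0, with a median of 1.11. These cells were few, and the number of higher genes was 11 with each cell thinned and 14 with every cell weighing the same. Of the 19 genes, 11 were higher in bone and cartilage fibroblast-like cells, 9 in arteriolar and endosteal fibroblast-like cells, 8 in chondrocyte-like cells and 9 in the unnamed cluster. From the expression of this gene set in Doxo-treated CAR cells, set against Veh-treated CAR cells and the other clusters, the paper concludes that only the Doxo-treated CAR cells carry the senescence-associated signature.

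**Figure D1:**
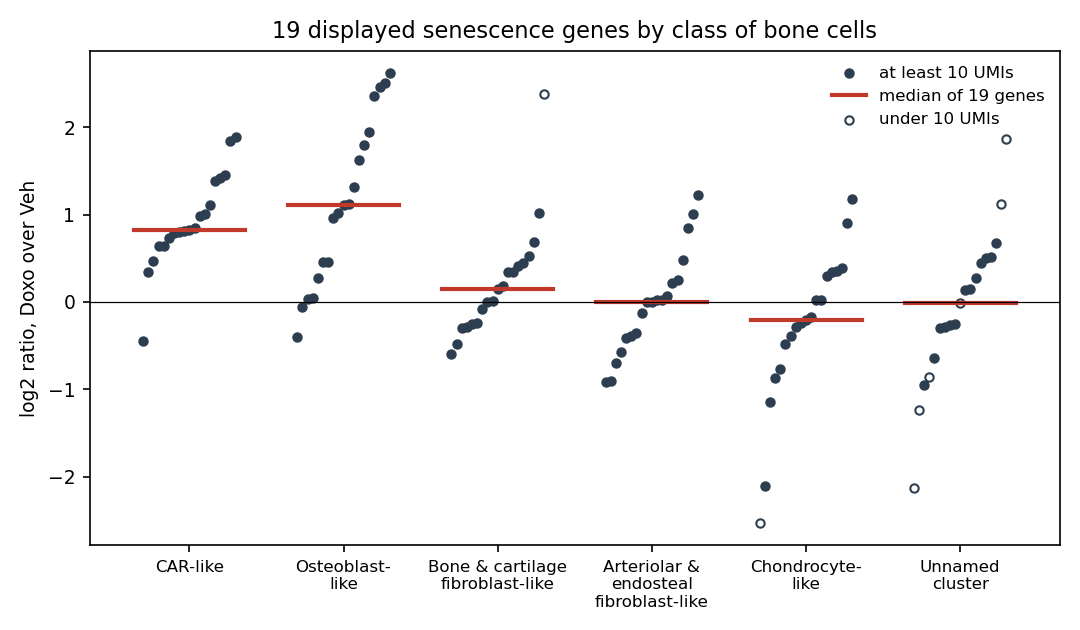
Log2 ratio of Doxo to Veh (vertical axis) for each of the 19 genes in the 6 classes of bone cells (horizontal axis). Filled points are genes with at least 10 UMIs in the class, open points are genes with fewer, and the red line is the median of the 19 genes, which is 0.82 in CAR-like and 1.11 in osteoblast-like cells.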

Next, to determine which CAR cells expressed p16, we sub-clustered the CAR cells and found 3 sub-populations (Fig. 3G). Among them, only the CAR cell population 1 exhibited elevated *Cdkn2a* expression levels and reduced levels of the cell proliferation marker (*Mki67*) in the Doxo group (Fig. 3H). Furthermore, we analyzed a publicly available human bone scRNA-seq dataset (GEO: GSE230295) derived from acute lymphoblastic leukemia patients receiving NOPHO2008, an aggressive chemotherapeutic regimen that includes anthracyclines (e.g. daunorubicin or doxorubicin)^18^. 

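The 782 CAR-like cells were clustered alone, at the lowest resolution that gave 3 clusters (0.15), and numbered by size. Population 1 held 268 Veh cells and 400 Doxo cells, population 2 held 84 and 3, and population 3 held 11 and 16. The genes that set population 2 apart were secreted and early-response genes such as Il6, Ccl2, Cxcl1 and Gdf15, so levels of such genes are not compared between populations. Cells of population 3 had 2.62 times the median UMIs of population 1 in Veh and 2.69 times in Doxo, and they held markers of bone and cartilage fibroblasts beside those of CAR cells. The split was not stable. With 10 principal components in place of 35, population 1 held 206 Veh and 299 Doxo cells and population 2 held 146 and 106. With the called doublets removed, population 2 held 143 and 75 cells.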

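Cdkn2a (ENSMUSG00000044303) lies on the minus strand of chromosome 4, from 89274471 to 89294653. Its 2 coding transcripts have their own first exons (89281986 to 89282192 and 89294334 to 89294653) and share exon 2 (89276645 to 89276985), so UMIs read near the 3′ end do not tell their products apart. In all CAR-like cells, 3 Cdkn2a UMIs were found in 2 of the Veh cells and 5 in 3 of the Doxo cells, a log2 ratio of 0.26 (interval -2.02 to 3.03). In population 1 there were 3 UMIs in 2 Veh cells and 4 UMIs in 2 Doxo cells, a log2 ratio of -0.54 (-3.05 to 2.28). Across the alternatives the ratio ran from -2.77, in population 1 with 4 clusters of CAR-like cells, to 2.33, over the wider set of cells with CAR markers. A difference in Cdkn2a was not detectable at this depth. The shares of population 1 cells with a Cdkn2a UMI, 0.746% in Veh and 0.500% in Doxo at median depths of 5342.5 and 7132 UMIs, were near those of the bone and cartilage fibroblast-like cells, 0.366% and 0.149% at 9691 and 7310 UMIs. Chondrocyte-like cells had a Cdkn2a UMI in 10.2% of Veh cells and 4.41% of Doxo cells, at 19493 and 14769.5 UMIs. Mki67 (ENSMUSG00000031004), on chromosome 7 from 135689784 to 135716361, had 26 UMIs in Veh CAR-like cells and 14 in Doxo, a log2 ratio of -1.26 (-2.34 to -0.30). In population 1 it had 19 and 14 UMIs, a ratio of -1.33 (-2.45 to -0.27), and with each cell thinned to 2000 UMIs the ratios were -0.03 over all CAR-like cells and 0.47 in population 1. Thinning left a Mki67 UMI in 1.56% of the cells of population 1, so the thinned ratios rest on few UMIs. Population 3 had no Mki67 UMI in either library, and population 2 had 7 in Veh and none in its 3 Doxo cells. The fall was not confined to CAR-like cells: bone and cartilage fibroblast-like cells had 129 Mki67 UMIs in Veh and 17 in Doxo, a ratio of -2.84.

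**Figure D2:**
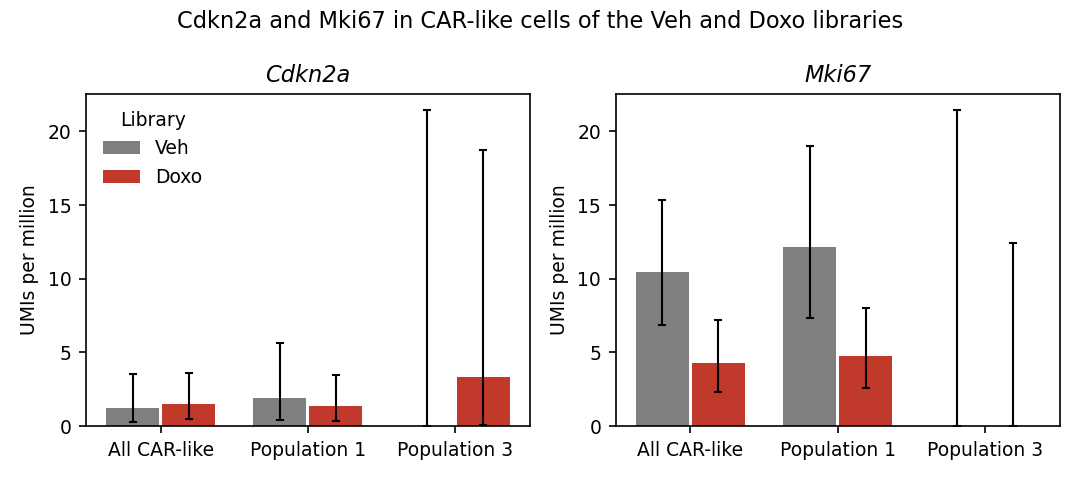
CPM (vertical axes) of Cdkn2a and Mki67 in all CAR-like cells and in CAR populations 1 and 3 (horizontal axes), in the Veh (gray) and Doxo (red) libraries. Bars are sums over cells and lines are exact Poisson intervals, which overlap for Cdkn2a in each group, and population 2 is left out because it held 3 Doxo cells.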

Our transcriptomic profiling identified a total of seven distinct clusters (Fig. S5I): two T cell populations, hematopoietic stem cells (HSCs), CAR cells, B cells, and two erythroid progenitor populations, each defined by characteristic gene expression profiles (Fig. S5J). Gene set enrichment analysis (GSEA) revealed that the CAR cell population was enriched for the FRIDMAN senescence signature (Fig. 3I). Consistent with this, senescence-associated signatures were most prominent in the CAR cell population, which displayed elevated expression of *Cdkn2a*, *Cdkn1a*, and *Glb1*, along with reduced levels of the proliferation marker *Mki67* (Fig. 3J) compared to other cell populations. This analysis demonstrates that chemotherapy induces senescence in human CAR cells.

**Fig. 3:**
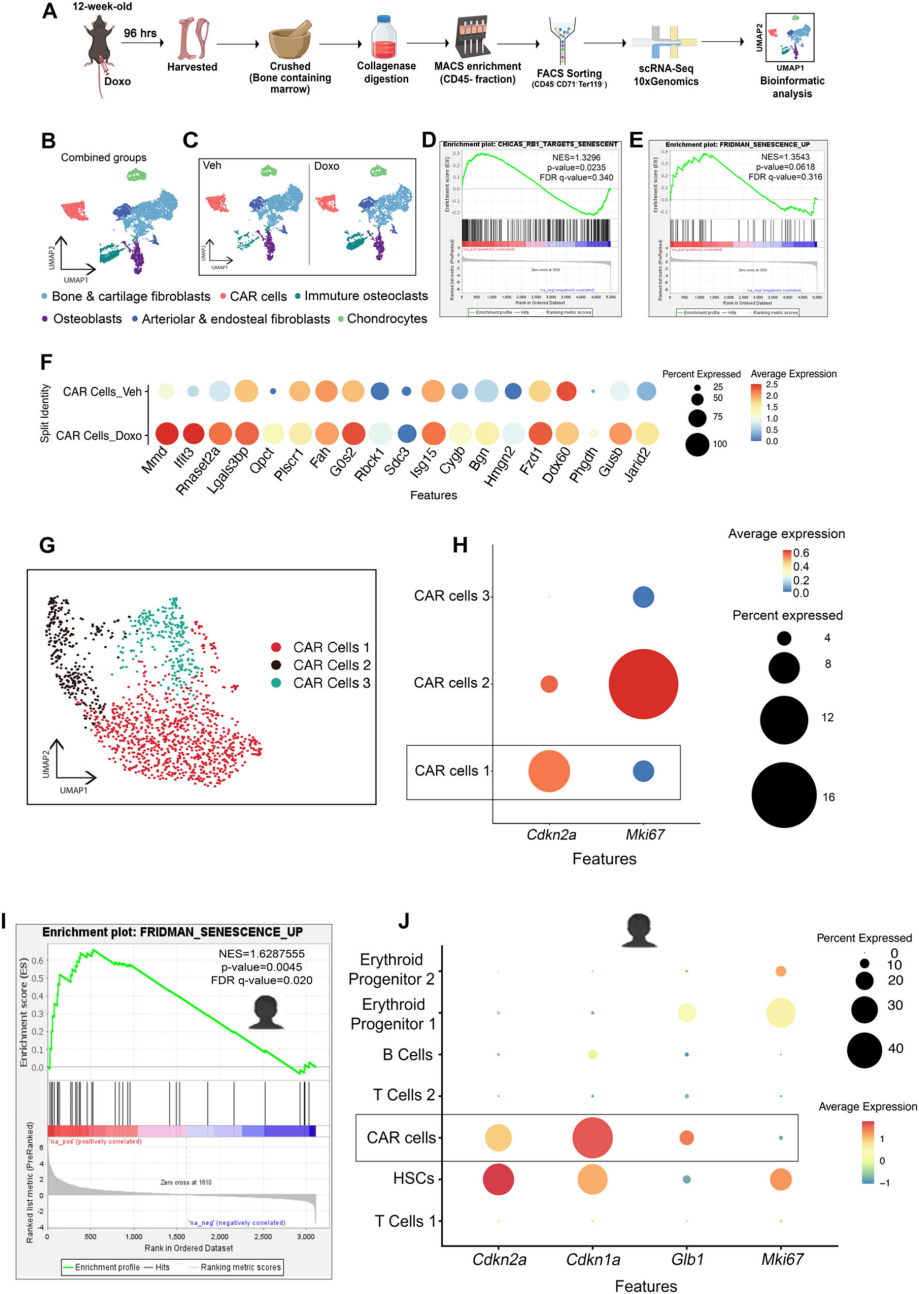
Chemotherapy induces senescence in bone marrow adipo-lineage cells. **A** Schematic representation illustrating the processing of whole bone (containing marrow) and sorting for single-cell RNA sequencing. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B, C** UMAP visualization of single cell transcriptomes displaying six clusters in combined groups (**B**) and in split groups (Veh and Doxo) (**C**). The default assay was set to RNA. **D, E** Gene set enrichment analyses (GSEA) showed CHICAS_RB1_TARGETS and FRIDMAN senescence signature in Doxo-treated CAR cell versus Veh-treated CAR cell. NES, p-value, and FDR q value are shown within the plot. Default assay was set to RNA. The nominal p-value was generated using a permutation test in the GSEA analysis. **F** Dot plot showing the CHICAS_RB1_TARGETS senescence signatures in Doxo- and Veh-treated CAR cell populations. Default assay was set to ALRA. **G** UMAP of three CAR cell populations. Default assay was set to RNA. **H** Dot plot showing the expression of *Cdkn2a* and *Mki67* in CAR cell populations. Default assay was set to ALRA. **I** Gene set enrichment analysis (GSEA) showed FRIDMAN senescence signature in CAR cell populations versus other cell population in human bone samples. NES, p-value, and FDR q value are shown within the plot. Default assay was set to RNA. The nominal p-value was generated using a permutation test in the GSEA analysis. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **J** Dot plot showing the expression of *Cdkn2a, Cdkn1a, Glb1* and *Mki67* across the cell populations in human bone samples. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. Source data for this figure are provided as a Source Data file.

To confirm that p16 was increased in CAR cells, we turned to a senescence reporter mouse. For these studies, we utilized the recently characterized p16-Cre^ERT2^/tdTomato mouse in which the first exon of the endogenous p16^*INK4a*^ gene was substituted with a Cre^ERT2^ gene, which allowed us to identify p16 expressing cells (tdTom^+^) at the single-cell level^19^. For these studies, 12-week-old p16-Cre^ERT2^/tdTomato mice were treated with either Doxo or PTX and 9 days later we assessed tdTom^+^ cells in the femurs. As expected, we found tdTom^+^ cells present in the marrow space of the femurs and failed to see tdTom^+^ OCY (Fig. S6A). Analysis of the femurs revealed the increased tdTom^+^ cells in the metaphysis region of the femur of Doxo and PTX treated mice (Fig. 4A, B, S6B, S6C). To confirm that these p16 positive cells were senescent, we assessed SA-β-gal by using the fluorescent SPiDER-β-gal probe. We found that PTX-treated mice contained increased numbers of double-positive SPiDER^+^; tdTom^+^ cells (Fig. S6D), indicating that they were senescent.

**Fig. 4:**
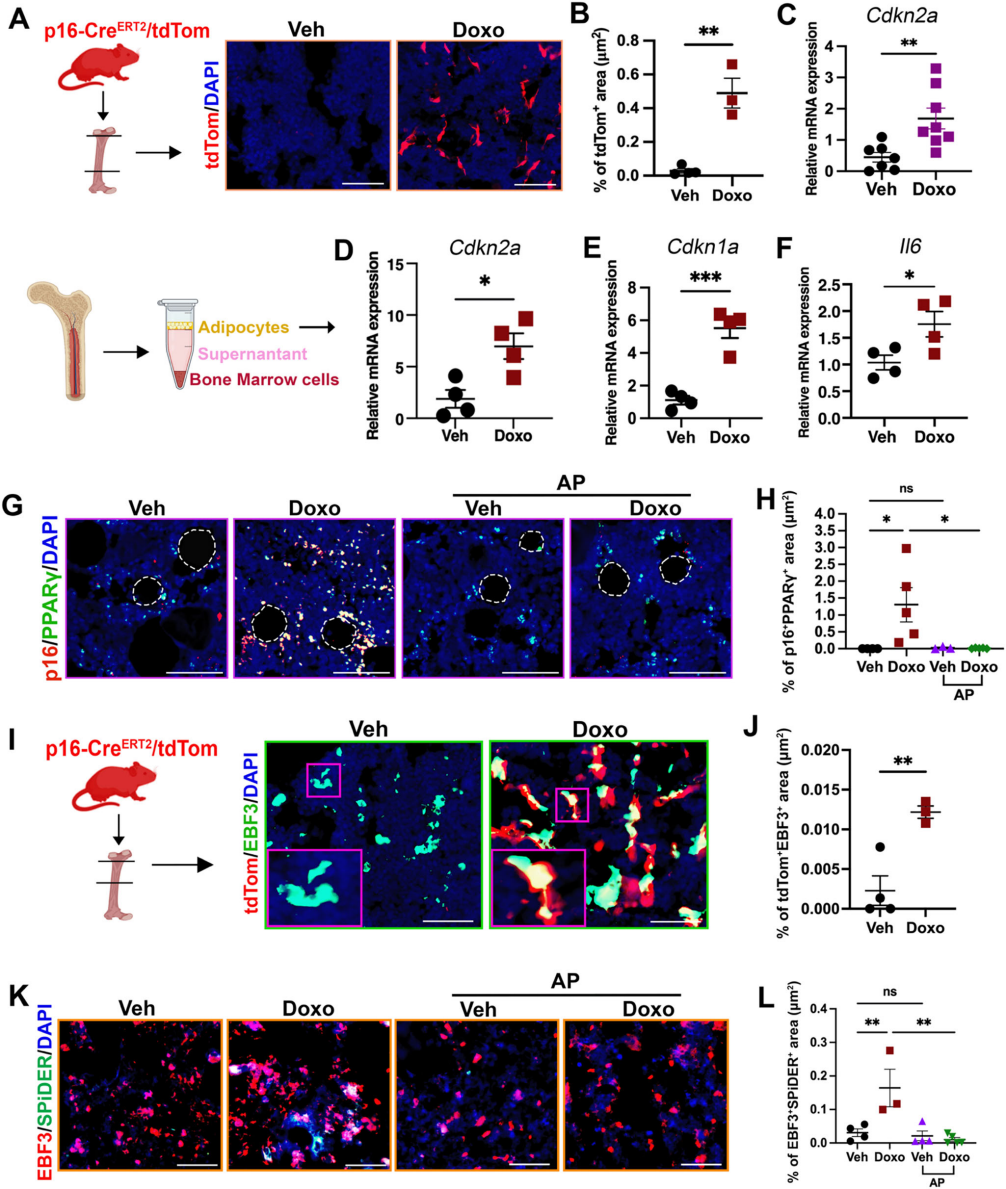
Chemotherapy induces senescence in bone marrow adipo-lineage cells. **A** Representative images of tdTomato-expressing cells in the distal femur of 12-week-old p16-Cre^ERT2^/tdTomato mice treated with Veh or Doxo. DAPI stained nuclei blue. Scale bar: 100μm. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B** Percentages of tdTom^+^ cells area in femur sections of p16-Cre^ERT2^/tdTomato mice. *n* = 3 mice (Veh) and 4 mice (Doxo). **P = 0.0017. **C** RT-qPCR analyses of p16^*INK4a*^ expression in CD45^-^Ter119^-^CD31^-^Sca1^-^Pdgfrβ^+^ sorted cells enriched for CAR cells in Veh or Doxo-treated mice. Actin and cyclophilin were used as housekeeping genes. *n* = 7 mice (Veh) and 8 mice (Doxo). **P = 0.0068. **D–F** RT-qPCR analyses of *Cdkn2a, p21* and *Il6* in isolated adipocytes in indicated treatment. Actin and cyclophilin were used as housekeeping genes. *n* = 4/group. *P = 0.0152 (**D**), ***P = 0.0005 (**E**), *P = 0.0398 (**F**). **G, H** Co-immunofluorescence staining showing colocalization of p16 (red) and PPARγ (green) in femoral bone sections of INK-ATTAC mice. DAPI stained nuclei are in blue. Dotted lines outline adipocytes. Quantification of the percentage of p16 and PPARγ-double positive cells area. Scale bar: 50 μm. *n *= 4 mice (Veh), 5 mice (Doxo), 3 mice (Veh+AP), and 5 mice (Doxo+AP). *P = 0.0381 (Veh *vs* Doxo); *P = 0.0286 (Doxo±AP); *P* > 0.9999, ns = not significant. **I, J** Representative images showing tdTom expression (red) co-localized with EBF3 (green) in the femurs of p16-Cre^ERT2^/tdTomato mice. DAPI stained nuclei are blue. Scale bar: 50 μm. *n* = 4 mice (Veh) and 3 mice (Doxo). **P = 0.0313. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **K, L** Immunofluorescence staining showing colocalization of EBF3 (red) and SPiDER (green) in femoral bone sections of INK-ATTAC mice. DAPI stained nuclei are blue. Quantification of the percentage of EBF3 and SPiDER double positive cell area. Scale bar: 50μm. *n* = 4 mice (Veh), 3 mice (Doxo), 4 mice (Veh+AP), and 5 mice (Doxo+AP). **P < 0.0094 (Veh *vs* Doxo); **P = 0.0024 (Doxo±AP); *P* = 0.9895, ns = not significant. Data are represented as mean ± SEM and significance was determined by unpaired two-tailed Student’s *t*-tests and one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

To determine if p16 was expressed in CAR cells, we first enriched for CAR cells by sorting CD45^-^Ter119^-^CD31^-^Sca1^-^Pdgfrβ^+^ cells using bone tissue including marrow as previously described^20^ (Fig. S6E) and carried out RT–qPCR analysis. We found that Doxo treatment increased *Cdkn2a* expression in CAR cells compared to CAR cells isolated from Veh-treated mice (Fig. 4C). We also noted that the tdTom^+^ signal was associated with both smaller cells and a large ring-like structure that was reminiscent of mature adipocytes (BMAds) (Fig. S6B). To ask if BMAds, which would not survived the isolation that we performed for our scRNA-seq and thus were absent in the analysis, were senescent, we used an approach that allows you to isolate them without destroying them^21,22^. Using this approach, we isolated BMAds and examined their gene expression by RT-qPCR. As expected BMAds expressed significant levels of *Cdkn2a* (p16), *Cdkn1a* (p21), and *Il6* following Doxo treatment (Fig. 4D–F) indicative of senescent BMAds (senBMAds). Next, to ask if these cells were important in our model, we treated INK-ATTAC mice with Doxo or Veh ± AP and carried out SA-β-gal/oil red O co-staining and immunostaining. While we observed no difference in p16^+/^PPARγ^-^ cells, Doxo treatment increased p16^+/^PPARγ^+^ cells that were decreased upon AP treatment in INK-ATTAC mice (Fig. 4G, H, S6F). Further, we found that the femurs from Doxo-treated mice also contained increased numbers of SA-β-gal/oil red O-double positive cells that was again abrogated by AP treatment (Fig. S6G, S6H). Next, confirm that p16 was absent in fibroblasts and chondrocytes after 9 days of Doxo treatment, we used the p16-Cre^ERT2^/tdTomato mouse and stained with antibodies for fibroblast (S100a4) and chondrocyte (Sox9) specific markers. We failed to find colocalization of p16-driven tdTom with S100a4 (Fig. S6I) or Sox9 (Fig. S6J). Additionally, we did not observe p16-driven tdTomato signal on the bone surface, indicating that osteoclasts and osteoblasts did not undergo p16-related senescence (Fig. S6K, L).

Our scRNA-Seq suggested that CAR cells were senescent and this was supported by our finding that tdTom^+^ cells were present in the marrow of Doxo-treated mice (Fig. 4A). To confirm that CAR cells underwent senescence, we used the Cxcl12-driven GFP reporter mouse and stained bone sections for p16 following Doxo treatment. We found that GFP and p16 colocalized in Doxo-treated mouse femurs (Fig. S6M, N). We also stained femurs from p16-Cre^ERT2^/tdTomato mice for EBF3, a transcription factor preferentially expressed by CAR cells^20^. We found that both Doxo and PTX treatments led to an increase in the number of EBF3⁺;tdTom⁺ as well as EBF3⁻;tdTom⁺ cells (Fig. 4I, J, S6O). A similar pattern was observed with PTX treatment (Fig. S6P, S6Q), suggesting that the EBF3^-^;tdTom⁺ population includes mature adipocytes that undergo senescence in response to these chemotherapeutic agents. Finally, to confirm these findings in the INK-ATTAC model we stained for EBF3 and SPiDER (the antibodies for EBF3 and p16 are the same species so we did not use p16 for these stains). We found that Doxo-induced EBF3^+^;SPiDER^+^ cells were reduced in INK-ATTAC mice that were also treated with AP (Fig. 4K, L) with no changes in EBF3^-^;SPiDER^+^ cells in Veh and Doxo groups (Fig. S6R). Together, these data argue that chemotherapy-induced p16+ senescence was restricted to adipo-lineage cells.

### Senescent adiponectin positive cells drive chemotherapy-induced bone loss

Having demonstrated that CAR cells and BMAds senesce in response to chemotherapy, we next asked if they were sufficient to drive chemotherapy-induced bone loss. To test this, we crossed adiponectin-Cre (ADQ-Cre) mice, which targets CAR cells and BMAds^23^ to mice bearing the diphtheria toxin receptor (DTR), downstream of a floxed stop codon, creating ADQ-Cre/DTR mice. Diphtheria toxin (DT) injection is non-toxic in wildtype mice and exclusively targets cells expressing the DTR. To characterize the ADQ-Cre/DTR mice, 11-week-old mice were treated with DT (100 ng/mouse/day) for 5 consecutive days (Fig. S7A). DT injection led to efficient ablation of epididymal white adipose tissue (eWAT) and the bone marrow-associated adipocytes (BMAds) (Fig. S7B–D) in ADQ-Cre+ mice, but not in Cre- mice as expected. To assess the role of CAR cells and adipocytes in chemotherapy-induced bone loss, mice received DT followed by a single dose of Doxo (Fig. S7A). Nine days later, we stained bone sections to evaluate p16⁺ cells. As expected, there was no difference in the numbers of p16^+^ cells in the Veh- versus Doxo-treated ADQ-Cre+/DTR mice (Fig. S7E and S7F). Subsequently, we performed μCT analysis of the femurs. As reported early, ADQ-Cre+/DTR mice treated with Veh showed a significant increase in femur trabecular bone (BV/TV)^24^. Surprisingly, ADQ-Cre+/DTR mice failed to lose bone following Doxo treatment in both female (Fig. 5A, B, S7G–J) and male mice (Fig. S7K, L) with no changes in cortical bone thickness in female mice (Fig. S7M).

**Fig. 5:**
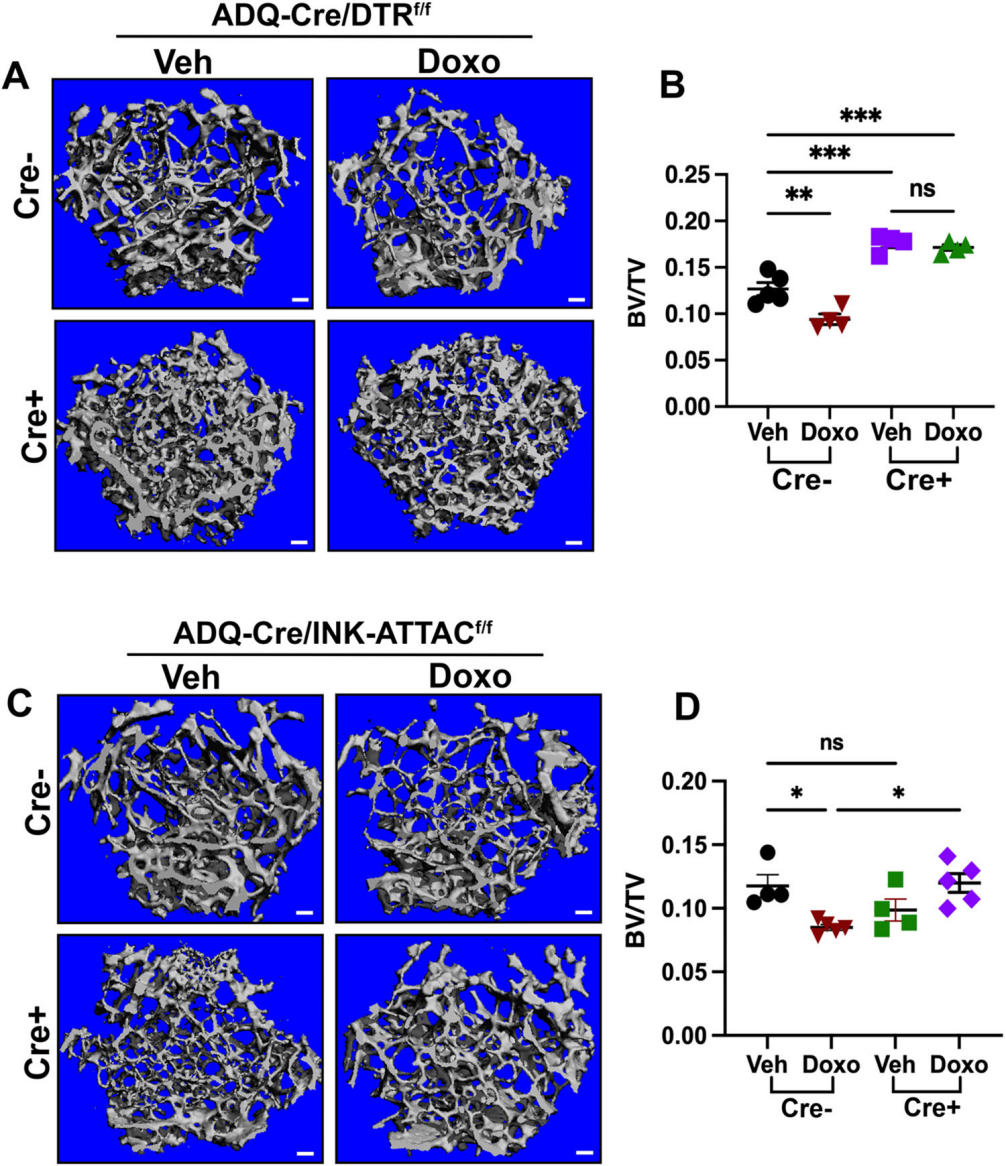
Ablation of bone marrow adipo-lineage cells prevent chemotherapy-induced bone loss. **A, B** Representative μCT images and quantitative analysis of femurs from ADQ-Cre/DTR^f/f^ mice. Scale bar: 100μm. *n* = 5 mice (Veh/Cre-), 4 mice (Doxo/Cre-), and 4 mice (Cre+). **P < 0.0050 (Veh *vs* Doxo); ***P = 0.0001; ***P = 0.0003 (Veh/Cre- *vs* Doxo/Cre+). *P* = 0.9441, ns = not significant. **C, D** Representative μCT images and quantitative analysis of femurs from ADQ-Cre/INK-ATTAC^f/f^ (QR-mice). Scale bar: 100μm. *n* = 4 mice (Veh), 5 mice (Doxo), 4 mice (Veh+AP), and 5 mice (Doxo+AP). *P = 0.0238; *P = 0.0102 (Doxo±AP). *P* = 0.3066, ns = not significant. Data are represented as mean ± SEM and significance was determined by one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

Given that the ADQ-Cre+/DTR mouse displays increased baseline BV/TV and all adipocytes throughout the mouse are lost, we created a mouse model that allowed us to eliminate only p16^+^ senescent adiponectin-positive cells. To accomplish this, we cloned a lox-stop-lox cassette 5’ of the INK-ATTAC allele followed by a P2 cleavage site and tdTomato (Fig. S8A). This construct was knocked into the ROSA26 safe harbor locus and the resulting QR mouse was mated to the ADQ-Cre mouse. When the ADQ-Cre/QR mouse was treated with Doxo and AP, EBF3^+^;SPiDER^+^ cells were eliminated (Fig. S8B, C). μCT analysis demonstrated that targeting these p16⁺ adiponectin positive cells effectively prevented chemotherapy-induced bone loss (Fig. 5C, D, S8D–G). These data demonstrate that adiponectin positive senCAR cells and senBMAds drive chemotherapy-induced bone loss.

Previously we demonstrated that chemotherapy altered osteoclast and osteoblast numbers (Fig. 1J–L, S3L and S3M). To ask if adipocyte ablated mice restored these numbers, we assessed the osteoclast population in DT-treated ADQ-Cre+/DTR mice and found that osteoclast numbers remained unchanged between the Veh- & Doxo-treated groups (Fig. S8H–J). Similarly, osteoblast numbers were also maintained in response to Doxo (Fig. S8K, L). Taken together, these results demonstrated that BM adipo-lineage cells drive chemotherapy-induced bone loss by altering osteoclast and osteoblast numbers.

Given CAR cells, which are OB and adipocyte progenitors undergo chemotherapy induced senescence, we next questioned if this would result in reduced OB differentiation. To address this, bone marrow cells were isolated from Doxo- and Veh-treated mice nine days after treatment, plated at the same density, and cultured in osteoblastic differentiation medium for up to 21 days as previously described^25^. We found that despite plating the same number of bone marrow cells (1×10^4^ cells/per well), cells from Doxo treated mice had reduced osteogenic differentiation potential at day 21 (Fig. S9A). In addition, ALP activity at day 14 (Fig. S9B) and mineralization capacity as assessed by alizarin red S staining at day 21 (Fig. S9C) were dramatically reduced. The reduction in mineralization was consistent with our in vivo findings (Fig. S3N, S3O). While perhaps not surprising given the precursors are sensing in response to chemotherapy, these results demonstrate that osteoblastic differentiation from Doxo-treated bone marrow cells is severely compromised. To ask if adipocyte differentiation was also impacted by Doxo, we cultured bone marrow cells from Doxo-treated mice in adipogenic medium. After 14 days, we found that adipogenic differentiation was reduced (Fig. S9D, E).

### Senescent BM adipo-lineage cells drive bone loss through increase expression of RANKL

Given the significant increases in osteoclasts following chemotherapy treatment, we wanted to ask if senescent CAR cells and adipocytes were responsible for osteoclast differentiation. In the current study we showed that osteocytes (OCY) do not senesce in response to chemotherapy, however they can regulate osteoclastogenesis through RANKL (Tnfsf11) secretion^26^. To ask if senescent CAR cells/BMAds drove osteocytes to express, we evaluated the *Rankl/Opg* (OPG, a negative regulator of osteoclastogenesis) gene expression ratio in the OCY-enriched bone fraction using RT-qPCR. We found no significant differences in the *Rankl/Opg ratio* between Doxo- and Veh-treated groups in the OCY-enriched bone fraction (Fig. S10A–C). While we failed to observe changes in OCYs, gene expression analysis of the bone-resident fraction from 12-week-old C57LB/6 mice treated with PTX showed a high *Rankl/Opg ratio* compared to Veh-treated samples (Fig. S10D–F), raising the possibility that senescent CAR and/or BMAd were the source of RANKL.

To ask if the senescent CAR/BMAds impacted the *Rankl/Opg ratio*, we returned to the INK-ATTAC transgenic mouse model (Fig. 6A). Immunohistochemistry staining and RT-qPCR results showed that the elimination of senescent CAR/BMAds by AP-treatment abolished Doxo-induced *Rankl* production and reduced the *Rankl/Opg ratio* in the bone-resident fraction (Fig. 6B–F). 

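Rankl is listed under its gene symbol Tnfsf11 (ENSMUSG00000022015, chromosome 14, 78277445 to 78308043), and Opg, the decoy receptor that binds its product, under Tnfrsf11b (ENSMUSG00000063727, chromosome 15, 54250619 to 54278484). In the single-cell libraries, the CAR-like cells of the Veh library held 385 Tnfsf11 UMIs and those of the Doxo library 301, which is 155 and 92.5 CPM and a log2 ratio of -0.75 (interval -0.97 to -0.53). The wider set of cells with CAR markers, which holds other classes too, had a ratio of -0.09. Population 2, which is nearly all from the Veh library, held 256 of the Veh UMIs. In population 1 there were 126 Veh UMIs and 267 Doxo UMIs, a log2 ratio of 0.17 (-0.13 to 0.49), so that no difference was detectable there. Leaving population 2 out, an alternative chosen after seeing the data, gave 0.23 (-0.08 to 0.54), but this population was set apart by genes that include secreted factors, and its removal takes the Veh cells with most Tnfsf11. Tnfrsf11b had 59 UMIs in Veh and 121 in Doxo, a ratio of 0.64 (0.18 to 1.12), of which 32 and 86 were in the few cells of population 3. Those cells may be doublets of a CAR-like cell and a fibroblast, so the rise of Tnfrsf11b need not be one in CAR-like cells. The ratio of Tnfsf11 to Tnfrsf11b changed by a log2 value of -1.38 (-1.92 to -0.87) over all CAR-like cells. It changed by -0.15 without population 2, and by 0.18 over the wider set of cells with CAR markers. The values of -1.38 and -0.15 both hold the UMIs of population 3, and the ratio was not computed without it.

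**Figure D3:**
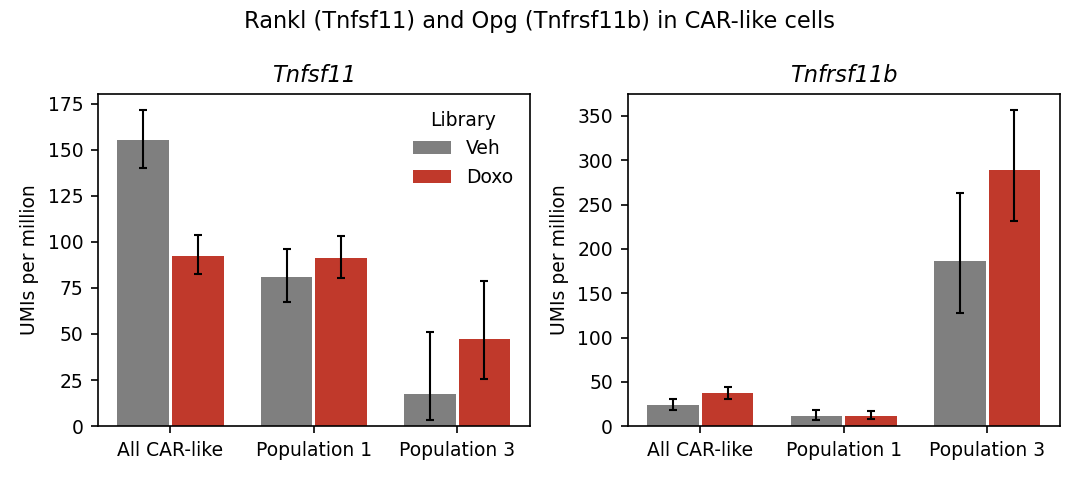
CPM (vertical axes) of Tnfsf11 and Tnfrsf11b in all CAR-like cells and in CAR populations 1 and 3 (horizontal axes), in the Veh (gray) and Doxo (red) libraries, with exact Poisson intervals. Tnfsf11 is lower in Doxo over all CAR-like cells and its intervals overlap in population 1.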

Accumulating evidence has revealed that marrow adipo-lineage cells including CAR cells and BMAds can express RANKL in pathological conditions of bone loss^1,27,28^, and our scRNA-Seq analysis suggested elevated expression levels of *Rankl* in Doxo-treated CAR cells compared to Veh-treated CAR cells (Fig. S10G), suggesting CAR cells were responsible for osteoclast differentiation. To confirm that senCARs and senBMAds were the source of increased RANKL in response to chemotherapy, we isolated floating senBMAds and sorted to enrich for senCARs (CD45^-^Ter119^-^CD31^-^Sca1^-^Pdgfrβ^+^) as previously described and found that the *Rankl/Opg ratio* was increased in cells from Doxo-treated versus Veh-treated mice (Fig. 6G–M), indicating that chemotherapy-induced senCARs and senBMAds support osteoclastogenesis through RANKL secretion.

**Fig. 6:**
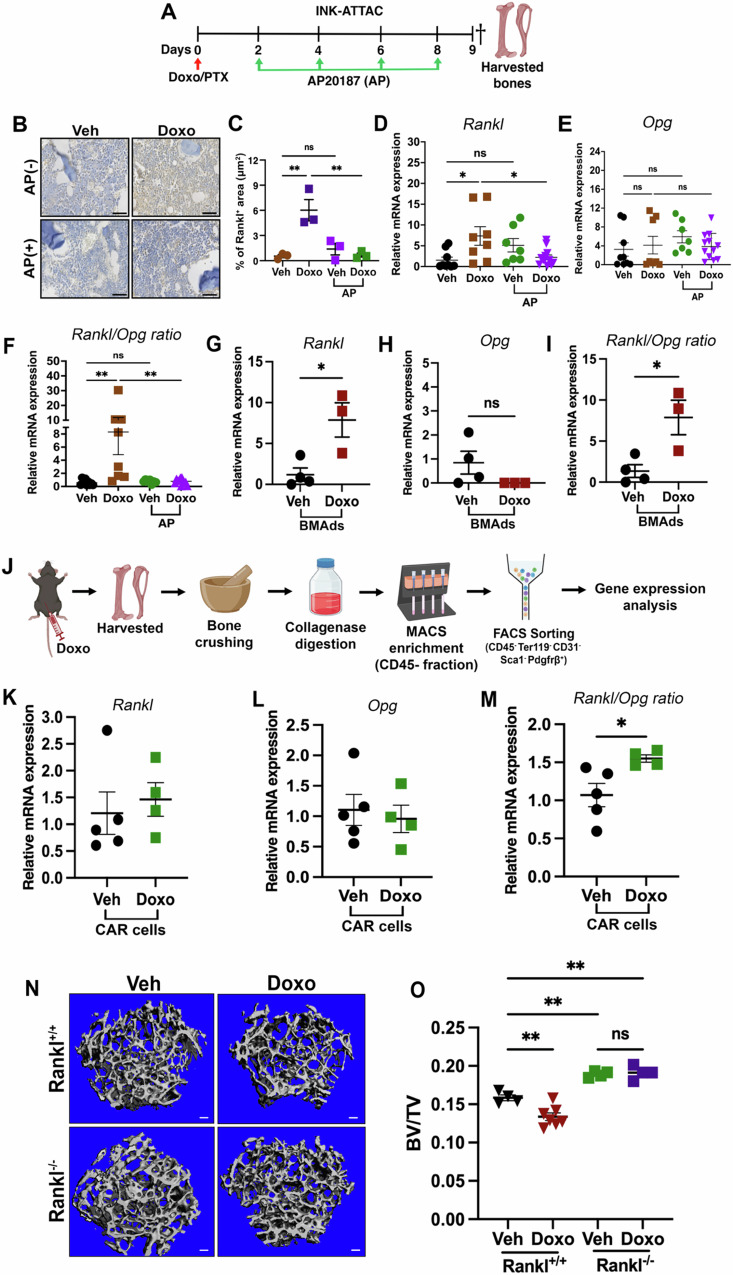
Senescent bone marrow adipo-lineage cells drive bone loss through increased expression of RANKL. **A** Schematic showing experimental timeline for dosing regimen for doxorubicin (Doxo) and paclitaxel (PTX) in 12-week-old INK-ATTAC mice. Dagger indicates time of sacrifice and bone harvest. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B, C** Representative IHC staining for the detection of RANKL expression in INK-ATTAC mice femur under the indicated treatments. Scale bar: 100μm. *n* = 3 mice/group. **P = 0.0035; **P = 0.0041 (Doxo±AP), *P* = 0.8525, ns = not significant. **D–F** mRNA expression of *Rankl, Opg and Rankl/Opg ratio* as quantified by RT-qPCR using the bone-resident fraction of INK-ATTAC mice. *n* = 9 mice (Veh), 8 mice (Doxo), 7 mice (Veh+AP), and 12 mice (Doxo+AP). Actin and cyclophilin were used as housekeeping genes. *P = 0.0186; *P = 0.0295 (Doxo±AP) (**D**), ns = not significant (**E**), **P = 0.0093; **P = 0.0081 (Doxo±AP) (**F**). **G–I** mRNA expression of *Rankl, Opg and Rankl/Opg ratio* as quantified by RT-qPCR in purified bone marrow adipocytes. Actin and cyclophilin were used as housekeeping genes. *n* = 4 mice (Veh) and 3 mice (Doxo). *P = 0.0206 (**G**). *P* = 0.0206 (**H**). *P = 0.0216 (**I**), ns = not significant. **J** Schematic represents CAR cell sorting procedure from mouse bone. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **K–M** mRNA expression of *Rankl, Opg* and *Rankl/Opg ratio* as quantified by RT-qPCR in CD45^-^Ter119^-^CD31^-^Sca1^-^Pdgfrβ^+^ sorted CAR cells. Actin and cyclophilin were used as housekeeping genes. *n* = 5 mice (Veh) and 4 mice (Doxo). *P = 0.0311. **N, O** μCT 3D trabecular bone images and quantitative analyses of BV/TV in 12-week-old female adipo-Cre-/Rankl^fl/fl^ and ADQ-Cre+/Rankl^fl/fl^ mice. *n* = 4 mice (Veh/Rankl^+/+^), 7 mice (Doxo/Rankl^+/+^), 4 mice (Veh/Rankl^-/-^), and 4 mice (Doxo/Rankl^-/-^). **P = 0.0060 (Rankl^+/+^:Veh/Doxo); **P = 0.0027 (Rankl^+/+^:Veh vs Rankl^-/-^:Veh). **P = 0.0015 (Rankl^+/+^:Veh vs Rankl^-/-^:Doxo), ns = not significant. Data are represented as mean ± SEM and significance was determined by unpaired two-tailed Student’s *t*-tests and one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

To establish that it was BM adipo-lineage cell-derived RANKL that drove bone loss in response to chemotherapy, we first performed gene expression analysis of the *Rankl/Opg ratio* using the bone-resident fraction from 11-week-old ADQ-Cre+/DTR mice, we found no differences in cells from the Doxo- and Veh-treated groups (Fig. S10H–J). Thus, we next crossed the ADQ-Cre^ERT2^ mouse to Tnfsf11^fl/fl^ mice to allow us to delete *Rankl* conditionally (referred to as ADQ-Cre/Rankl) in BM adipose lineage cells (Fig. S10K). Prior to using these mice, we confirmed that *Rankl* was deleted upon Cre activation in femurs (Fig. S10L). To investigate whether BM adipo-lineage cell derived RANKL contributes to osteoclastogenesis in response to chemotherapy, we carried out TRAP staining on ADQ-Cre/Rankl mice and found reduced numbers of osteoclasts in Doxo-treated Rankl^-/-^ mice compared with Doxo-treated control mice (Fig. S10M–O). Given this reduction in osteoclasts, we next asked how BV/TV was impacted in these mice. Thus, we harvested the femurs from Veh- and Doxo-treated 12-week-old female ADQ-Cre/Tnfsf11^+/+^ mice. Importantly, immunostaining revealed that p16⁺ cells remained detectable in *Rankl*-deficient mice, indicating that *Rankl* deletion does not prevent the accumulation of senescent cells (Fig. S10P, Q). μCT analyses revealed that deletion of *Rankl* from adiponectin positive cells prevented Doxo-induced bone loss as confirmed by unchanged trabecular bone volume (BV/TV), bone mineral density (BMD), trabecular number (Tb.N), and trabecular spacing (Tb.Sp) in Doxo-treated ADQ-Cre+/Rankl^+/+^ mice compared to Veh-treated mice (Fig. 6N, O, S11A–D). We also analyzed femurs from male mice and found the same results (Fig. S11E–I). Collectively, these findings indicate that RANKL derived from senCARs and senBMAds contributes to bone loss in both female and male mice.

### Senolytics and senomorphics prevent chemotherapy-induced bone loss

Our use of the INK-ATTAC mouse model demonstrated that targeting senescent bone cells prevented chemotherapy-induced bone loss. To complement this work and explore the feasibility of pharmacologically targeting senescent bone resident cells in a therapeutic setting, we used a senolytic approach (5 mg/kg dasatinib and 50 mg/kg quercetin cocktail, D + Q) or senomorphics that target the p38MAPKα or MK2 kinase to target chemotherapy-induced senescent cells and SASP, respectively. To establish the specificity of the D + Q approach, we first examined the senescence profile in femurs harvested from 12-week-old female Veh- and Doxo- or PTX ± (D + Q)-treated groups (Fig. 7A). As expected, we observed that D + Q significantly reduced Doxo- and PTX-induced SA-β-gal positive cells (Fig. S12A, B) as well as Doxo-induced EBF3^+^;SPiDER^+^ CAR cells (Fig. 7B, C). Next, to examine whether the elimination of senescent cells by D + Q could prevent chemotherapy-induced bone loss, we performed μCT and found that Doxo-induced bone loss was prevented by D + Q treatment (Fig. 7D, E). Other μCT bone parameters such as BMD, Tb. N, Tb.Th and Tb.Sp were also evaluated and altered as expected (Fig. S12C–F). In addition, the impact of PTX treatment was also tested and we found that D + Q also prevented PTX-induced bone loss (Fig. S12G–K). Furthermore, quantification of osteoclast number by TRAP staining showed a significant increase in osteoclast numbers (N.Oc/BS and Oc.S/BS) in Doxo-treated mice as expected that was prevented by D + Q treatment (Fig. 7F–H). Moreover, Doxo-induced reductions in OCN^+^ osteoblasts were also prevented by D + Q treatment (Fig. S12L, M), indicating that the pharmacologic elimination of senescent cells prevents the disruption of bone homeostasis.

**Fig. 7:**
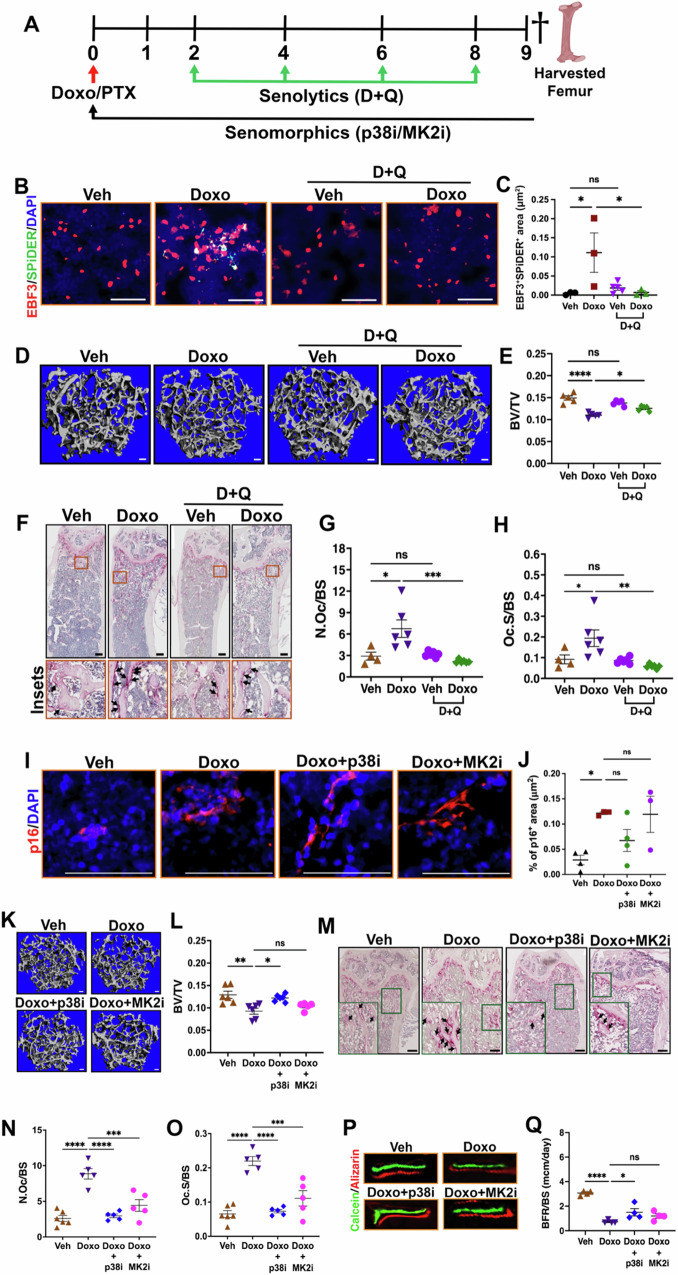
Senolytics and senomorphics prevent chemotherapy-induced bone loss. **A** Schematic of the experimental timeline for the injection of chemotherapy (Doxo or PTX), senolytics (D + Q) or senomorphics in 12-week-old C57BL/6 WT-mice. Dagger indicates time of sacrifice and bone harvest. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B, C** Representative images of co-localization of EBF3 and SPiDER staining and quantification of EBF3 and SPiDER positive cell area in femurs. Scale bar: 50μm. *n* = 3 mice (Veh), 3 mice (Doxo), 5 mice (Veh+D/Q), and 3 mice (Doxo+D/Q). *P = 0.0410; *P = 0.0456 (Doxo±D/Q), ns = not significant. **D, E** Representative 3D μCT images of femur trabecular bones and quantitative analyses of trabecular bone volume to total volume (BV/TV). Scale bar: 100μm. *n* = 5/group. ****P < 0.0001; *P = 0.0217 (Doxo±D/Q), ns = not significant. **F–H** TRAP staining of femur sections showing osteoclasts (arrows). Insets show magnified figures and arrows indicate pink colored osteoclasts. Quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). Scale bar: 100μm. *n* = 4 mice (Veh), 5 mice (Doxo), 6 mice (Veh+D/Q), and 6 mice (Doxo+D/Q). *P = 0.0104; ***P = 0.0008, ns = not significant. (**G**). *P = 0.0467; **P = 0.0025, ns = not significant (**H**). **I, J** Immunofluorescence staining showing p16 (red) positive cells in femoral bone sections of 12-week-old wild type C57BL/6 mice. DAPI stained nuclei are blue. Quantification of the percentage of p16 positive area. Scale bar: 50μm. *n* = 4 mice (Veh), 3 mice (Doxo), 4 mice (Doxo+p38i), and 3 mice (Doxo+MK2i). *P = 0.0406; *P* = 0.3021 (Doxo+p38i); *P* = 0.9999 (Doxo+MK2i), ns = not significant. **K, L** Representative μCT images of femur trabecular bones and quantitative analysis of trabecular bone volume to total volume (BV/TV). Scale bar: 100μm. *n* = 6 mice (Veh), 6 mice (Doxo), 6 mice (Doxo+p38i), and 5 mice (Doxo+MK2i). **P = 0.0015; *P = 0.0102 (Doxo+p38i); *P* = 0.5804 (Doxo+MK2i), ns = not significant. **M–O** TRAP staining of femur sections. Insets show magnified figures and arrows indicate pink colored osteoclasts. Quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). Scale bar: 100μm. *n* = 6 mice (Veh), 5 mice (Doxo), 5 mice (Doxo+p38i), and 5 mice (Doxo+MK2i). ****P < 0.0001; ****P < 0.0001 (Doxo+p38i); ***P = 0.0003 (Doxo+MK2i) (**N**). ****P < 0.0001; ****P < 0.0001 (Doxo+p38i); ***P = 0.0002 (Doxo+MK2i) (**O**). **P, Q** Representative images of calcein and alizarin red double bone labeling in femurs and analysis of the percentage of double-labeled area over tissue area underneath the growth plate. *n* = 4 mice/group. ****P < 0.0001; *P < 0.0431 (Doxo+p38i); *P* = 0.2888 (Doxo+MK2i), ns = not significant. Data are represented as mean ± SEM and significance was determined by one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

Senescent cells produce a complex mixture of factors collectively termed the senescence-associated secretory phenotype (SASP) that is unique to the cell type undergoing senescence and the stress responsible for the induction of senescence^29,30^. The SASP is comprised of cytokines, chemokines, extracellular matrix proteases, growth factors, and other signaling molecules^30,31^. These factors can alter the tissue environment by activating cell surface receptors and their related signaling pathways, leading to several pathologies, including bone loss^29,32^.

Previously, we showed that inhibition of the p38MAPK-MK2 pathway rescued chemotherapy-induced bone loss^6^. Here, we wanted to ask if bone resident senescent cells were impacted by p38MAPKα-MK2 inhibitors (p38i/MK2i). To address this, we performed immunofluorescence staining using a p16 antibody and found, as expected, that inhibition of p38MAPKα or MK2 (p38i or MK2i) failed to eliminate senescent cells in the bone (Fig. 7I, J). However, we found that within the bone marrow, the osteoclastogenic cytokine (RANKL), a component of the SASP^33^, was significantly reduced by both p38i and MK2i treatments (Fig. S13A, B). Moreover, RT-qPCR gene expression analysis of the bone-resident fraction showed decreased expression of additional SASP factors (e.g., *Il6*, *MMP9*, and *Vegfα)* in the Doxo+p38i/MK2i group compared to the Doxo-treated group (Fig. S13C), indicating that targeting the p38MAPKα-MK2 pathway can limit senescent cell-derived SASP factors. Subsequently, we asked if we prevented acute bone loss with p38i/MK2i. μCT analysis showed that inhibition of SASP by p38i/MK2i prevented chemotherapy (Doxo and PTX)-induced trabecular bone loss while no change in the cortical bones was observed (Fig. 7K, L, S13D–I. S13J–P). Collectively, these data demonstrate that pharmacological inhibition of the SASP prevents chemotherapy induced bone loss, raising the possibility that this could be a viable approach in the clinical setting.

Some studies have shown that senescent bone marrow stromal cells support osteoclast differentiation by secreting SASP factors such as RANKL that are closely linked to bone loss^8,34,35^. Therefore, next we evaluated osteoclast numbers by TRAP staining in 12-week-old female mice treated with Veh and Doxo±p38i/MK2i. Results showed that Doxo significantly increases osteoclast numbers as expected that were reduced by p38i/MK2i (Fig. 7M–O). We also evaluated osteoblast-mediated bone formation rate over bone surface (BFR/BS) by calcein/alizarin red staining. As expected, bone formation was reduced in Doxo-treated compared to Veh-treated mice after 9 days while Doxo+p38i/MK2i groups restored bone formation activity similar to Veh-treated mice (Fig. 7P, Q). Taken together, these data demonstrate that chemotherapy-induced senescent BM adipo-lineage cells secrete SASP factors that in turn drive bone loss by directly altering the balanced action of osteoclasts and osteoblasts.

The use of the p38/MK2 inhibitors could affect all cells. Thus, we next wanted to confirm whether SASP derived from adiponectin-positive cells was sufficient to drive bone loss in response to chemotherapy. Thus, we mated the ADQ-Cre^ERT2^ mouse to a mouse that contained a floxed Mapkapk2 allele (referred to as MK2^f/f^ herein) to specifically assess the role of MK2 in adiponectin expressing cells. ADQ-Cre^ERT2^/MK2^f/f^ mice were treated with tamoxifen chow for 9 days and received Doxo or vehicle and bones were assessed nine days later (Fig. S14A). To assess the presence of senescent cells, we first stained bones for p16 expression and found that p16^+^ cells were high in the Doxo-treated group (Fig. S14B, C), indicating that loss of MK2 does not inhibit the induction of senescence. In contrast, when we assessed the bone, we found no significant differences in BV/TV between Veh- and Doxo-treated groups (Fig. S14D), indicating that MK2-dependent SASP derived from adiponectin positive cells drives acute bone loss in response to chemotherapy.

### Senolytics prevent chemotherapy-induced bone loss in tumor bearing mice

Bone loss is a significant problem for breast cancer patients undergoing chemotherapy treatment and can lead to increased fracture risks and reduced overall survival^36,37^. Given the potent effects of senolytics on preventing chemotherapy-induced bone loss, we next wanted to ask how senolytics impacted the anti-tumor effects of chemotherapy. Using a clinically relevant mouse model, we asked whether targeting senescent cells by senolytics (D + Q) could rescue chemotherapy-induced bone loss within bones harboring metastatic breast cancer. For these studies, we utilized paclitaxel (PTX) because it is given as part of the neoadjuvant (or adjuvant) chemotherapy regimen for all breast cancer subtypes when chemotherapy is indicated. We injected 5 × 10^4^ PyMT-BO-1 (GFP/Luc) cells intracardially into 12-week-old female albino C57BL/6 J mice to broadly distribute metastatic cells. Mice were then randomized to treatment groups that consisted of Veh, PTX (50 mg/kg), or PTX + (D + Q). Mice were sacrificed on day 13 when Veh treated mice became moribund (Fig. 8A). We first assessed senescence induction in this model by staining femurs with the SPiDER-β-gal probe and found that D + Q treatment decreased PTX-induced SA-β-gal^+^ cells (Fig. 8B, C). Co-staining for EBF3 and SPiDER revealed D + Q reduced senCARs cells (EBF3^+^;SPiDER^+^) in mouse femurs (Fig. 8D, E). Importantly, bioluminescence imaging of metastatic tumor cells revealed that D + Q treatment did not impact the anti-tumor effects of PTX (Fig. 8F, G). Consistently, H&E staining of tumor-bearing bone tissues further confirmed these findings (Fig. S15A). However, while μCT analysis of the femurs showed significant bone loss in PTX-treated mice, the addition of D + Q prevented trabecular bone loss (Fig. 8H, I) without affecting cortical thickness (S15B, C). Osteoclast numbers were greatly reduced when PTX treated mice also received D + Q (Fig. 8J–L). However, PTX plus D + Q did not lower tumor burden compared to PTX alone in TRAP-stained samples, consistent with BLI and H&E staining results (Fig. 8J, S15D). Whereas osteoblasts (OCN^+^ cells) were significantly increased when mice were treated with PTX and D + Q compared to PTX alone (Fig. S15E, F). Together, these results demonstrate that targeting senCARs and senBMAds to prevent chemotherapy-induced bone loss during cancer treatment preserves the anti-tumor effects of chemotherapy.

**Fig. 8:**
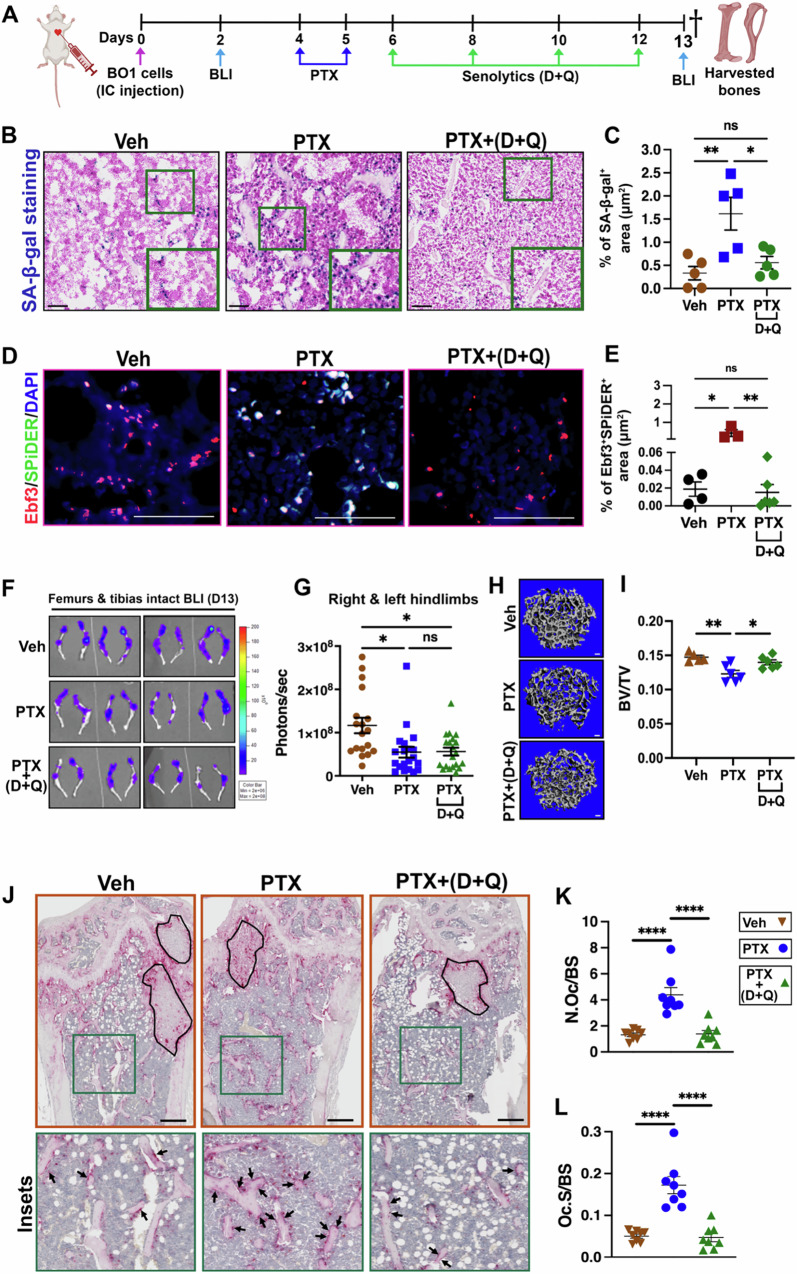
Senolytics prevent chemotherapy-induced bone loss in tumor bearing mice. **A** Schematic of the experimental timeline for the injection of Luciferase^+^ BO-1 breast cancer cells and other dosing regimen in C57BL/6 -albino mice. Dagger indicates time of sacrifice and bone harvest. Schematic was created in BioRender. Stewart, S. (2025) https://BioRender.com/71wz45j. **B, C** Representative images showing SA-β-gal staining and quantification of SA-β-gal^+^ area. Scale bar: 100 μm. *n* = 5 mice/group. **P = 0.0058; *P = 0.0197; *P* = 0.7764, ns = not significant. **D, E** Immunofluorescence staining showing colocalization of EBF3 (red) and SPiDER (green) in femoral bone sections. DAPI stained nuclei are blue and quantification of the percentage of EBF3 and SPiDER double positive cell area. Scale bar: 50 μm. *n* = 4 mice (Veh), 3 mice (PTX), and 6 mice (PTX + D/Q). *P < 0.0116; **P < 0.0069; *P* = 0.9992, ns = not significant. **F, G** Analysis of tumor burden in the femurs and tibias by bioluminescence imaging (BLI) after 13 days. *n *= 9 (Veh), 9 (PTX), and 10 (PTX + D/Q). ‘n’ indicates the number of paired intact femurs and tibias. *P = 0.0133; **P = 0.0160 (Veh *vs* PTX + D/Q); *P* = 0.9967, ns = not significant. **H, I** Representative μCT images and quantitative analyses of trabecular bone volume to total volume (BV/TV). Scale bar: 100 μm. *n* = 5 mice (Veh), 6 mice (PTX), and 6 mice (PTX + D/Q). **P = 0.0026; *P = 0.0242. **J–L** Representative pictures of TRAP staining of osteoclasts. Insets show a magnified view of osteoclasts (arrows) on the trabecular bone surface. Tumor areas are outlined with black circles for visual reference. Scale bar: 100 μm. Quantification of the number of osteoclasts to bone surface (N.Oc/BS) and osteoclast surface to bone surface (Oc.S/BS). *n* = 8/group. ****P < 0.0001; ****P < 0.0001 **K, L.** Data are represented as mean ± SEM and significance was determined by one-way ANOVA with Tukey test. Source data for this figure are provided as a Source Data file.

## Discussion

Previously we showed that chemotherapy-induced bone loss was associated with senescence but the cell(s) and mechanism(s) responsible remained elusive^6^. In the present study, we show that adiponectin positive cells including CAR cells and BMAds senesce and express SASP factors including RANKL in response to chemotherapy. RANKL expression exclusively from these cells drives osteoclastogenesis and bone loss. Further, senCAR cells and senBMAds simultaneously reduce osteoblast numbers and mineralization capacity that together with the increased osteoclasts drives acute bone loss. Finally, we show that targeting MK2 specifically in adiponectin positive cells is sufficient to prevent chemotherapy-induced bone loss and that the use of senomorphics (p38i/MK2i) or senolytics (D + Q) can preserve bone homeostasis without negatively impacting the anti-tumor properties of chemotherapy. This latter finding raises the possibility that our approach could drastically improve a patient’s quality of life and allow patients to avoid de-escalation of treatment when bone loss becomes extensive, which negatively impacts overall survival.

Senescence has generally been thought of as a systemic and/or local response to stress and thus we had expected chemotherapy to induce senescence in multiple cell types within the bone. Thus, we were surprised to find that p16^+^ senescence was restricted to CAR cells and BMAds. Why senescence was restricted to these two cell types remains an important question. We also found that senCARs and senBMAds expressed SASP factors including RANKL, leading to increased bone resorption. Interestingly, a recent study showed that baseline bone mass is higher in ADQ-Cre/Rankl^fl/fl^ mice^38^ supporting the notion that RANKL derived from adiponectin-positive cells plays a critical role not only in pathological bone loss but also in maintaining normal bone homeostasis.

Recent work has demonstrated that the SASP is highly heterogeneous, varies depending on the cell type and the senescence-inducing stimulus, and is dynamic, changing over time^39^. This is underscored by our findings and those by Khosla and colleagues who showed that in the aging bone, senescence is restricted to osteocytes and senescent osteocytes drive age-related bone loss. This contrasts to our findings where chemotherapy fails to induce senescence in osteocytes but instead induces robust senescence in CAR cells/BMAds, which drive bone loss. Why these different inducers, aging and chemotherapy impact different cells remains and important question. Another outstanding question is why senescent CAR cells/BMAds express RANKL and other factors. Finally, bone resorption and formation are tightly coupled and increased osteoclastogenesis is typically accompanied by increased osteoblastogenesis^40^. The induction of senescence in CAR cells/BMAds decouples this association where we find that increased osteoclastogenesis is associated with decreased osteoblastogensis, leading to significant bone loss within nine days of treatment. Future work will need to focus on how senCAR/senBMAd drive reduced osteoblastogenesis.

Currently, >650,000 cancer patients receive chemotherapy every year in the United States^41,42^. Unfortunately, while chemotherapy can increase a cancer patient’s overall survival, it also induces a large cadre of comorbidities that significantly impact a patient’s quality of life. One such comorbidity is therapy-induced bone loss^36^ that can exceed 7% a year in women with breast cancer, which can render a patient susceptible to bone fractures^43^. Currently, the mainstay drugs for patients suffering from chemotherapy-induced bone loss are anti-resorptive medicines, such as denosumab (anti-RANKL antibody), bisphosphonates^44^, and hormone replacement^45^. Unfortunately, hormone replacement is not an option for most breast cancer patients, while bisphosphonates can persist in the bone for long periods and can cause complications such as atypical fractures and osteonecrosis of the jaw^46,47^. Similarly, denosumab has side effects including a “rebound” when discontinued that can result in significant bone loss, musculoskeletal pain, hypercholesterolemia, and cystitis^48^. Together these data argue that safe and potent therapeutic alternatives to treat chemotherapy-induced bone loss are needed.

Senescent cells are resistant to apoptosis due in part to high expression of Bcl-2 or Bcl-2 family members^49,50^. Despite this, senescent cells are characterized by a minimal mitochondrial outer membrane permeabilization (miMOMP)^51^ that makes them exceedingly sensitive to reductions in Bcl-2 family members or increases in the pro-apoptotic factors such as Bid, Bax, Bak and Bad. These observations led to the development of senolytics, including dasatinib plus quercetin (D + Q) that can effectively reduce senescent cell burden in mice^52^. Our present study showed that we can ameliorate chemotherapy-induced bone loss by depleting senCARs and senBMAds using D + Q without diminishing the anti-tumor effects of chemotherapy, raising the possibility that senolytics could be an important treatment for patients. However, because tumor within the bone can also drive bone loss, we cannot rule out that the senolytics did not have a small effect on tumor-induced bone loss. Tumor induced bone loss also occurs in animals harboring only primary tumors, indicating that systemic signals can drive bone loss^53^. Given chemotherapy-induced bone loss results from senescent bone resident cells, we did not examine the effects of senolytics in animals with primary tumors. Finally, caution needs to be taken as the timing of senolytic treatment may impact its effectiveness. Indeed, a recent study by Ali et al. showed that senolytics failed to rescue chemotherapy-induced bone loss^54^. Interestingly, in this study, the authors failed to detect senescent cells after four weeks of treatment, which is consistent with our previous findings^6^. These findings emphasize that early intervention is likely essential for the efficacy of senescence-targeted therapies in preserving bone mass following chemotherapy.

### Limitations of our study

Our data clearly demonstrate that chemotherapy induces p16^+^ senescence specifically in bone resident CAR cells and BMAds. What remains unclear is why senescence is restricted to these cells. Regardless, our data show that senCARs and senBMAd express RANKL that drives bone loss. However, it is unclear if these two cell types contribute equally to bone loss or if one cell type is dominant. Regardless, our findings uncover the mechanism by which chemotherapy drives bone loss and provide two possible therapeutic approaches.

## Methods

### Animals and treatment

All animal experiments were performed in compliance with Washington University in St. Louis’s Animals Studies Committee. All animal procedures were approved by Washington University’s Institutional Animal Care and Use Committees (IACUC). Mice were maintained on a 12-hour light/12-hour dark cycle, with ambient temperature between 20–22.2 °C and relative humidity of 30–70%. Mice were maintained on a regular chow diet (PicoLab Rodent Diet 20, Cat. No. 5053) formulated with 20% protein. C57BL/6 J (JAX, #000664) and albino C57BL/6 J mice (JAX, #000058) mice were purchased from the Jackson Laboratory. The INK-ATTAC and p16-Cre^ERT2^/tdTomato mouse models were generated by Darren Baker’s group^10^ and Makoto Nakanishi’s group^19^, respectively. ADQ-Cre/DTR and ADQ-Cre/QR mice were generated by crossing C57BI/6 ADQ-Cre transgenic mice with DTR^f/f^ and INK-ATTAC^f/f^ (INK-QR) mice, respectively. AdipoCre^ERT2^/Rankl and AdipoCre^ERT2^/MK2 mice were generated to delete the gene of interest conditionally by crossing C57BI/6 ADQ-Cre^ERT2^ transgenic mice with Rankl^f/f^ and MK2^f/f^ mice, respectively. Mice harboring the AdipoCre^ERT2^ transgene were fed tamoxifen to induce Cre recombinase activity. In this study, both female and male animals were included in the experiments unless otherwise specified. For tumor studies, a metastatic tumor model was established using PyMT-BO-1 (GFP/Luc) cells in albino mice. Briefly, 50 μl of a single-cell suspension containing 50,000 PyMT-BO-1 (GFP/Luc) cells was injected directly into the left cardiac ventricle (intracardiac injection) under anesthesia. On day 2 post-injection, metastatic lesion formation was evaluated and confirmed by in vivo bioluminescence imaging (BLI). Mice were then randomized into different treatment groups. Paclitaxel (PTX, 50 mg/kg) was administered intravenously (I.V.) on days 4 and 5, followed by a combination of dasatinib and quercetin (D + Q) administered every other day for a total of four doses. On day 13, both in vivo and ex vivo BLI were performed to assess metastatic tumor burden, and mice were subsequently sacrificed for tissue collection and further analyses. Experimental endpoints were determined by clinical signs associated with metastatic burden, including weight loss exceeding 20% of body weight. All mice were maintained in groups of three to five animals per cage with water and food *ad libitum*. Mice were euthanized using CO_2_. The intact femurs and tibias were removed for further analysis. Doxorubicin (LC Laboratories) was prepared in water and administered in a single dose at 5mg/kg via intraperitoneal (i.p.) injection, and paclitaxel (TOCRIS, a Biotechne brand) was administered in two doses at 50mg/kg via tail vein (IV). AP20187 (Batch No.: A113-20, Chemvada Life Sciences, San Diego, CA) and prepared with 100% ethanol: polyethylene glycol 400: 2% Tween-20 in molecular water at 4:10:86. AP20187 was administered for a week at 10mg/kg thrice through i.p. injections. Mice used in this study were genotyped by TransnetYX (an automated genotyping company, USA). Mouse details including strain, source/catalog number and injected compounds are provided in Supplementary Table 1.

### Bone marrow transplantation

Bone marrow transplantation was performed according to previously described protocols^5^. Recipient C57BL/6 CD45.1 mice received two doses of 400 cGy 4 hours apart, followed by transplant of bone marrow by retro-orbital injection (i.v.). Irradiation was carried out using an X-ray irradiator (XRAD 320). Donor bone marrow was prepared from INK-ATTAC CD45.2 mice as follows: donor mice were sacrificed by CO_2_ inhalation, both femurs, tibias and ilia were extracted in a sterile setting and flushed using pulsed centrifugation to collect marrow. Bone marrow was reconstituted in cold sterile serum-free 1X HBSS and injected retro-orbital at a concentration of 5 million cells per 200 μl per mouse. Mice were monitored over 2 weeks for signs of radiation sickness. 6-week post irradiation, mice were given paclitaxel and sacrificed 9 days later.

### Vertebral body transplant (vossicle) implantation

Vertebral bodies were harvested from 4-day-old INK-ATTAC pups. Soft tissues were stripped, and the vertebrae were sectioned into single vertebral bodies (Lumbar 4 and 5) with a scalpel blade. Female 11-week-old C57BL/6 J mice used as transplant recipients were anesthetized with isoflurane inhalation. Two 1-cm subcutaneous incisions and pouches were made at both sides of the flank region of each mouse. L4 and L5 were washed with PBS and implanted in the right and left pouches of each mouse, respectively. The surgical sites were closed using a surgical stapler.

### μCT scanning and assessment of the femur

Femurs were harvested from euthanized mice and after stripping the skin, the femurs were fixed with 10% neutral buffered formalin (NBF) overnight at 4 °C with gentle rotation. The bones were washed in phosphate buffered saline (PBS) and stored in 70% ethanol to be used for μCT. For μCT analysis, bones were suspended in 2% agarose and scanned using microcomputed tomography (μCT 50, Scanco Medical)) at 70kVp, 114μA, and 20μm resolution. For the trabecular compartment, contours were traced on the inside of the cortical shell using 2D images of the femoral metaphysis. The end of the growth plate region was used as a landmark to establish a consistent location for starting analysis, and the next 100 slices were analyzed. The following trabecular parameters are reported for all μCT experiments: bone volume over total volume (BV/TV)), bone mineral density (BMD), trabecular number (Tb.N), trabecular thickness (Tb.Th), and trabecular separation (Tb.Sp). For the cortical compartment, contours were traced on the outside of the cortical shell using 2D images of the femoral mid-diaphysis and 50 slices were analyzed. 3D reconstructions right below the growth plate of the femur were generated using Scanco μCT 50 Ray Tracer software.

### Bone histomorphology and tartrate-resistant acidic phosphatase (TRAP) staining

At sacrifice, mice femurs were isolated and fixed in 10% NBF for overnight. Bones were decalcified in 14% EDTA (Sigma, E5134), pH 7.2 for 14 days and embedded in paraffin. 5 μm sections of proximal metaphysis were prepared using a microtome (Leica, RM2235). Standard H&E and TRAP staining techniques were used for all bone sections. Images were collected using the Zeiss Axio Scan Z1 Brightfield slide scanner. To quantify the TRAP-positive cells and determine how much of their surface area covered the bone, we used the BioQuant software to quantify osteoclasts per bone surface (Oc.S/BS and N.Oc/BS). We carried out these measurements by defining a region of interest with the stamp tool window. We then chose a diagonal line type and set the distance to the growth plate and measured the N.Oc/BS and Oc.S/BS.

### Double bone labeling

Mice were administered calcein (10mg/kg, Sigma #C0875) and alizarin red (30mg/kg, Sigma #A3882) via i.p. injection 9 and 2 days prior to sacrifice, respectively. Femurs were fixed with 70% ethanol overnight at 4 °C with gentle rotation, then embedded in methylmethacrylate (MMA) for sectioning. Sections were left unstained and images were collected using the Zeiss Axio Scan Z1 fluorescence slide scanner, WUCCI. Histomorphometric analysis was performed using BioQuant software to quantify bone formation rate per bone surface (BFR/BS).

### Single-cell RNA-sequencing

12-week-old mice were treated with Veh- or Doxo (10 mg/kg) and sacrificed at 96 hours. Bones (femurs and tibias) were harvested from euthanized mice and placed in cold DMEM/F12 (Gibco). Muscle and connective tissues were removed. Bones were gently ground and then cut into small fragments. Fragments were transferred and digested with fresh 2 mg/ml collagenase (Sigma, C0130) in DMEM/F12 on a rotating water bath at 37 °C for 30 min. Following the first digestion, the released cell suspension was filtered through a 70-μm nylon mesh into a collection tube and placed on ice. A second digestion of the remaining fragments was performed and the cell suspension was filtered into the same collection tube. Reactions were quenched with FACS buffer (PBS plus 0.5% BSA) with 2 mM EDTA. Following FACS buffer wash and RBC lysis, dissociated cells were labeled with anti-CD45 magnet microbeads (Miltenyi Biotech) and enriched into a CD45^+^ fraction and CD45^-^ fraction by MACS (magnetic-activated cell sorting, Miltenyi Biotech). Cells were stained with fluorochrome antibodies for 20 min on ice for cell sorting. We used CD45 (BioLegend, 103126), CD71 and Ter119 to deplete CD45^+^ CD71^+^, Ter119^+^ populations using a BD FACS Aria III Cell Sorter. After sorting, cells were delivered for library construction using 10X Genomics Chromium 3′ GEM Single-Cell Library v3 kit (10X Genomics). Sequencing was performed according to a standard pipeline at The Genome Technology Access Center at Washington University, St. Louis. The Cell Ranger Software Suite from 10X Genomics was used for sample demultiplexing, barcode processing, and single-cell counting. The Cell Ranger count was used to align samples to the reference genome GRCm38 (mm10). For data analysis, the filtered feature barcode matrices were imported into R studio and analyzed using Seurat^55^.

Each Seurat object was filtered to exclude genes expressed by less than 3 cells, cells expressing less than 200 genes or more than 10,000 genes, cells with more than 10% mitochondrial RNA content and cells with less than 100 counts or more than 100,000 counts. 

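All 2488 Veh and 2488 Doxo cells in the deposited tables passed these filters. The number of UMIs per cell ran from 1508 to 64937 in Veh and from 1506 to 44697 in Doxo, the number of genes from 555 to 6986 and from 570 to 6420. The highest share of mitochondrial UMIs in a cell was 9.93% in each library, with medians of 2.52% in Veh and 3.28% in Doxo. With at least 1000 genes and at most 5% mitochondrial UMIs asked of each cell, 15.5% of the Veh and 15.3% of the Doxo bone cells were CAR-like.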

Log-based normalization, identification of variable features and scaling was performed using the corresponding Seurat functions (NormalizeData, FindVariableFeatures and ScaleData). Next, principal component analysis (PCA) and imputation using adaptively threshold low-rank approximation (ALRA)^56^ was performed on the object. UMAP dimensional reduction was performed using the first 35 dimensions. We then used the FindNeighbors and FindClusters functions to cluster cells at a resolution of 0.1. Canonical markers were used to identify immune (*Ptprc*^*+*^) and endothelial clusters *(Epcam*^*+*^*, Cdh5*^*+*^). 

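In the deposited tables, 19 Veh cells (0.764%) and 14 Doxo cells (0.563%) had a Ptprc UMI, and no cluster had Ptprc as a marker. The endothelial-like cluster, with Cdh5, Pecam1, Emcn, Kdr and Egfl7 as markers, held 103 Veh cells and 69 Doxo cells.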

Bone cells that were not immune or endothelial cells were re-clustered and canonical markers were used to identify the different bone cells. 

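Reclustering with the same 35 dimensions was run at a resolution of 0.1, since the methods give none for this step. A resolution of 0.2 gave 8 clusters and a resolution of 0.4 gave 11, and 20 dimensions in place of 35 gave 6, of which 1, with 14 cells like megakaryocytes or platelets, was removed and left 5.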

Due to the small size of the pericyte cluster, it was excluded from the final object named “Bone cells”. 

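None of the clusters of deposited cells met the rule for pericytes or smooth muscle cells, which asked that at least 3 markers, among Rgs5, Acta2, Myh11, Notch3, Mcam and Tagln, be found in 10% of a cluster's cells and be at least 2 times as high as in the other cells. None was therefore removed.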

The final object was then carefully inspected for markers of senescence. DGE analyses between clusters were performed using MAST analysis^57^ and the obtained gene list was pre-ranked for gene set enrichment analysis (GSEA) based on p-values and log_2_fold change. All visualizations of gene expression were performed using either the RNA or the ALRA assay of the data set and are indicated accordingly in the figure legends.

For the analysis of the publicly available human bone scRNA-seq dataset (GEO: GSE230295) from acute lymphoblastic leukemia patients^18^, we utilized N = 4 patient samples, with peripheral blood samples excluded. As formatted in the original dataset, samples collected at diagnosis (day 0) and post-treatment (day 15) were pooled for each patient prior to analysis. A merged object comprising all four patient samples was generated, and CD45⁺ hematopoietic cells were excluded by sub-setting cells with detectable *Ptprc* expression. The remaining CD45⁻ stromal populations were normalized and reclustered using 10 principal components and a resolution of 0.2. All downstream analyses and plots were performed using this CD45⁻ object.

### Reverse transcription qPCR

To quantify gene expression, the marrow cavity was flushed out by centrifugation at high speed for 10 s at 4 °C. Bones devoid of marrow were lysed and homogenized in TRIzol (Invitrogen). RINO BulletBlender Navy Bead Lysis tubes and Bullet Blender® Homogenizer were used for crushing the bone thrice at 4 °C with high speed for 5 min. Once the bones were completely crushed, the tubes were centrifuged at 9000 x g for 10 min at 4 °C. The supernatant was transferred to a new tube for RNA extraction. Total RNA was extracted using the RiboPure™ RNA Purification Kit (AM1924, Invitrogen). cDNA was prepared from RNA (1 μg) using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) followed by preamplification. RT-qPCR was performed using the Taqman PrimeTime ® Gene Expression Master Mix kit and gene-specific primers and probes. All reactions were performed in duplicate. mRNA was normalized to the mean of two housekeeping genes (either cyclophilin with actin or TBP with tubulin). All primer sequences used in this study are listed in Supplementary Table 1.

### Senescence associated β-galactosidase staining

SA-β-gal staining in femurs of mice was performed on frozen sections that were fixed in 10% NBF overnight at 4 °C with gentle rotation. Next day, following PBS wash, decalcified in 14% EDTA (pH 7.2) for 3 days at 4 °C with gentle rotation. Then, placed in a solution of 30% sucrose overnight. Next day embedded in OCT compound (Fisher Health Care, 4585) and sectioned 10 μm using cryotome (Leica, CM1950). Slides were washed in PBS for 2 min and then submerged in X-gal solution (1 mg/ml 5-bromo-4-chloro-3-indolyl β-D-galactopyranoside, 150 mM NaCl, 2 mM MgCl2, 5 mM K3Fe(CN)6, 5 mM K4Fe(CN)6, 40 mM NaPi pH 6.0, in H_2_O). The X-gal solution was passed through a 0.22 μm filter prior to use in order to remove particulate. Slides were kept at 37 °C in the dark until the stain developed (∼6 h). After staining, slides were washed in PBS, and then the nuclei were counterstained using Nuclear Fast Red (Sigma). Slides were scanned by Zeiss slide scanner and SA-β-gal positive area was analyzed by HALO software.

### Isolation of osteocyte-enriched cells

Briefly, mouse femurs and tibias were harvested and stripped of soft tissues followed by crushing. Subsequently, digested with fresh 2 mg/ml collagenase twice at 37 °C for 30 min. The remaining cell fraction represents a highly enriched population of osteocytes^8^, which was used for gene expression analysis.

### Immunofluorescence staining (frozen sections)

Harvested bones were fixed in 10% NBF overnight and decalcified in 10% EDTA for 3 days at 4 °C followed by dehydration with 30% sucrose. Bones were embedded in OCT compound and femurs were cut longitudinal at 10 μm using a cryotome. Sections were washed, permeabilized for 10 min in 0.2% Triton-X in PBS and blocked for 1 h at room temperature using 0.5% BSA (Sigma, D9663) with Fc blocker (1:200) prior to incubation for overnight at 4 °C with rabbit anti–p16 antibody (1:100, Cat. No. PA1-46220, Invitrogen) and mouse anti-PPARγ (1:300, Cat. No. 66936-1, Proteintech). The specificity of the p16 antibody was evaluated prior to use in p16-knock out mice femur (Fig. S2I). Next day, sections were washed with TNT buffer (0.1 M Tris–HCL pH 7.4, 0.15 M sodium chloride, 0.1% Tween-20) followed by incubation with secondary goat anti–rabbit Alexa Fluor 568 antibody (1:400, Cat. No. A-11011, Invitrogen) and goat anti–mouse Alexa Fluor 488 antibody (1:500, Cat. No. A-11001, Invitrogen). All sections were stained and mounted using SlowFade Gold antifade reagent with DAPI (Invitrogen S36939) according to the manufacturer's instructions. Mouse on mouse blocking was performed when anti-mouse antibody was used according to manufacturer instruction (Vector Lab. PK-2200). All fluorescent images were captured and scanned using a Nikon Eclipse 90i microscope or Zeiss Axio scan Z1 fluorescence slide scanner. Osteocalcin⁺ (OCN⁺) osteoblasts were analyzed using HALO software, with specific attention given to accurately quantifying bone surface-associated OCN⁺ cells. To ensure the precision of our analysis, OCN⁺ signals located within the marrow cavity were carefully excluded. However, OCN⁺ signals in close proximity to the bone surface were included. Importantly, the same criteria and analysis parameters were uniformly applied across all treated and untreated groups to ensure consistency and comparability. Antibodies details including catalog number and identifiers are listed in Supplementary Table 1.

### Isolation of bone marrow adipocytes

Mature adipocytes (BMAds) were isolated directly from the bone marrow of mice according to previously described protocols^21,22^. Briefly, femurs were collected from mice, and the two ends of the bones were snipped. The bones were placed in a small microcentrifuge tube (0.5 ml) that was cut open at the bottom. The small tube with the bones was then placed into a bigger microcentrifuge tube (1.5 ml). Fresh bone marrow was spun out by quick centrifuge and resuspended in PBS. After centrifugation (900 x *g*, 5 min, RT), floating adipocytes were collected from the top layer and washed with PBS for 3 times.

### In Vitro differentiation of bone marrow cells

BMSCs were isolated from the femurs and tibias of 12-week-old wild-type mice treated with Veh or Doxo. After 9 days of treatment, the femurs and tibias were harvested and the proximal ends of the bones were cut followed by isolation of BM with the aid of a syringe. To check the differentiation potential of BMSC, we cultured isolated BMSCs directly in osteogenic or adipogenic induction media. For osteogenic induction, BMSCs were cultured in 12-well plates at a density of 1×10^4^ cells/well. The medium was changed every 3 days. After culture for 14 days, the medium was removed, and cells were washed twice with PBS, then alkaline phosphatase (ALP) staining was performed where alkaline phosphatase substrate BCIP/NBT (5-bromo-4-chloro-3-indolyl phosphate/nitro blue tetrazolium) (SigmaFast, B5655) was added and incubated for 30 min at room temperature (RT). For alizarin red staining, after culture for 21 days, the medium was removed, and cells were washed twice with PBS, then fixed with 4% paraformaldehyde at RT for 30 min, after which they were rinsed twice with PBS. Finally, cells were stained with alizarin red s dye (Sigma, A5533) for 30 min and then rinsed thrice with distilled water for the removal of unbound stain, after which stained calcium nodules were captured by inverted microscopy. For adipogenic induction, BMSCs were seeded in 12-well plates at a density of 1 × 10^4^ cells/well and at day 14 images were captured. For lipid droplet staining, BMSCs were seeded on coverslip (22 x 50mm) at a density of 1 × 10^4^ cells and at day 14, cells were washed twice with PBS and fixed with 4% paraformaldehyde at RT for 30 min. They were then washed twice with PBS and stained with 1 µg/ml of lipophilic fluorochrome BODIPY 493/503 (Invitrogen, D3922) for 15 min at RT. They were then washed thrice with PBS, mounted using SlowFade Gold antifade reagent with DAPI and stained lipid droplets were scanned using the Zeiss Axio Scan Z1 fluorescence slide scanner, WUCCI.

### Oil Red O Staining

Frozen sections were allowed to air dry at room temperature for 1 h and washed with water for 5 min followed by 60% isopropanol wash for 15 sec. Oil red O (Sigma, 00625) prepared according to the supplier was added and incubated for 15 min with gentle shaking in the dark. After incubation, rinsed with 60% isopropanol for 15 sec followed by hematoxylin staining and then, mounted using permanent mounting medium. For SA-β-gal/Oil red O-double staining, frozen sections were first immersed in SA-β-gal solution and incubated for 5–6 h at 37 °C. After that, slides were washed and stained with oil red O staining. Oil red O-stained positive cells or SA-β-gal/oil red O-double positive cells were visualized and captured using an inverted microscope (Nikon Eclipse 50i) equipped with a Nikon DS-Fi3 camera with 20x magnification. SA-β-gal/oil red O-double positive area were analyzed by HALO software.

### Oral feeding of p38i/MK2i compounded chow

The p38MAPK small-molecule inhibitors CDD111 (p38i) and CDD2231 (MK2i) (Aclaris Therapeutics, Inc.) were compounded at 1000 PPM. Both were compounded into Research Diets Inc., catalog number 5001. Female C57BL/6 mice were fed ad libitum. Mice were randomized onto inhibitor-containing or regular chow on the same day as their first doxorubicin dose till 9 days.

### IC injection and BLI

12-week-old female albino C57BL/6 J mice were anesthetized with 5 μl/g body weight of Ketamine/xylazine cocktail (17.7 g/ml of ketamine and 2.65 mg/ml of xylazine). When animals were completely anesthetized, 50 μl of PyMT-BO-1 (GFP/Luc) cells (50,000 cells) were injected directly into the left cardiac ventricle (IC injection). The PyMT-BO-1 cell line was gifted by Kathy Weilbaecher. Prior to use, we verified the PyMT-BO-1 cells using STR profiling (ATCC) and mycoplasma testing. Bioluminescence imaging (BLI) was carried out as previously described^58^. Ex-vivo imaging was performed on an IVIS100 or IVIS Lumina (PerkinElmer; Living Image 3.2, 1–60 sec exposures, binning 4, 8, or 16, FOV 15 cm, f/stop 1, open filter). Mice were injected with D-luciferin (150 mg/kg in PBS; Gold Biotechnology) via i.p. After being sacrificed, both hind limbs were harvested and imaged for 10 seconds. For analysis, total photon flux (photons/sec) was measured from a fixed region of interest (ROI) over the whole bones using Living Image 2.6 software.

### Statistics

All statistical analyses were carried out using Prism (latest version 10.4.0). Data are expressed as mean ± SEM. Between two group comparisons, unpaired two-tailed Student *t*-tests were used. For multiple comparisons, one-way ANOVA with Tukey test was used. A p-value of less than 0.05 was considered statistically significant. Quantitative assessments of μCT-based analyses were performed by an individual who was blinded to the sample identity.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Source data are provided with this paper. The scRNA-seq datasets analyzed in this study are available through the NCBI Gene Expression Omnibus (GEO) under the accession codes GSE289491 (samples derived from mice) and GSE230295 (samples derived from acute lymphoblastic leukemia patients)^18^. Raw data including micrographs can be found on Zenodo^59^. Source data are provided with this paper.

# Supplementary material for: Chemotherapy-induced adipo-lineage cell senescence drives bone loss
**Source:** Nat Commun. 2025 Dec 30;17:1042. doi: 10.1038/s41467-025-67793-3
**Supplement:** Supplementary file 1 — Supplementary Information

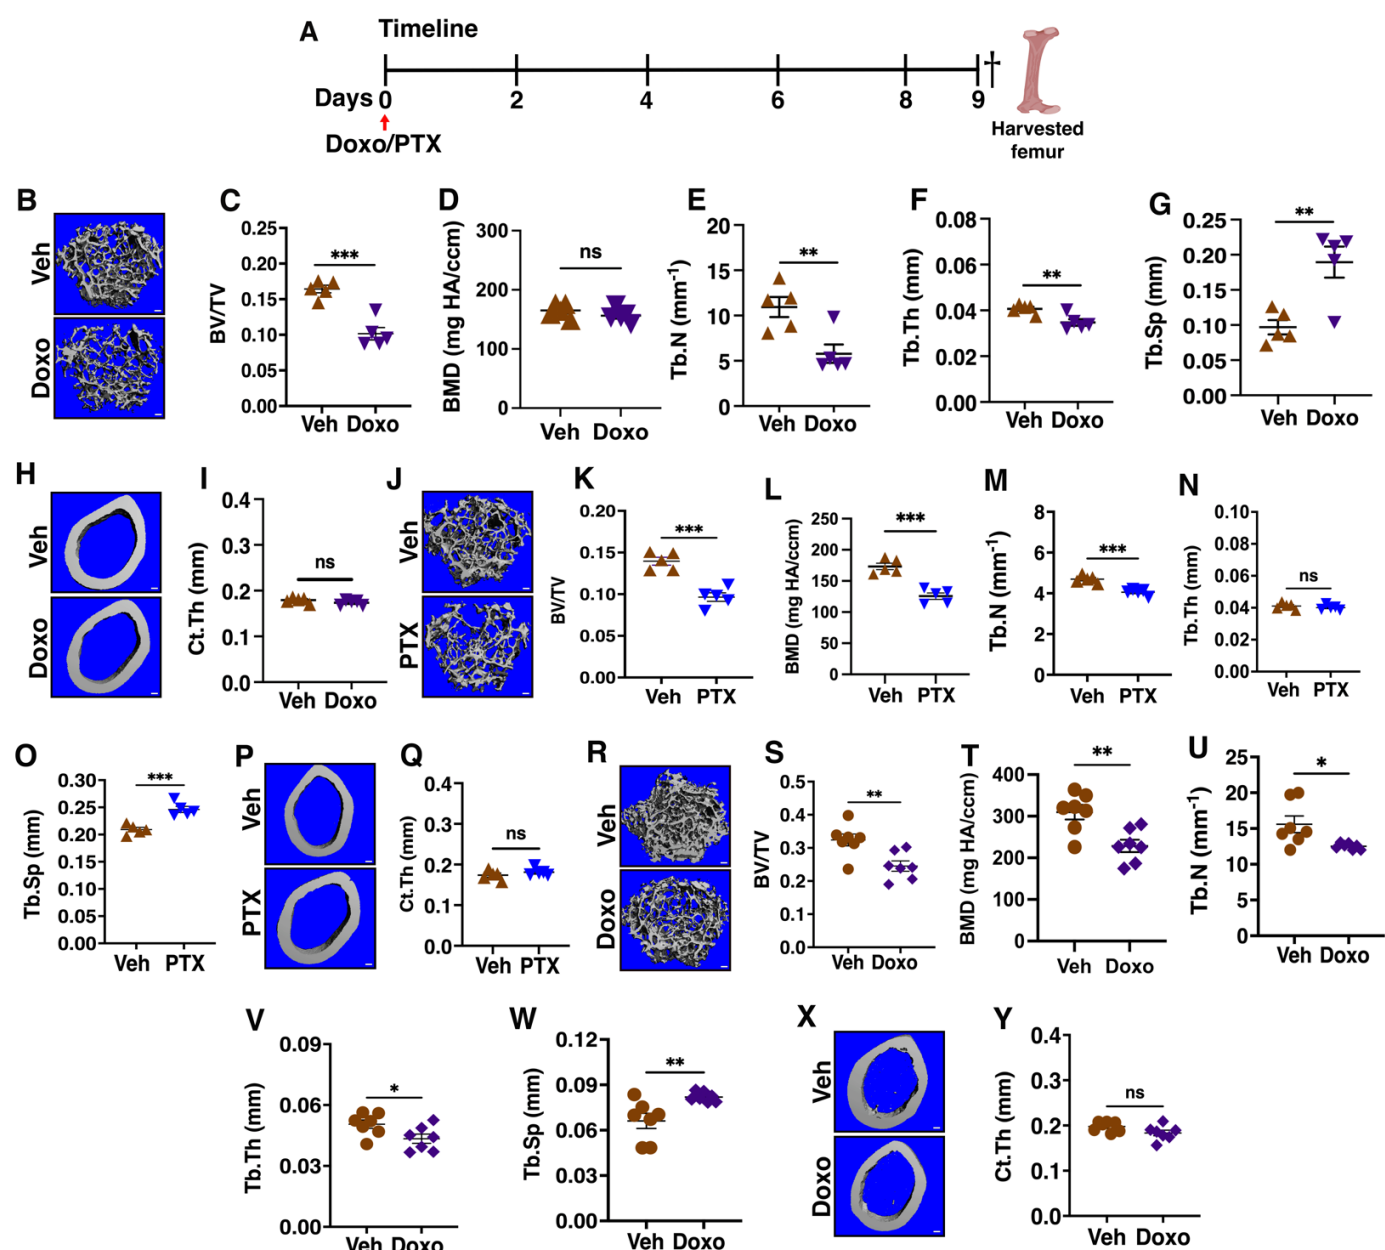

**Fig. S1. Chemotherapy induces senescence and impacts bone homeostasis.**

**(A)** Schematic showing experimental timeline for dosing regimen for doxorubicin (Doxo) or paclitaxel (PTX) in 12-week-old C57BL/6 wildtype mice. Dagger indicates time of sacrifice and bone harvest. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(B-Q)** Representative  $\mu$ CT images of femurs and quantitative analyses of trabecular bone volume over total volume (BV/TV), bone mineral density (BMD), trabecular number (Tb. N), trabecular thickness (Tb. Th), trabecular spacing (Tb. Sp) and representative  $\mu$ CT images of cortical bone and quantitative analyses of cortical thickness (Ct. Th.) in 12-week-old female mice treated with Doxo (**B-I**) or PTX (**J-Q**). Scale bars:100 $\mu$ m. n = 5 mice/group.

**(R-Y)** Representative  $\mu$ CT images of femurs and quantitative analyses of trabecular bone volume over total volume (BV/TV), bone mineral density (BMD), trabecular number (Tb. N), trabecular thickness (Tb. Th), and trabecular separation (Tb.Sp) and representative  $\mu$ CT images of cortical bone and quantitative analyses of cortical thickness (Ct. Th.) in 12-week-old male mice treated with Veh or Doxo. Scale bars:100 $\mu$ m. n = 7 mice/group.

Data are represented as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ; as determined by unpaired two-tailed Student's *t*-test.

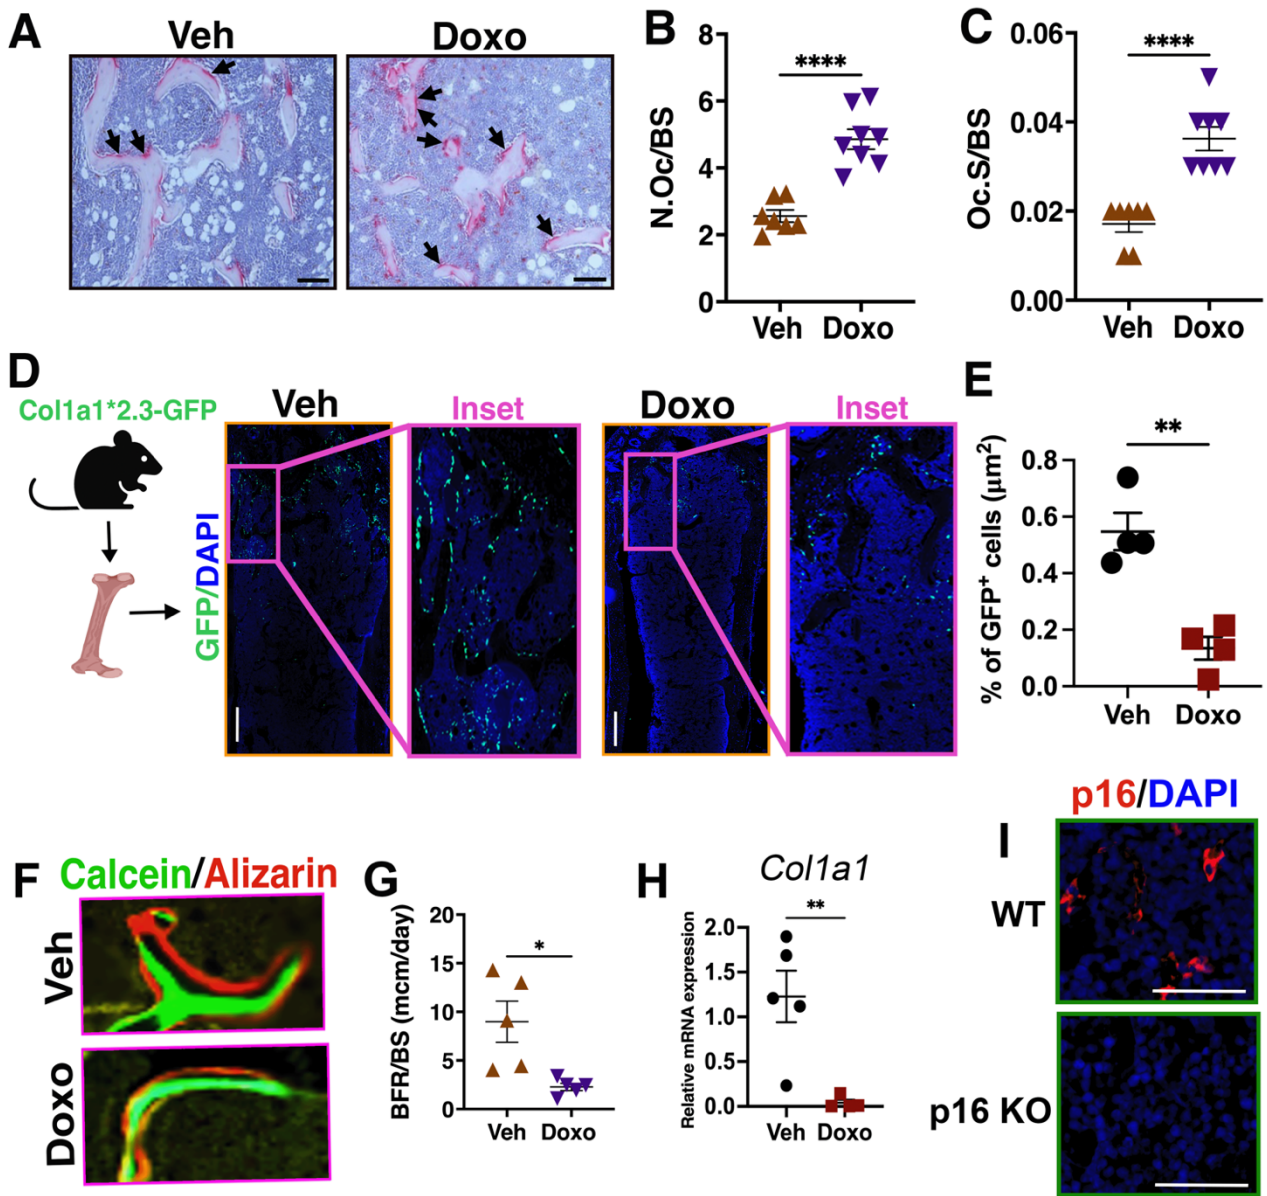

**Fig. S2. Chemotherapy induces senescence and impacts bone homeostasis.**

**(A-C)** Representative images showing TRAP<sup>+</sup> osteoclasts (arrows). Quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). Scale bar: 100µm. n = 7 mice (Veh) and 8 mice (Doxo).

**(D and E)** Representative images from Veh and Doxo treated mice showing Col1a1\*2.3kb-GFP positive (osteoblast) cells and quantification of osteoblast number per bone surface. Scale bars: 500µm. Insets show the magnified view. Dotted line indicates the trabecular bone. n = 4 mice/group. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(F and G)** Representative images of calcein and alizarin red double bone labeling and graph shows bone formation rate per bone surface (BFR/BS) in femurs under indicated conditions. n = 5 mice/group.

**(H)** mRNA expression of *Col1a1* as quantified by RT-qPCR in bone-resident fraction obtained from 12-week-old mice. TBP and tubulin were used as housekeeping genes. n = 5 mice (Veh) and 4 mice (Doxo).

**(I)** Femur sections from wildtype (WT) versus p16 knock-out mice (P16-KO) were stained with p16 primary antibody demonstrates p16 antibody specificity. Scale bar=50µm. n = 3 mice/group.

Data are represented as mean ± SEM. \**P* < 0.05; \*\**P* < 0.01, \*\*\*\**P* < 0.0001, as determined by unpaired two-tailed Student's *t*-test.

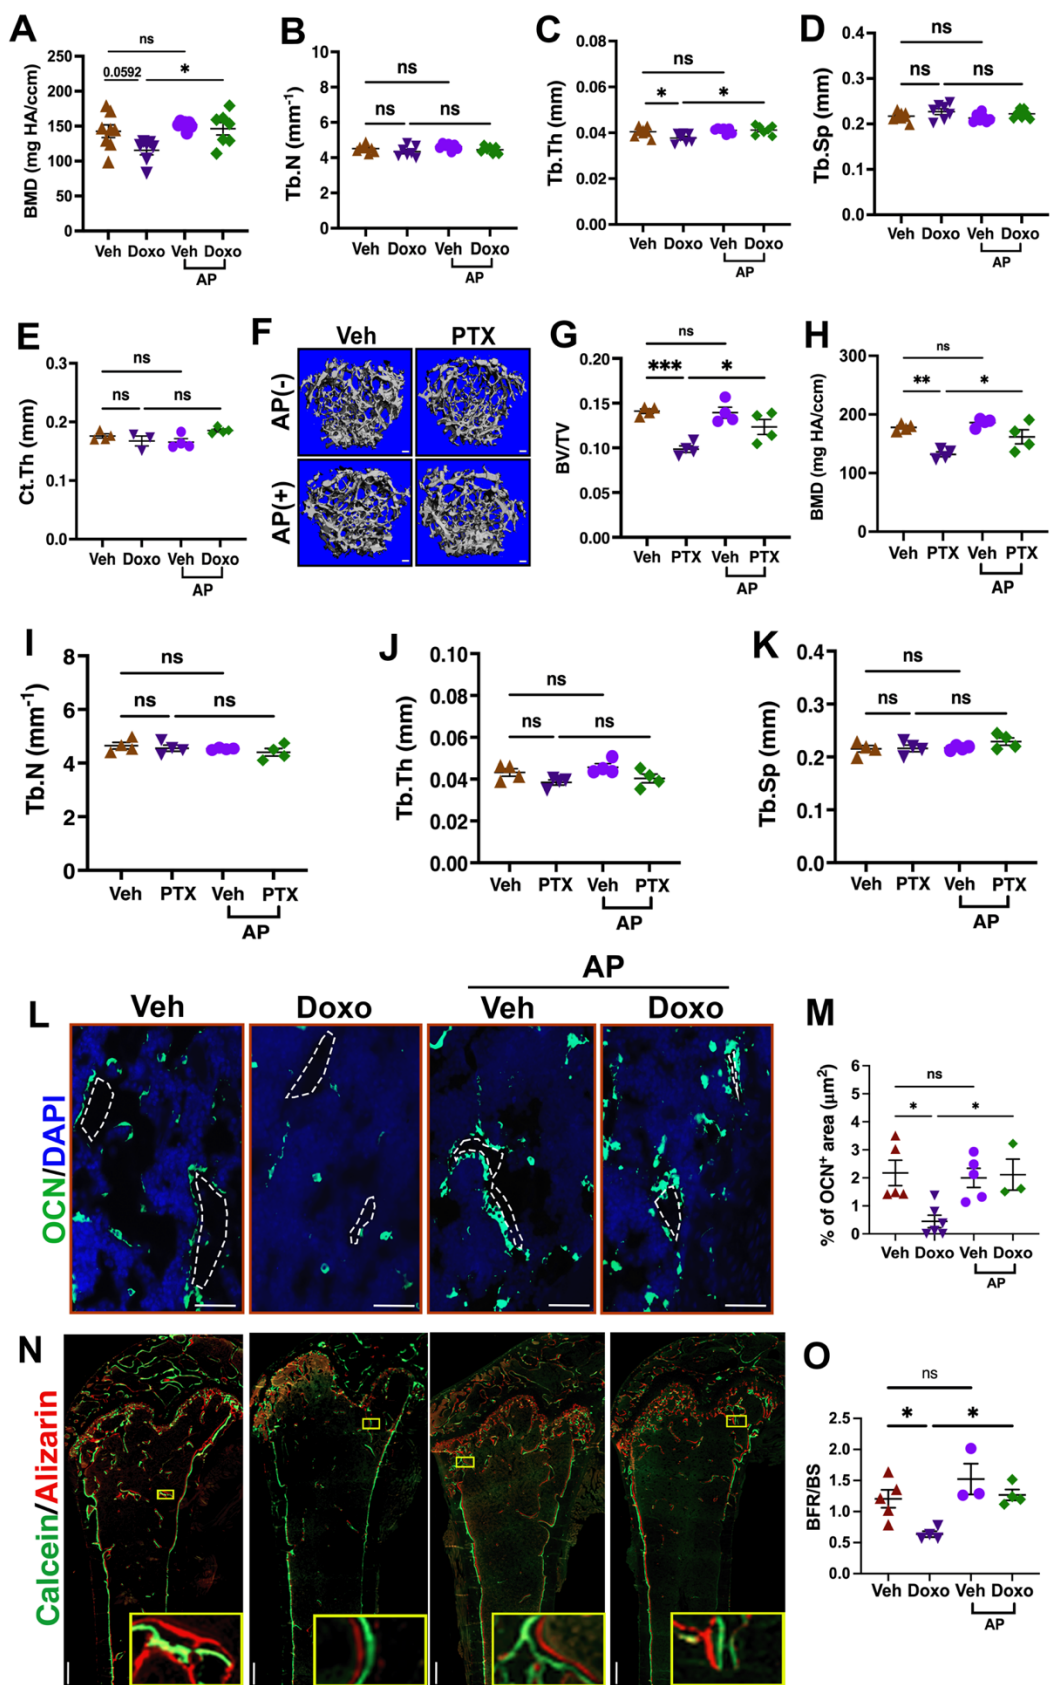

**Fig. S3. Targeting senescent cells rescued chemotherapy-induced bone loss.**

**(A-E)** 12-week-old INK-ATTAC female mice were administered a single dose of Doxo and subjected to bone mass measurements including bone mineral density (BMD), trabecular number (Tb. N), trabecular thickness (Tb. Th), trabecular spacing (Tb. Sp) and cortical thickness (Ct. Th.) with 3D reconstruction images using  $\mu$ CT.

**(F-K)** Representative  $\mu$ CT images of femurs and quantitative analyses of trabecular bone volume to total volume (BV/TV), BMD, trabecular number (Tb. N), trabecular thickness (Tb. Th), and trabecular separation (Tb.Sp) in 12-week-old female INK-ATTAC mice under paclitaxel (PTX) condition. Scale bars: 100 $\mu$ m.

**(L and M)** IF staining of femur sections and quantification of the number of osteocalcin (OCN) positive area. Scale bar: 50 $\mu$ m. n = 5 mice (Veh), 6 (Doxo), 5 mice (Veh+AP), and 3 mice (Doxo+AP).

**(N-O)** Representative images of calcein and alizarin red double bone labeling and graph showing bone formation rate per bone surface (BFR/BS) in femurs. n = 5 mice (Veh), 4 (Doxo), 3 mice (Veh+AP), and 4 mice (Doxo+AP).

Data are represented as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , ns = not significant as determined by unpaired two-tailed Student's *t*-test and one-way ANOVA with Tukey test.

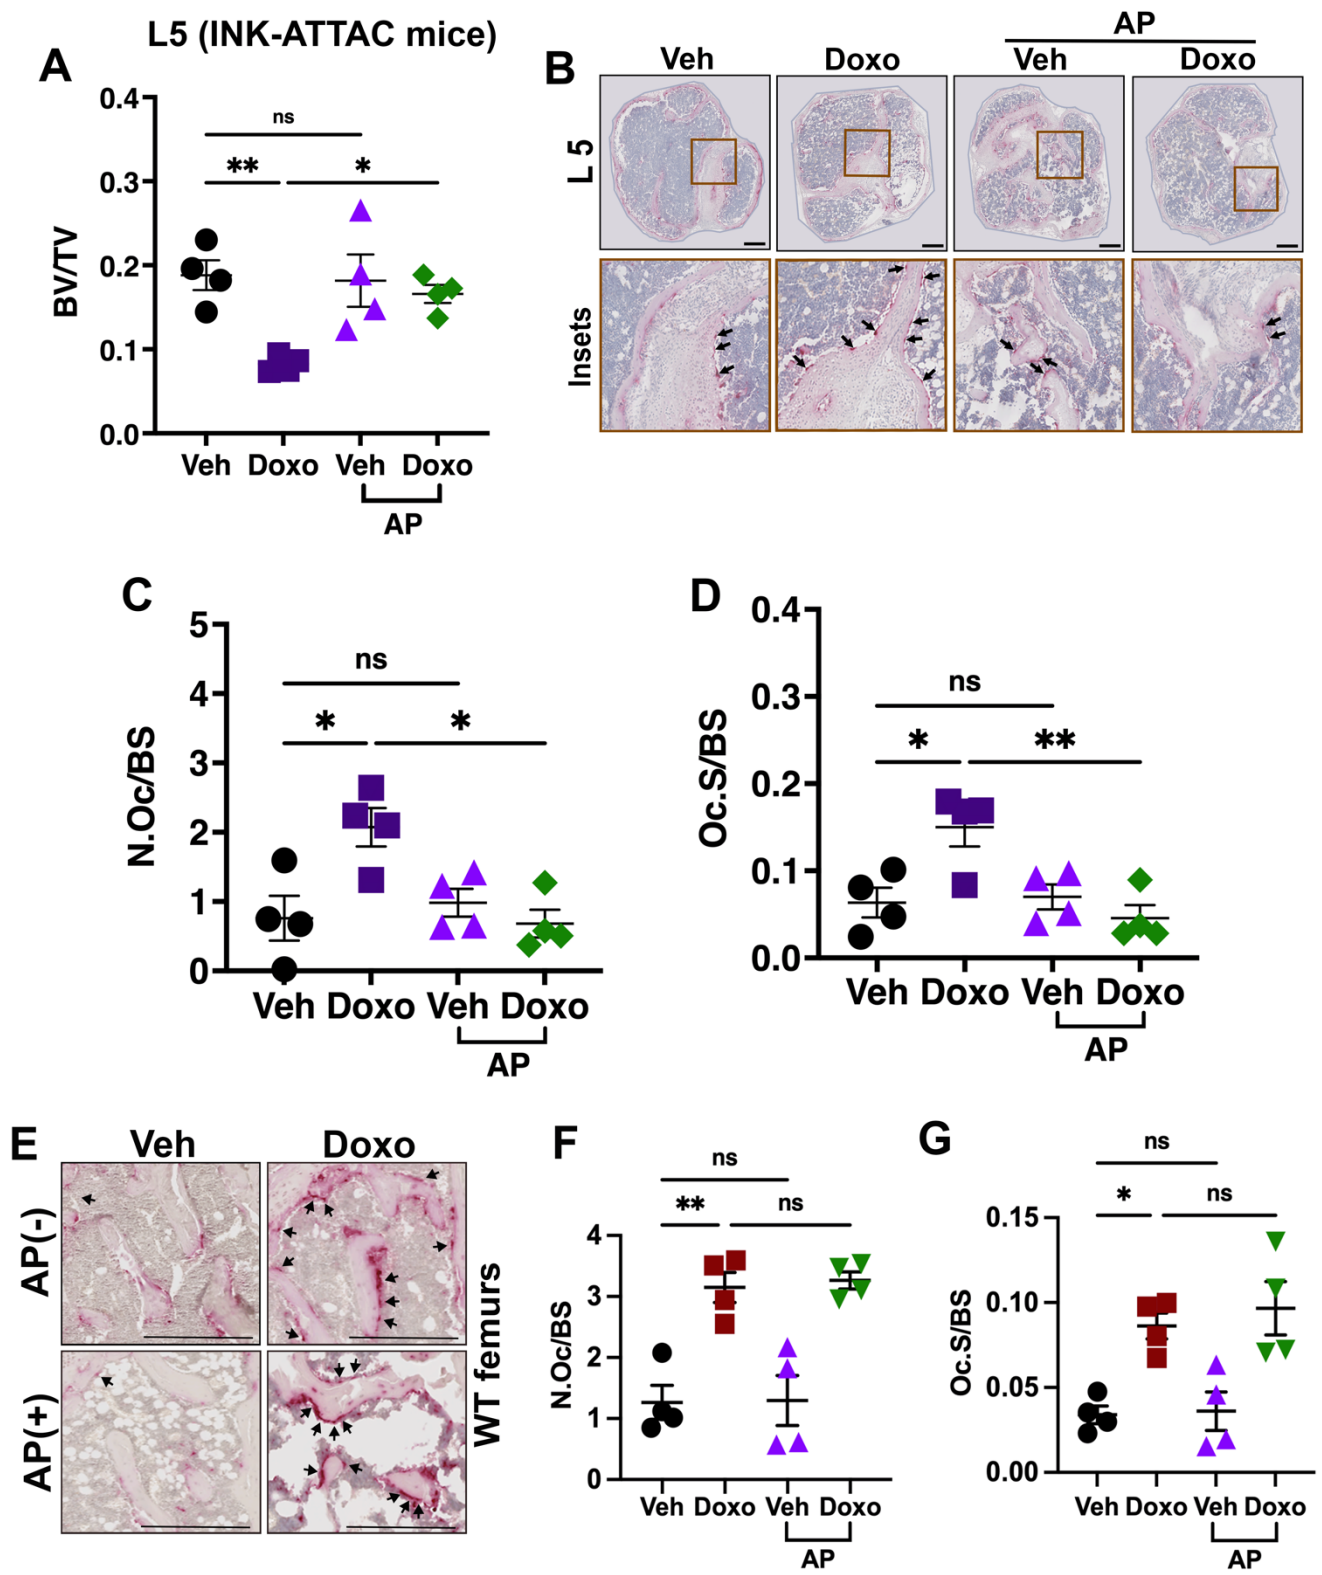

**Fig. S4. Chemotherapy induces senescence in bone resident cells.**

**(A)**  $\mu$ CT quantitative analyses of trabecular bone volume to total volume (BV/TV) for transplanted vertebral bodies (L5). n = 4 mice/group.

**(B-D)** TRAP staining of femur sections for osteoclasts (arrows) and quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS) for vertebral bodies (L5). n = 4 mice/group.

**(E-G)** TRAP staining using vertebral body implant-bearing recipient mice femurs.

Representative images showing TRAP<sup>+</sup> osteoclasts (arrows). Quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). Scale bar: 100 $\mu$ m. n = 4 mice/group.

Data are represented as mean  $\pm$  SEM. \* $P$  < 0.05, \*\* $P$  < 0.01, ns = not significant as determined by unpaired two-tailed Student's  $t$ -test and one-way ANOVA with Tukey test.

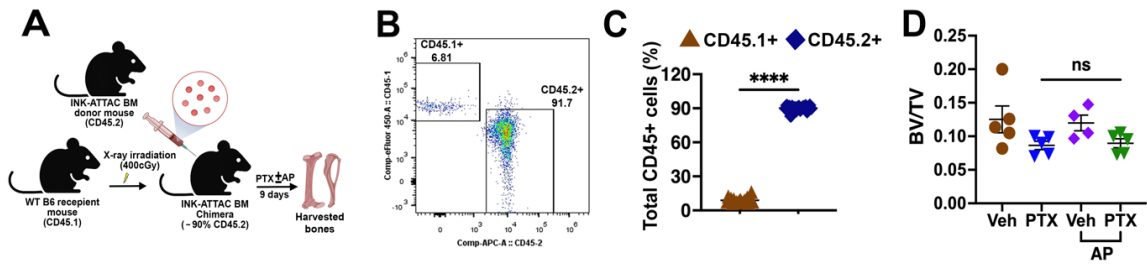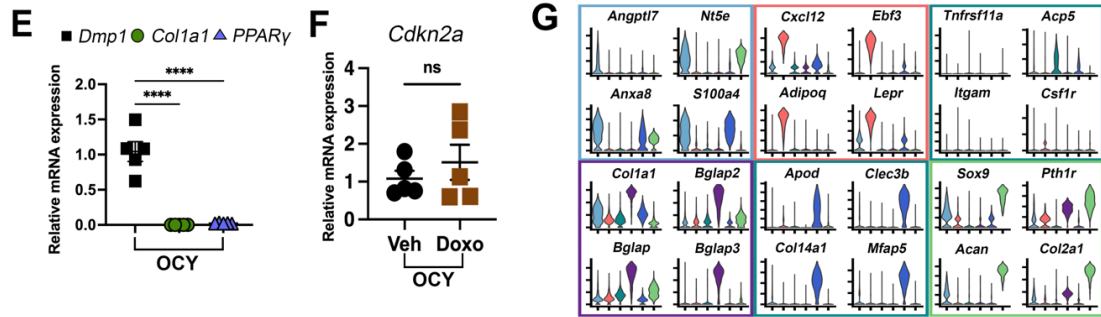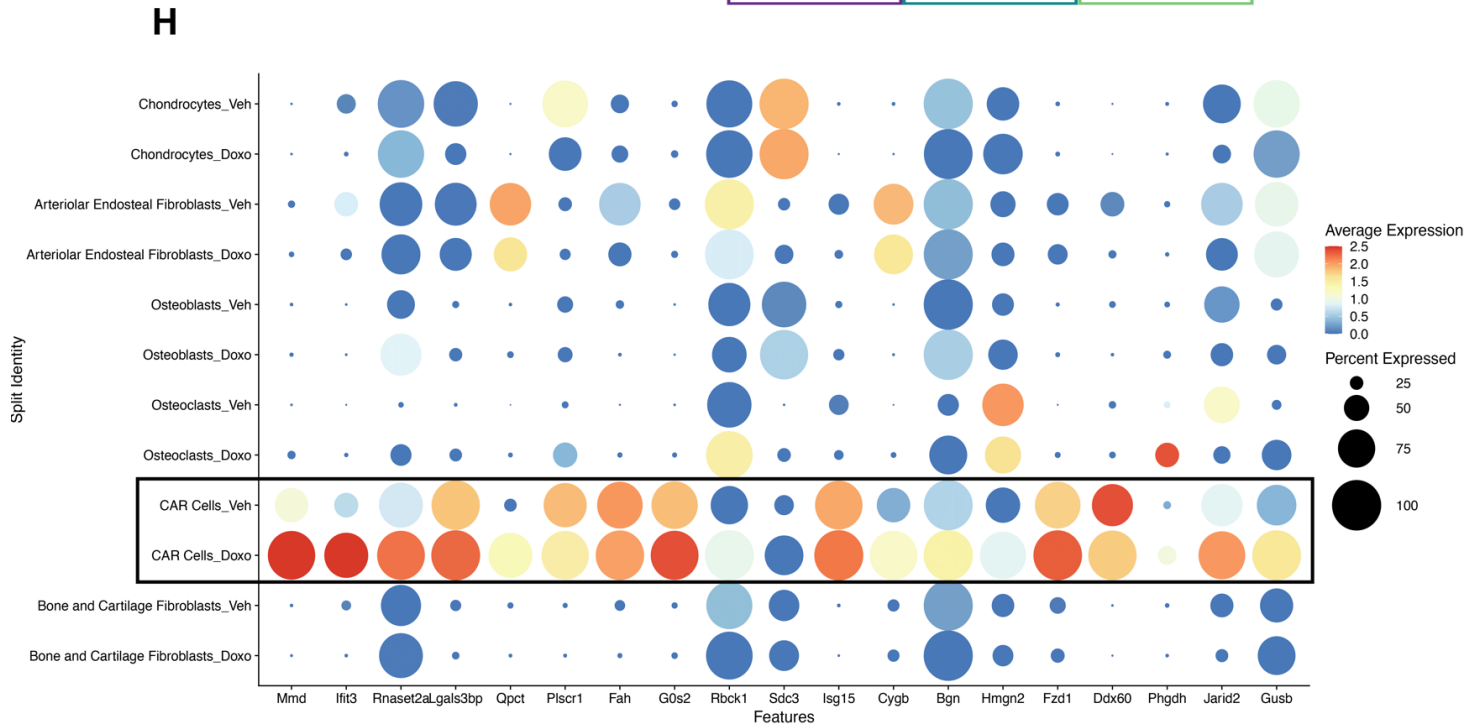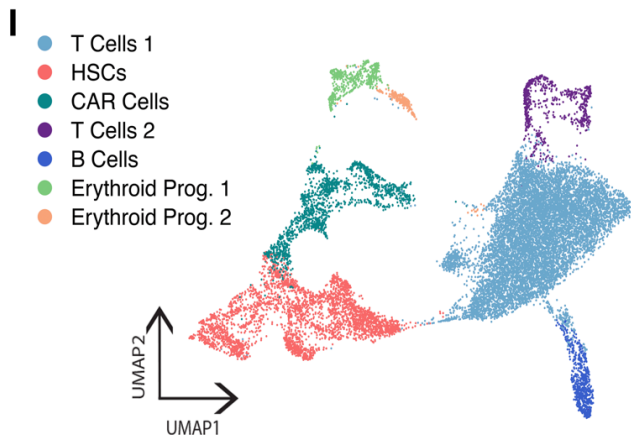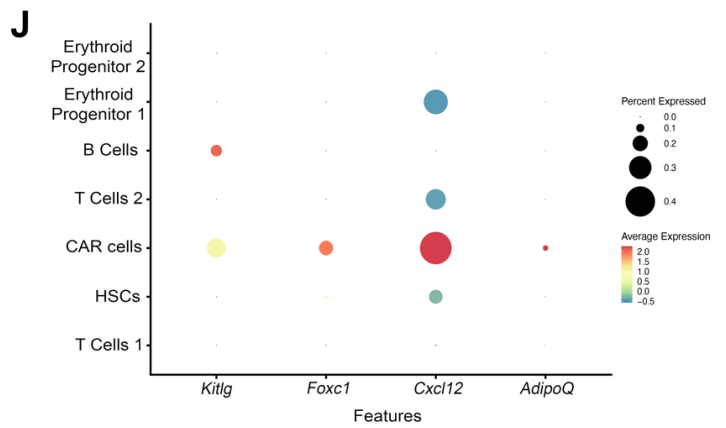

**Fig. S5. Senescent bone resident cells drive chemotherapy-induced bone loss.**

**(A-C)** Schematic illustrates bone marrow transplantation schema to generate mixed chimeras in mice **(A)** and shows the level of chimerism in recipient mice using flow cytometry **(B & C)**.  $n = 10$  mice/group. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(D)**  $\mu$ CT analysis shows trabecular bone volume to total volume (BV/TV) in bone marrow transplanted model with indicated treatments. AP will only activate the suicide gene in  $p16^+$  senescent  $CD45^+$  cells if they exist.  $n = 5$  mice (Veh), 4 mice (PTX), 4 mice (Veh+AP), and 5 mice (PTX+AP).

**(E and F)**. Validation of osteocytes purification **(E)** and *Cdkn2a* gene expression in isolated osteocytes **(F)** by RT-qPCR from 12-weeks-old mice bone. Actin and cyclophilin were used as housekeeping genes.  $n = 5$  mice/group.

**(G)** Violin density plots of cell markers defining cluster identities. 

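In the rebuilt clusters, the CAR-like cluster had 8 of its 8 listed markers higher than the other cells, Cxcl12, Ebf3, Adipoq and Lepr among them. The 8 chondrocyte markers, with Sox9, Pth1r, Acan and Col2a1, were likewise higher in the chondrocyte-like cluster. The cluster of bone and cartilage fibroblast-like cells had 7 of 8, without S100a4, and that of arteriolar and endosteal fibroblast-like cells 7 of 8, with Apod, Clec3b, Col14a1 and Mfap5. Osteoblast-like cells had 6 of 8, with Col1a1, Bglap, Bglap2 and Bglap3. Of the immature osteoclast markers, only Acp5 and Ctsk were higher in the unnamed cluster. These genes define the clusters and are not results of the comparison.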

Default assay was set to ALRA.

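Levels of the 19 displayed genes were set side by side over the 6 rebuilt classes of bone cells and both libraries, as CPM. Doxo CAR-like cells had the highest level for 12 of them, among which Lgals3bp reached 498.9 CPM and G0s2 405.8 CPM. The highest level of Plscr1 was in Veh CAR-like cells, at 50.4 CPM. Qpct and Rbck1 were highest in Doxo and Cygb in Veh arteriolar and endosteal fibroblast-like cells, Hmgn2 in Doxo osteoblast-like cells, Sdc3 in Veh chondrocyte-like cells and Gusb in the unnamed cluster of the Veh library.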

**(H)** Dot plot showing the CHICAS\_RB1\_TARGETS senescence signatures across the clusters. Default assay was set to ALRA.

**(I)** UMAP visualization of single cell transcriptomes displaying seven clusters in combined groups obtained from human bone samples.

**(J)** Dot plots of cell markers defining cluster identities including enriched CAR cell population in human bone samples.

Data are represented as mean  $\pm$  SEM. \*\*\*\* $P < 0.0001$ ; ns = not significant as determined by unpaired two-tailed Student's *t*-tests and one-way ANOVA with Tukey test.

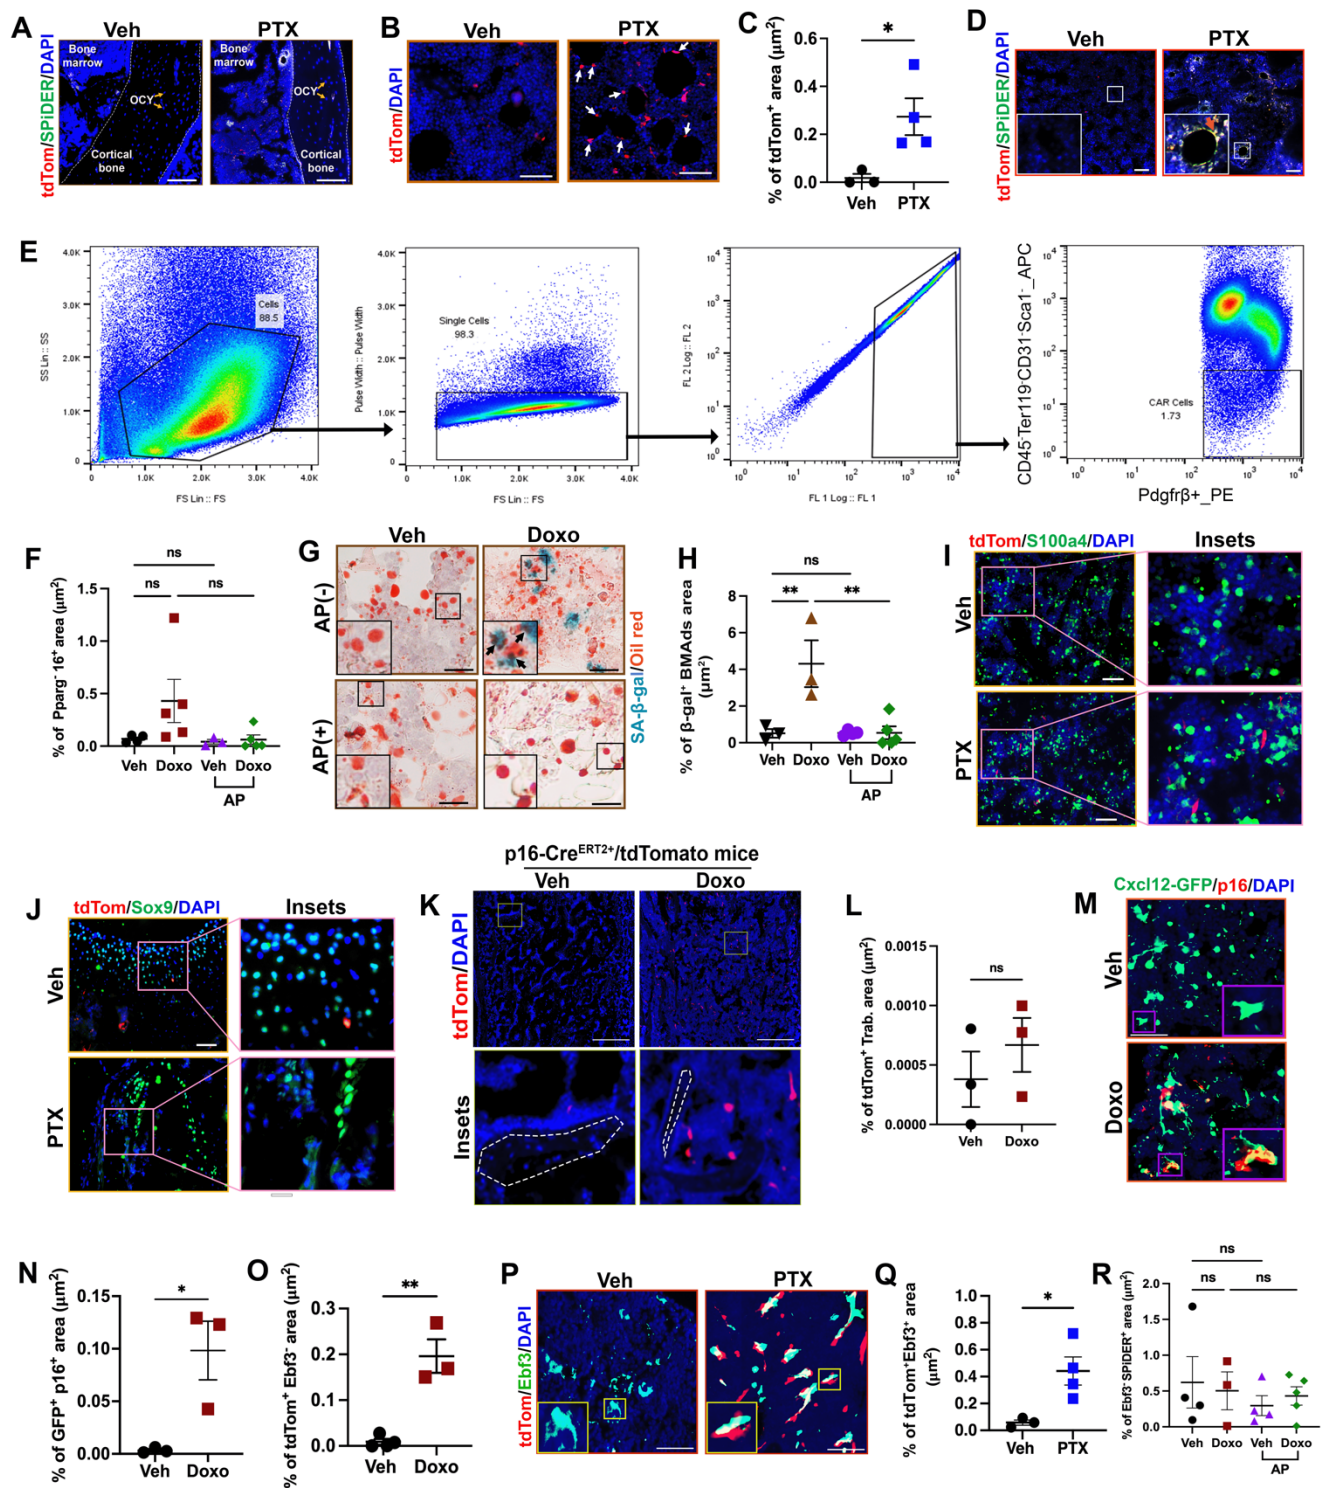

**Fig. S6. Chemotherapy induces senescence in bone marrow adipo-lineage cells.**

**(A)** Images show osteocytes (OCY) in cortical region after staining with SPiDER in *in vivo* lineage tracing p16-Cre<sup>ERT2</sup>/tdTomato mice. Scale bar: 100µm. n = 4 mice/group.

**(B and C)** Representative images of tdTomato-expressing cells in distal femur of PTX treated 12-week-old p16-Cre<sup>ERT2</sup>/tdTomato mice. DAPI stained nuclei are blue. Scale bar: 100µm. Arrows indicates tdTom signals (red). Quantification of the percentage tdTom+ area. n = 3 mice (Veh) and 4 mice (PTX).

**(D)** Representative IF staining for the detection of tdTom signal overlapped with SPiDER in adipocytes. Scale bar: 100µm. n = 3/group.

**(E)** Fluorescence-activated cell sorting (FACS) gating strategy for isolating CAR Cell-enriched population.

**(F)** Quantification of PPARg<sup>-</sup> p16<sup>+</sup> cells area in bone sections of p16-Cre<sup>ERT2</sup>/tdTomato mice.

**(G and H)** Frozen femur sections from INK-ATTAC mice were subjected to SA-β-gal/oil red O co-staining in indicated groups. Representative images of SA-β-gal/oil red O positive cells (arrows) in metaphysis are shown in insets. Quantification of SA-β-gal positive bone marrow adipocyte (BMAAd) area. Scale bar: 100µm. n = 3 mice (Veh), 3 (Doxo), 4 mice (Veh+AP), and 5 mice (Doxo+AP).

**(I and J)** Representative IF staining for the detection of colocalization of tdTom with S100a4 (**I**) and Sox9 (**J**) in indicated groups. Scale bar: 100µm. n = 3 mice/group.

**(K and L)** Representative IF staining for the detection of tdTom signal on the bone surface. Scale bar: 100µm and quantification (**L**). n = 3 mice/group.

**(M and N)** Representative IF staining for the detection of p16 colocalization with CAR cells in Cxcl12-GFP mice. Scale bar: 50µm. n = 3 mice/group.

**(O)** Quantification of tdTom<sup>+</sup>EBF3<sup>-</sup> cell area in femurs.

**(P and Q)** Representative IF staining for the detection of tdTom signal overlapped with EBF3 and quantification of tdTom<sup>+</sup>EBF3<sup>+</sup> area. Scale bar: 50µm. n = 3 mice (Veh) and 4 mice (PTX).

**(R)** Quantification of EBF3<sup>-</sup> SPiDER<sup>+</sup> cell area in femurs.

Data are represented as mean ± SEM. \**P* < 0.05; \*\**P* < 0.01; ns = not significant as determined by unpaired two-tailed Student's *t*-tests and one-way ANOVA with Tukey test.

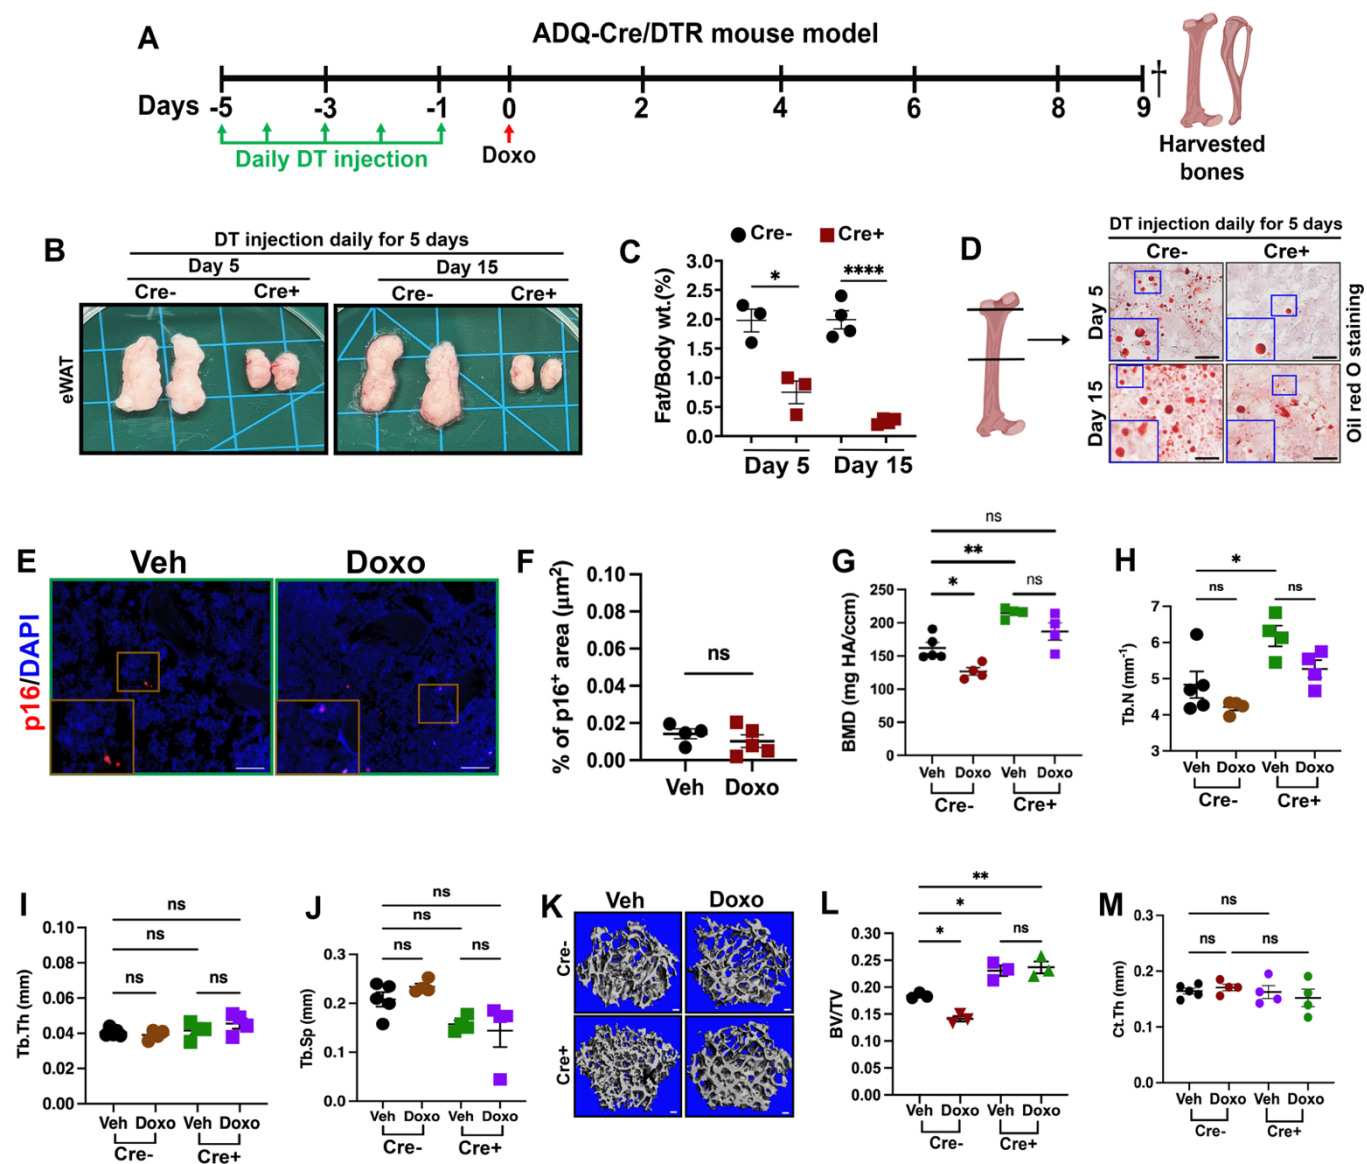

**Fig. S7. Ablation of fat cells prevent chemotherapy-induced bone loss.**

**(A)** The schematic illustrates the time points for diphtheria toxin and other treatments in ADQ-Cre/DTR mice. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(B and C)** ADQ-Cre-/DTR<sup>ff</sup> and ADQ-Cre+/DTR<sup>ff</sup> mice received DT daily for 5 consecutive days virtually eliminates eWAT without fat recovery at day 15. Quantitation of fat/body weight (%) on the indicated days. n = 3 mice (Day 5) and 4 mice (Day 15).

**(D)** Oil red staining of femurs showing bone marrow adipocyte loss is maintained through day 15 following DT treatment. Scale bar: 100µm. n = 3 mice/group. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(E and F)** Immunofluorescence staining for p16 in ADQ-Cre+/DTR<sup>ff</sup> mice. Only Doxo-treated mice received DT. Scale bar: 50µm. n = 4 mice (Veh) and 5 mice (DOXO).

**(G-J)** Additional bone structural parameters in ADQ-Cre-/DTR<sup>ff</sup> and ADQ-Cre+/DTR<sup>ff</sup> mice. n = 4 mice (Veh) and 5 mice (DOXO).

**(K and L)** µCT 3D images and analysis shows trabecular bone volume to total volume (BV/TV) in male ADQ-Cre-/DTR<sup>ff</sup> and ADQ-Cre+/DTR<sup>ff</sup> mice. All mice received DT. n = 3 mice/group.

**(M)** Quantitative analysis of cortical thickness (Ct. Th.) in female ADQ-Cre-/DTR<sup>ff</sup> and ADQ-Cre+/DTR<sup>ff</sup> mice under indicated treatment. n = 4 mice (Veh) and 5 mice (DOXO).

Data are represented as mean ± SEM. \**P* < 0.05; \*\**P* < 0.01; \*\*\*\**P* < 0.0001; ns = not significant as determined by unpaired two-tailed Student's *t*-tests and one-way ANOVA with Tukey test.

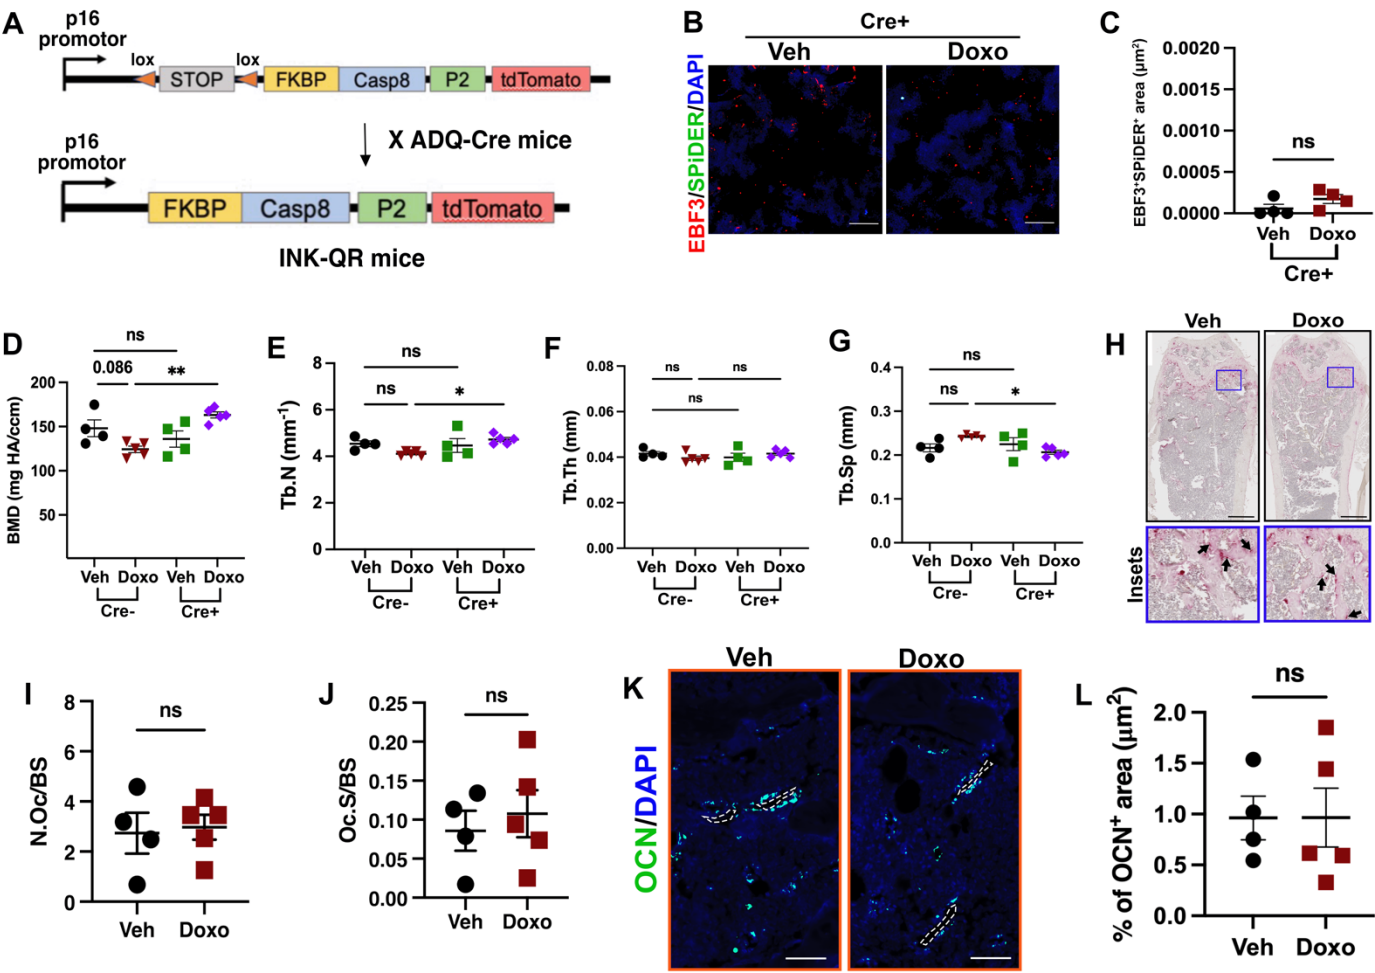

**Fig. S8. Elimination of ADQ+ senescent cells prevents chemotherapy-induced bone loss.**

**(A)** The schematic illustrates the ADQ-Cre mouse construct and the breeding strategy used to generate experimental cohorts.

**(B and C)** Immunofluorescence staining and quantification for EBF3 and SPiDER in ADQ-Cre/QR mice. Scale bar: 50µm. n = 4 mice/group.

**(D-G)** Additional bone structural parameters obtained from ADQ-Cre/QR mice µCT data. n = 4 mice/group.

**(H-J)** TRAP staining of femur sections and quantification of the number of osteoclasts (arrows) in ADQ-Cre+/DTR<sup>ff</sup> mice. Only Doxo-treated mice received DT. Scale bar: 100µm. Insets represents a magnified view of the osteoclasts. Quantification of the number of osteoclasts per bone surface (N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). n = 4 mice (Veh) and 5 mice (Doxo).

**(K and L)** Representative osteocalcin (OCN) immunofluorescence in ADQ-Cre+/DTR<sup>ff</sup> mice. Only Doxo-treated mice received DT. Scale bar: 50µm. n = 4 mice (Veh) and 5 mice (Doxo).

Data are represented as mean ± SEM. \**P* < 0.05; \*\**P* < 0.01; ns = not significant as determined by unpaired two-tailed Student's *t*-tests and one-way ANOVA with Tukey test.

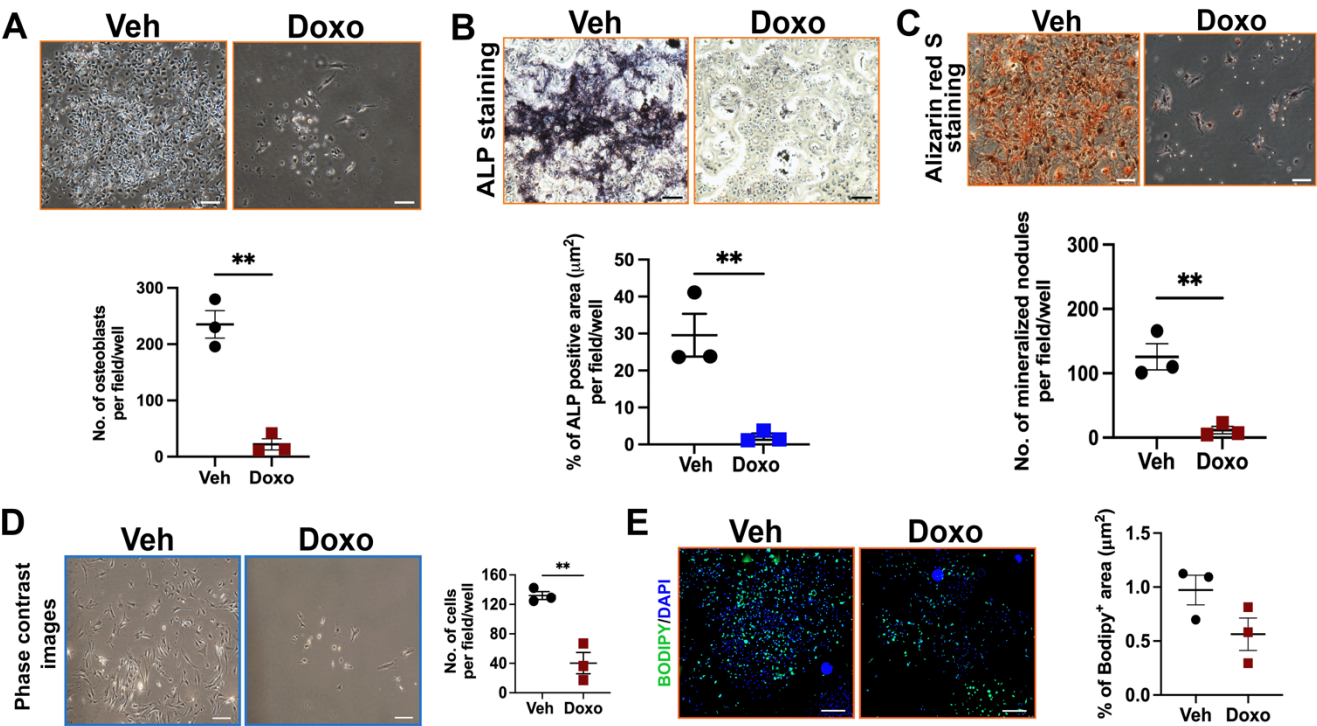

**Fig. S9. Bone marrow derived from chemotherapy treated mice show reduced osteogenic potential.**

**(A)** Bone marrow was isolated from Veh or Doxo treated mice at day nine and an *in vitro* osteoblast differentiation assay was performed. Phase contrast microscope images showing osteoblast differentiation at day 21. Images were taken with a 4x objective. Five fields were counted for each well and the graph represents the average number of osteoblasts per field. Experiment was performed in triplicate and each dot represents an independent sample. Scale bar: 100µm. Quantification of cells. n = 3 mice/group.

**(B)** Representative images of Alkaline phosphatase (ALP) staining at day 14. Graph represents % of ALP+ area per field. Images were taken with a 4x objective and 5 fields were counted for each well. Experiment was performed in triplicate and each dot represents an independent sample. Scale bar: 100µm. n = 3 mice/group.

**(C)** Alizarin red S staining for OB-mediated mineralization. The calcified nodules appeared bright red in color at day 21. Images were taken with a 4x objective and 5 fields were counted for each well. Graph represents average the number of mineralized nodules per field. Experiment was performed in triplicate and each dot represents an independent sample. Scale bar: 100µm. n = 3 mice/group.

**(D)** Phase-contrast images of mouse bone marrow cells isolated from Veh or Doxo treated mice and differentiated in the presence of adipogenic medium for 14 days. Scale bar: 50µm. Quantification of cells. n = 3 mice/group.

**(E)** Representative images of BODIPY staining of lipid droplets (green) during the bone marrow differentiation on culture day 14. Scale bar: 500µm. Quantification of percentage of BODIPY area. n = 3 mice/group.

Data are represented as mean  $\pm$  SEM. \*\* $P < 0.01$  as determined by one-way ANOVA with Tukey test and unpaired two-tailed Student's  $t$ -tests.

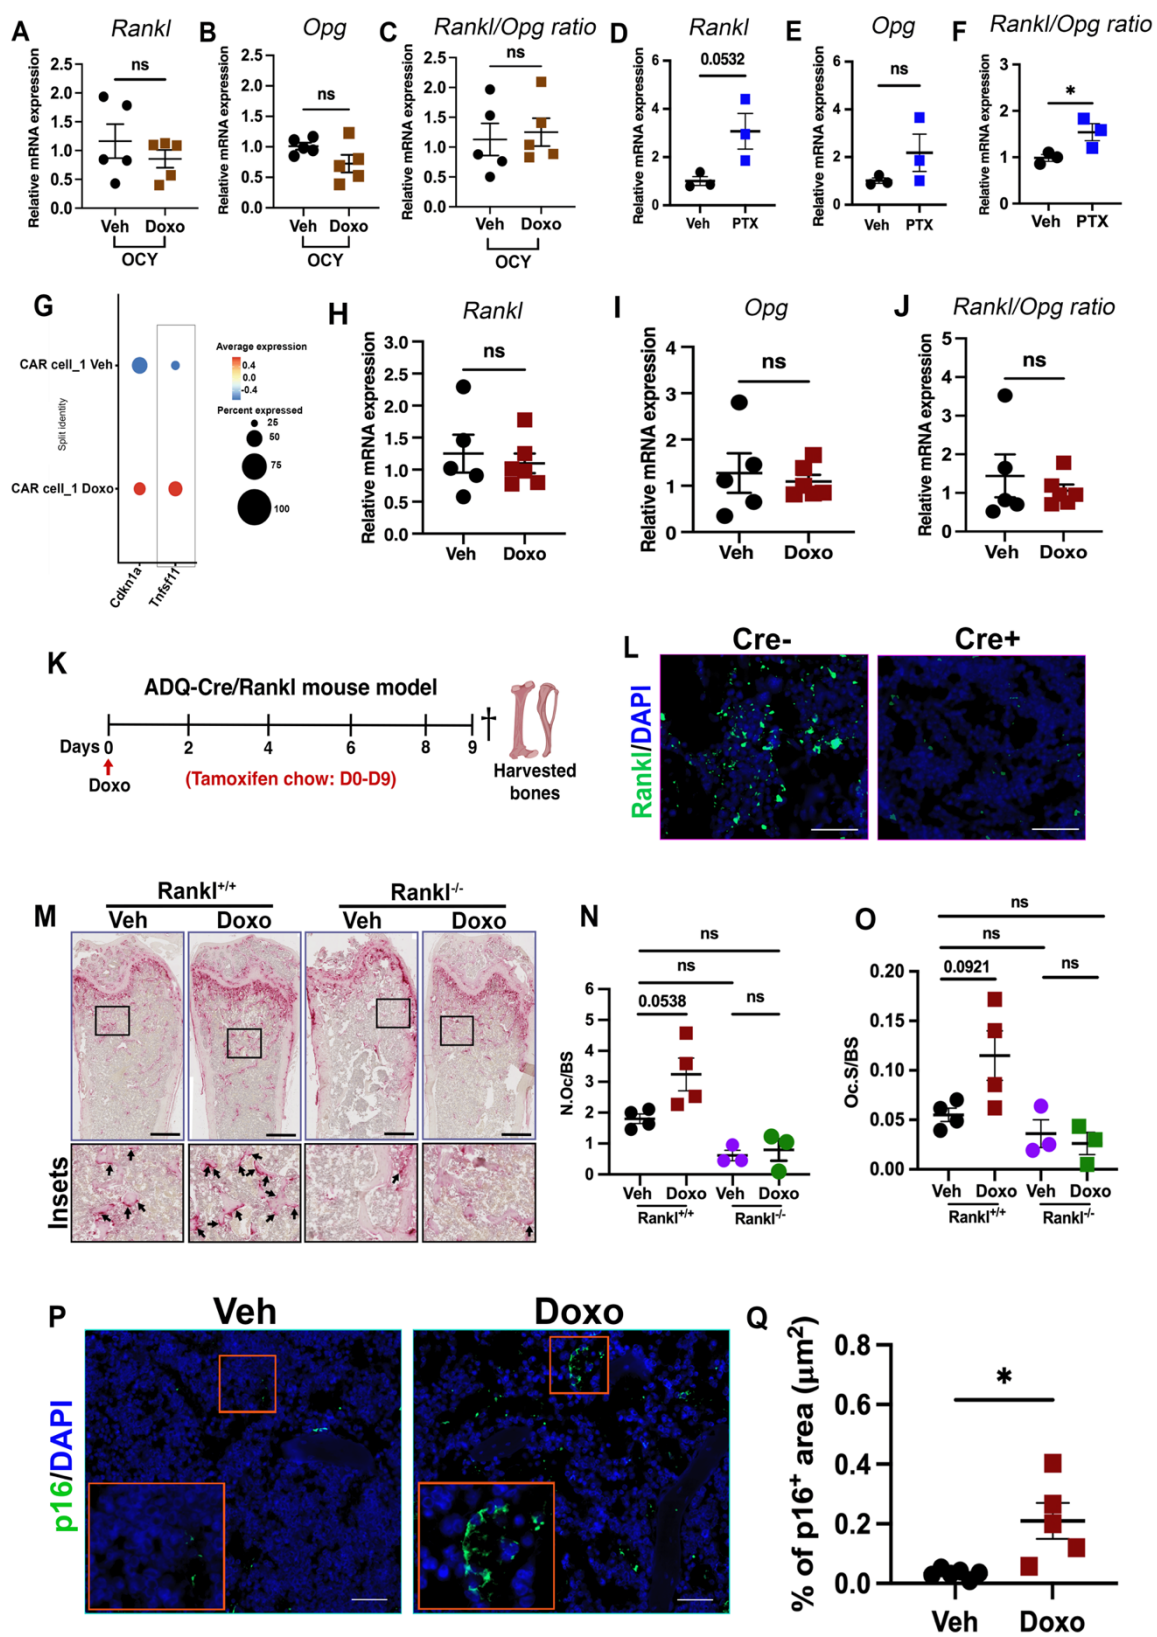

**Fig. S10. Senescent BM adipo-lineage cells drive bone loss through increase expression of RANKL.**

**(A-C)** mRNA expression of *Rankl*, *Opg* and *Rankl/Opg ratio* as quantified by RT-qPCR in osteocyte enriched bone fractions from 12-week-old mice. Actin and cyclophilin were used as housekeeping genes. n = 5 mice/group.

**(D-F)** mRNA expression of *Rankl*, *Opg* and *Rankl/Opg ratio* as quantified by RT-qPCR using PTX-treated bone-resident fraction. TBP and tubulin were used as housekeeping genes. n = 3 mice/group.

**(G)** Dot plot demonstrating *Rankl* expression in Doxo-treated CAR cells versus Veh-treated CAR cells.

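The share of population 1 cells with a Tnfsf11 UMI was 28.4% in Veh (exact binomial interval 23.0 to 34.2%) and 38.8% in Doxo (33.9 to 43.7%). In bone and cartilage fibroblast-like cells, which gave the background, it was 0.915% in Veh and 0.892% in Doxo. Cells of population 1 were deeper in Doxo, and with each cell thinned to the same depth the shares were 13.9% and 17.2%. Cdkn1a (chromosome 17, 29090976 to 29100727), the gene for p21, had a UMI in 39.6% of the Veh cells and 43.0% of the Doxo cells of population 1, and in 23.5% and 22.9% of them with each cell thinned, so that a difference in this share was not detectable. Its log2 ratio was 0.41 (interval 0.18 to 0.64) in this population and -0.59 (-0.74 to -0.44) over all CAR-like cells. The latter takes in population 2, with 84 Veh and 3 Doxo cells. Imputed Cdkn1a in Veh cells was 6.58 per 10000 in population 2 and 1.58 in population 1. The fall over all CAR-like cells may thus reflect the mix of populations.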

**(H-J)** mRNA expression of *Rankl*, *Opg* and *Rankl/Opg ratio* as quantified by RT-qPCR using bone-resident fraction of ADQ-Cre<sup>+</sup>/DTR mice. Only Doxo-treated mice received DT. Actin and cyclophilin were used as housekeeping genes. n = 5 mice/group.

**(K)** The schematic illustrates the time points for Doxo injection and other treatments in ADQ-Cre/*Rankl* mice. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(L)** IF staining confirmed *Rankl* deletion in ADQ-Cre<sup>+</sup>/*Rankl*<sup>fl/fl</sup> mice femur. Green and blue colors represent RANKL and nucleus respectively. Scale bar: 50µm. n = 4 mice/group.

**(M-O)** TRAP staining of femurs from ADQ-Cre<sup>-</sup>/*Rankl*<sup>fl/fl</sup> and ADQ-Cre<sup>+</sup>/*Rankl*<sup>fl/fl</sup> mice. showing osteoclasts (arrows). Insets show magnified figures and arrows indicate pink colored osteoclasts. Quantification of the number of osteoclasts per bone surface

(N.Oc/BS) and osteoclast surface area per bone surface (Oc.S/BS). n = 4 mice (Rankl<sup>+/+</sup>) and 3 mice (Rankl<sup>-/-</sup>). Scale bar: 100µm.

**(P and Q)** Immunofluorescence staining for p16 in femur sections obtained from ADQ-Cre<sup>+</sup>/Rankl<sup>fl/fl</sup> mice. p16<sup>+</sup> cells are visualized in green, and nuclei are counterstained with DAPI (blue). Scale bar: 50µm. n = 6 mice (Veh) and 5 mice (Doxo).

Data are represented as mean ± SEM. \**P* < 0.05; ns = not significant as determined by unpaired two-tailed Student's *t*-tests and one-way ANOVA with Tukey.

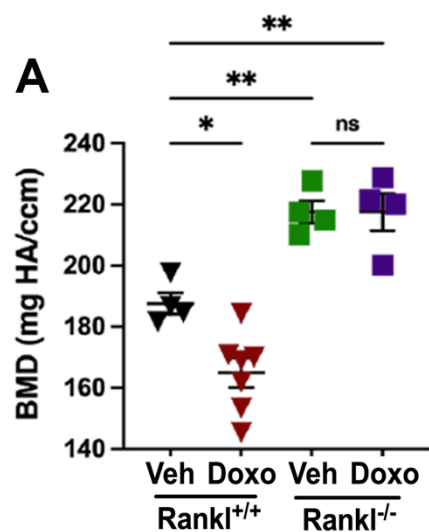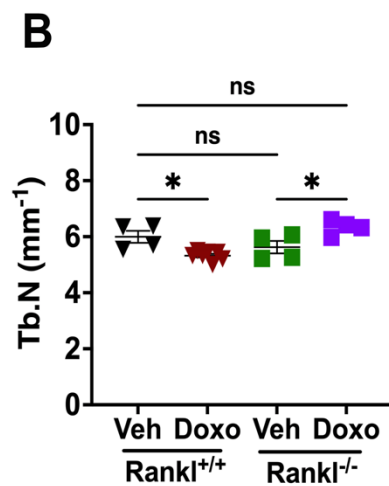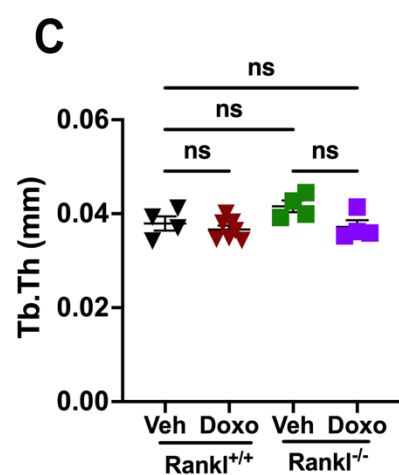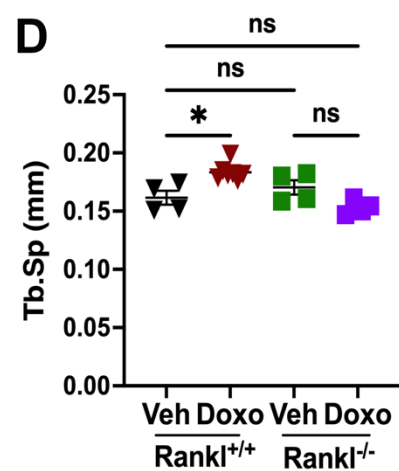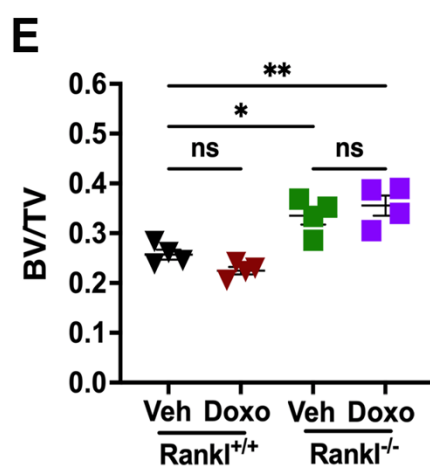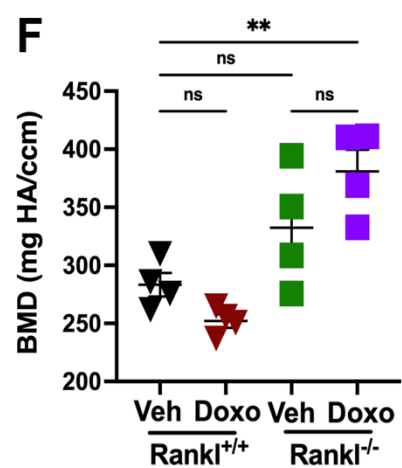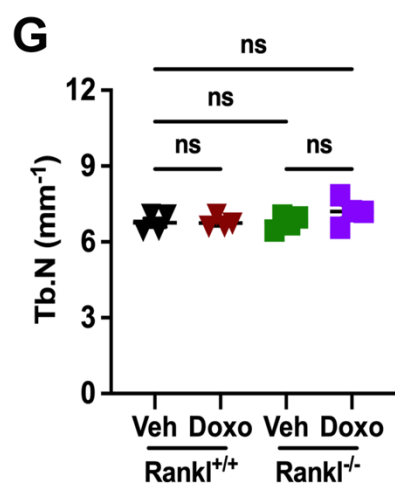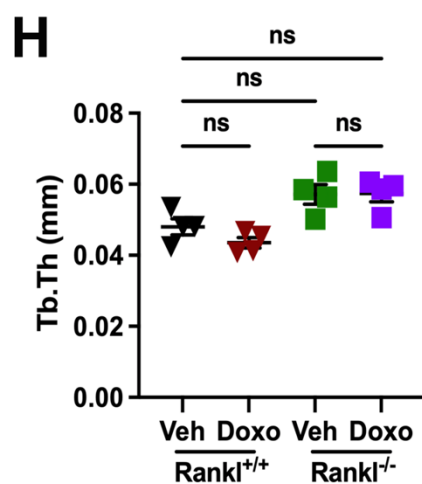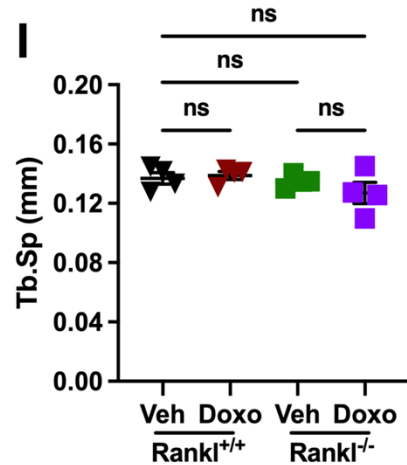

**Fig. S11. RANKL deletion in adipo-lineage cells prevent chemotherapy-induced bone loss.**

**(A-D)**  $\mu$ CT analysis shows bone mineral density (BMD), trabecular number (Tb. N), trabecular thickness (Tb. Th), and trabecular separation (Tb.Sp) in 12-week-old female adipo-Cre-/Rankl<sup>fl/fl</sup> (Rankl<sup>+/+</sup>) and ADQ-Cre+/Rankl<sup>fl/fl</sup> (Rankl<sup>-/-</sup>) mice. n = 4 mice (Rankl<sup>+/+</sup>, Veh), n = 7 mice (Rankl<sup>+/+</sup>, Doxo), n = 4 mice (Rankl<sup>-/-</sup>, Veh) and n = 4 mice (Rankl<sup>-/-</sup>, Doxo).

**(E-I)**  $\mu$ CT analysis shows trabecular bone volume to total volume (BV/TV) with other bone parameters in 12-week-old male adipo-Cre-/Rankl<sup>fl/fl</sup> (Rankl<sup>+/+</sup>) and adipo-Cre+/Rankl<sup>fl/fl</sup> (Rankl<sup>-/-</sup>) mice. n = 4 mice/group.

Data are represented as mean  $\pm$  SEM. \* $P$  < 0.05; \*\* $P$  < 0.01; ns = not significant as determined by one-way ANOVA with Tukey.

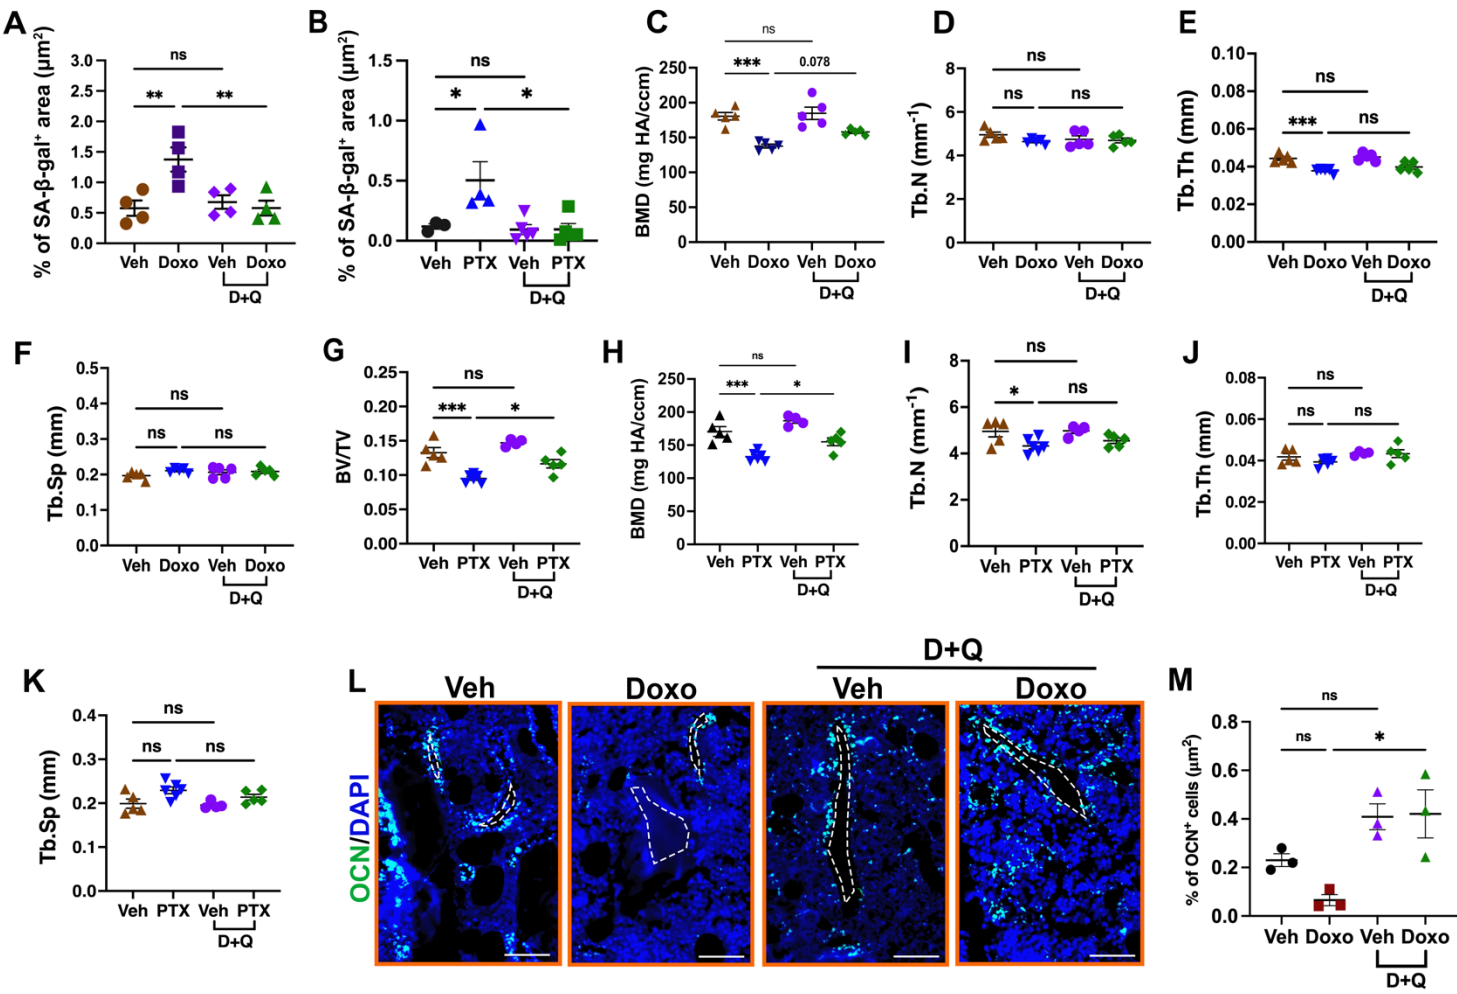

**Fig. S12. Senolytics prevent chemotherapy-induced bone loss.**

**(A and B)** Quantification of SA- $\beta$ -gal positive area in Doxo- and PTX-treated mice. n = 4/group **(A)**. n = 3 mice (Veh), 4 (PTX), 5 mice (Veh+D/Q), and 4 mice (PTX+D/Q) **(B)**.

**(C-F)** Representative  $\mu$ CT quantitative analyses of bone mineral density (BMD), trabecular number (Tb.N), trabecular thickness (Tb. Th) and trabecular spacing (Tb. Sp). n = 5 mice/group.

**(G-K)** Representative  $\mu$ CT quantitative analyses of trabecular bone volume to total bone volume (BV/TV), bone mineral density (BMD), trabecular number (Tb.N), trabecular thickness (Tb. Th), trabecular spacing (Tb. Sp) in PTX-treated mice. n = 5 mice/group.

**(L and M)** Immunofluorescence staining of osteocalcin (OCN) and quantification of the OCN+ osteoblast area. Dotted line indicates trabecular bone. Scale bar: 50 $\mu$ m. n = 3 mice/group.

Data are represented as mean  $\pm$  SEM. \* $P$  < 0.05; \*\* $P$  < 0.01; \*\*\* $P$  < 0.001; ns = not significant as determined by one-way ANOVA with Tukey test.

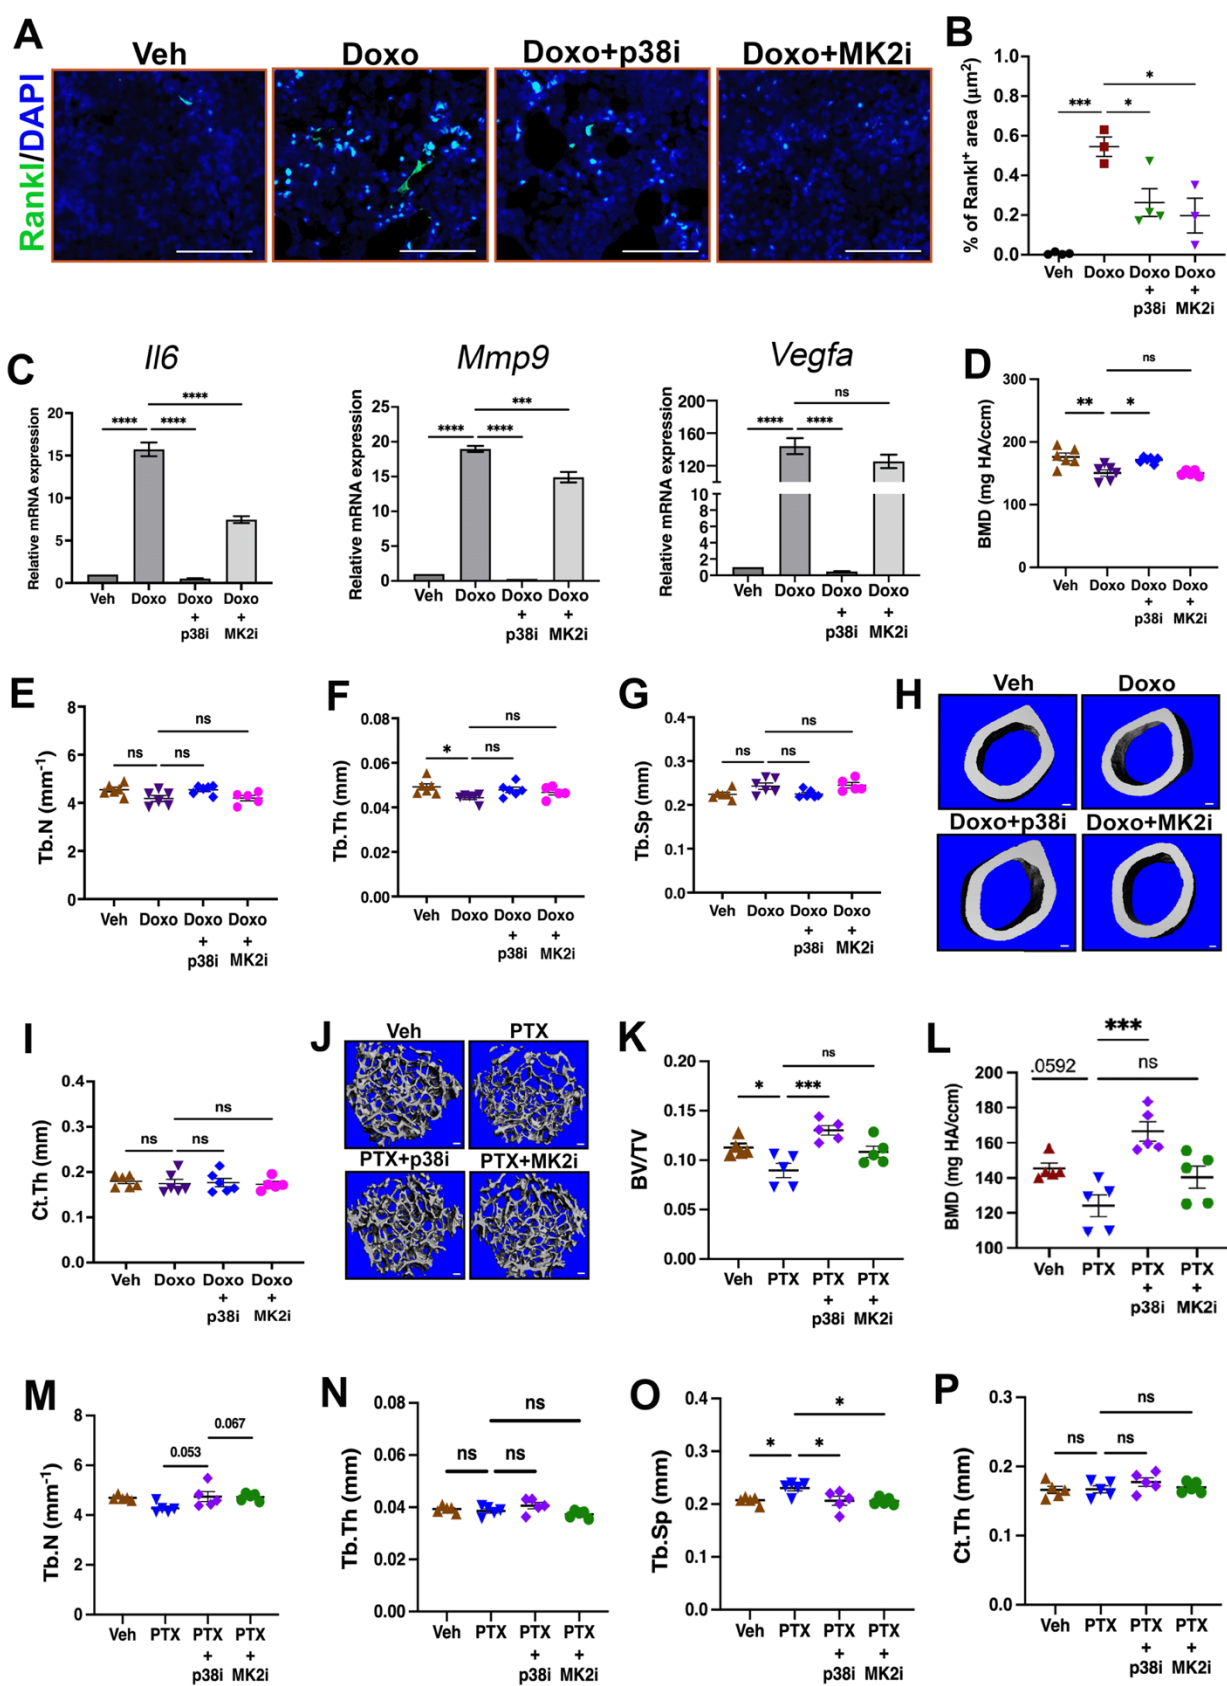

**Fig. S13. Senomorphics prevent chemotherapy-induced bone loss.**

**(A and B)** Immunofluorescence staining showing RANKL (green) positive cells in femoral bone sections of 12 weeks-old wild type C57BL/6 mice. DAPI stained nuclei are blue. Quantification of the percentage of RANKL positive area. Scale bar: 50µm. n = 4 mice (Veh), 3 mice (Doxo), 4 mice (Doxo+p38i), and 3 mice (Doxo+MK2i).

**(C)** mRNA expression of SASP factors (*Il6*, *MMP9* and *Vegfa*) in bone-resident fraction under indicated conditions, determined by RT-qPCR. Actin, cyclophilin, TBP and tubulin were used as housekeeping genes. n = 3 mice were combined/group.

**(D-G)** µCT quantitative analyses of bone mineral density (BMD), trabecular number (Tb.N), trabecular thickness (Tb. Th) and trabecular spacing (Tb. Sp). n = 6 mice (Veh), 6 mice (Doxo), 6 mice (Doxo+p38i), and 5 mice (Doxo+MK2i).

**(H and I)** Representative µCT images and quantitative analyses of cortical bone thickness (Ct. Th). Scale bar=100µm. n = 6 mice (Veh), 6 mice (Doxo), 6 mice (Doxo+p38i), and 5 mice (Doxo+MK2i).

**(J-P)** Representative µCT images and quantitative analyses of trabecular bone volume to total bone volume (BV/TV), bone mineral density (BMD), trabecular number (Tb.N), trabecular thickness (Tb. Th), trabecular spacing (Tb. Sp) and cortical bone thickness (Ct. Th) in PTX-treated mice. n = 5 mice/group.

Data are represented as mean ± SEM. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001; ns = not significant as determined by one-way ANOVA with Tukey test.

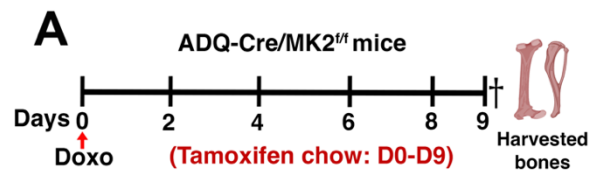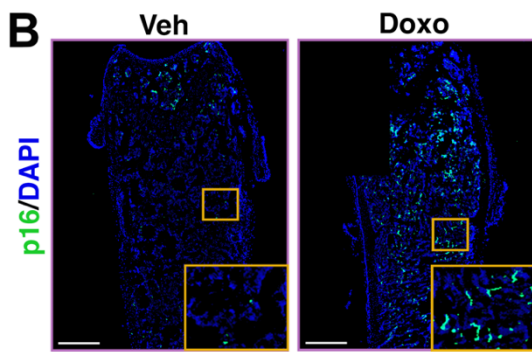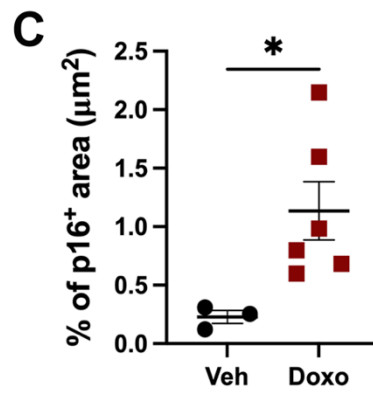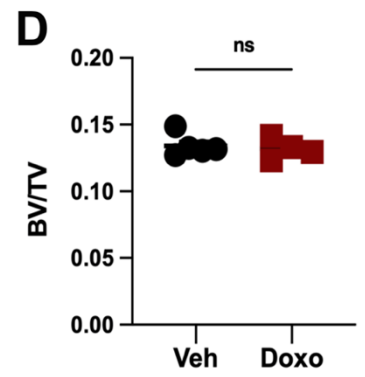

**Fig. S14. ADQ-Cre<sup>ERT2</sup> mediated MK2 deletion prevents chemotherapy-induced bone loss**

**(A)** The schematic illustrates the time points for tamoxifen chow and other treatments in ADQ-Cre/MK2<sup>fl/fl</sup> mice. Schematic was created in BioRender. Stewart, S. (2025) <https://BioRender.com/71wz45j>.

**(B and C)** Immunofluorescence staining for p16 in femur sections obtained from ADQ-Cre+/MK2<sup>fl/fl</sup> mice. p16+ cells are visualized in green, and nuclei are counterstained with DAPI (blue). Scale bar: 50µm. n = 3 mice (Veh) and 6 mice (Doxo).

**(D)** µCT quantitative analyses of trabecular bone volume to total bone volume (BV/TV), trabecular number (Tb.N) in ADQ-Cre+/MK2<sup>fl/fl</sup> mice. n = 5 mice/group.

Data are represented as mean ± SEM. \**P* < 0.05; ns = not significant as determined by unpaired two-tailed Student's *t*-tests.

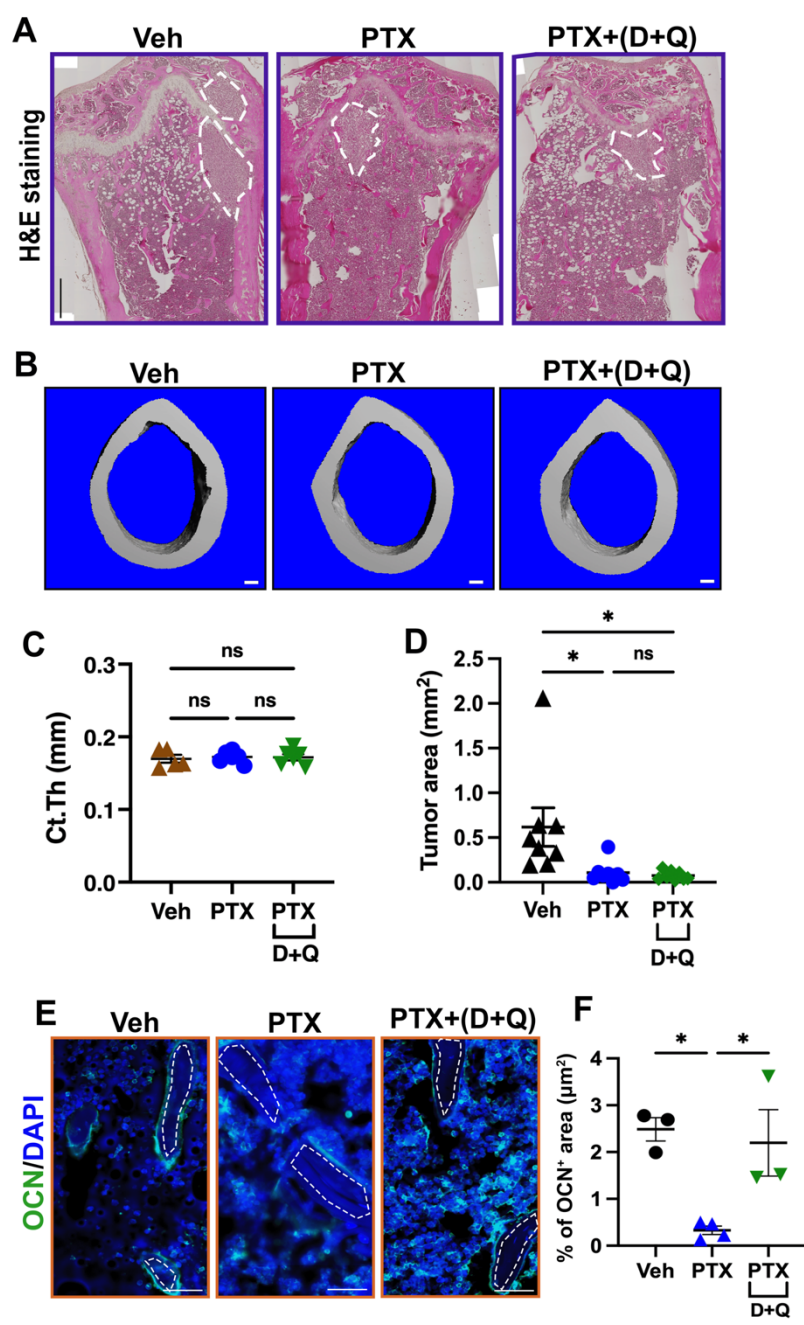

**Fig. S15. Senolytics prevent chemotherapy-induced bone loss in tumor bearing mice.**

**(A)** H&E staining illustrates tumor burden in bone (demarcated by white hashed lines) under the indicated treatment condition. Scale bar: 500µm.

**(B and C)** µCT analysis shows cortical thickness (Ct. Th) of femurs. n = 5 mice (Veh), 6 mice (PTX), and 6 mice (PTX+D/Q).

**(D)** Quantitative assessment of tumor area in the TRAP-stained femurs. n = 8 mice/group.

**(E and F)** Immunofluorescence staining of osteocalcin and quantification of the number of OCN+ osteoblast area. Dotted line indicates trabecular bone. Scale bar: 50µm. n = 3 mice (Veh), 4 mice (PTX), and 3 mice (PTX+D/Q).

Data are represented as mean ± SEM. \* $P < 0.05$ ; ns = not significant as determined by one-way ANOVA with Tukey test.

Supplementary Table 1

| Reagent or resource   | Source          | Identifier                          |
|-----------------------|-----------------|-------------------------------------|
| Antibodies            |                 |                                     |
| Rabbit anti-p16       | Invitrogen      | Cat# PA1-46220; RRID:<br>AB_2291616 |
| Rabbit anti-EBF3      | Abcam           | Cat# AB207705; UniProt:<br>Q9H4W6   |
| Rabbit anti-OCN       | Proteintech     | Cat# 23418-1AP; RRID:<br>AB_2879275 |
| Rabbit anti-RANKL     | Bioss           | Cat# BS-0747R; RRID:<br>AB_10855901 |
| Mouse anti- PPARg     | Proteintech     | Cat# 669361; RRID:<br>AB_2882260    |
| Rabbit anti-S100a4    | Millipore Sigma | Cat# SAB5700127; UniProt:<br>P26447 |
| Rabbit anti-Sox9      | Abcam           | Cat# ab186966; RRID<br>AB_2728660   |
| Mouse anti-CD45-APC   | BioLegend       | Cat# 103112; RRID:<br>AB_312976     |
| Mouse anti-CD71-APC   | BioLegend       | Cat# 113819; RRID:<br>AB_2728134    |
| Mouse anti-Ter119-APC | BioLegend       | Cat# 116211; RRID:<br>AB_313712     |
| Rat anti-CD31-APC     | Invitrogen      | Cat# 170311-80; RRID:<br>AB_657736  |
| Mouse anti-Pdgfrb-PE  | BioLegend       | Cat# 136005; RRID:<br>AB_1953271    |
| Rat anti-Sca1-APC     | BioLegend       | Cat# 108112 D7; RRID:<br>AB_313348  |

|                                                      |                              |                                       |
|------------------------------------------------------|------------------------------|---------------------------------------|
| Mouse anti-CD45.1-eFluor<br>450                      | Thermo Scientific            | Cat# 48-0453-80; RRID:<br>AB_1272225  |
| Mouse anti-CD45.2-APC                                | Thermo Scientific            | Cat# 17-0454-81; RRID:<br>AB_469399   |
| Mouse-CD45 microbeads                                | Miltenyi Biotec              | Cat# 130-052-301; RRID:<br>AB_2877061 |
| Fc blocker                                           | BD Pharmingen                | Cat# 553142; RRID:<br>AB_394656       |
| Secondary goat anti-rabbit<br>Alexa Fluor            | Invitrogen                   | Cat# A-11011; RRID:<br>AB_143157      |
| Secondary goat anti-<br>mouse Alexa Fluor            | Invitrogen                   | Cat# A-11001; RRID:<br>AB_2534069     |
| <b>Chemicals, peptides, and recombinant proteins</b> |                              |                                       |
| AP20187                                              | APExBIO                      | Cat# B1274                            |
| Doxorubicin                                          | MedChemExpress               | Cat# HY-15142/CS-1239                 |
| Paclitaxel                                           | TOCRIS                       | Cat# 1097                             |
| Dasatinib                                            | LC Laboratory                | Cat# D-3307                           |
| Quercetin                                            | Sigma                        | Cat# Q4951                            |
| Diphtheria Toxin                                     | Biological List Laboratories | Cat# 150                              |
| SPiDER Probe                                         | Dojindo Laboratory           | Cat# SG02                             |
| BODIPY                                               | Invitrogen                   | Cat# D3922                            |
| Calcein                                              | Sigma                        | Cat# C0875                            |
| Alizarin red                                         | Sigma                        | Cat# A3882                            |
| Oil red O dye                                        | Sigma                        | Cat# 00625                            |
| Naphthol AS-MX<br>phosphate                          | Sigma                        | Cat# N4875                            |
| Fast Red TR Salt hemi salt                           | Sigma                        | Cat# 368881                           |
| X-Gal                                                | Sigma                        | Cat# B4252                            |
| SlowFade Gold antifade<br>reagent with DAPI          | Invitrogen                   | Cat# S36939                           |

|                                                    |                                |                           |
|----------------------------------------------------|--------------------------------|---------------------------|
| BCIP/NBT                                           | SigmaFast                      | Cat# B5655                |
| 10% NBF                                            | Epredia                        | Ref 5705                  |
| DMEM F12                                           | Gibco                          | Cat# 11320033             |
| b-glycerophosphate                                 | APExBIO                        | Cat# C4347                |
| Indomethacin                                       | Sigma                          | Cat# I8280                |
| Dexamethasone                                      | Sigma                          | Cat# D4902                |
| 3-Isobutyl-1-methylxanthine                        | Sigma                          | Cat# I5879                |
| Insulin                                            | Sigma                          | Cat# I9278                |
| Trypsin-EDTA (0.25%)                               | Gibco                          | Cat# 25200072             |
| 1x Pen Strep                                       | Gibco                          | Cat# 15140122             |
| PBS                                                | Sigma                          | Cat# D1408                |
| DMEM medium                                        | Sigma                          | Cat# D6429                |
| FBS (Fetal Bovine Serum)                           | Sigma                          | Cat# F1051                |
| EDTA                                               | Sigma                          | Cat# E5134                |
| TRIzol Reagent                                     | Invitrogen                     | Cat# 15596-026            |
| BSA                                                | Sigma                          | Cat# D9663                |
| Tamoxifen chow                                     | Inotiv                         | Cat# TD.130858            |
| Collagenase                                        | Sigma                          | Cat# C0130                |
| Molecular grade water                              | Corning                        | Cat# 46-000-CM            |
| Poly (ethylene glycol)                             | Sigma                          | Cat# 91893                |
| PHOSAL 50 PG                                       | Lipoid                         | Batch: 368315-3180028/041 |
| 1X TE solution                                     | Integrated DNA<br>Technologies | Cat# 11-05-01-09          |
| O.C.T. compound                                    | Fisher Health Care             | Cat# 4585                 |
| <b>Critical commercial assays</b>                  |                                |                           |
| RiboPure Kit                                       | Invitrogen                     | Cat# AM1924               |
| RNeasy Mini kit                                    | Qiagen                         | Cat# 74004                |
| Taqman PrimeTime Gene<br>Expression Master Mix Kit | Integrated DNA<br>Technologies | Cat# 1055771              |

|                                                                      |                                                      |                                            |
|----------------------------------------------------------------------|------------------------------------------------------|--------------------------------------------|
| M.O.M. Kit                                                           | Vector Laboratories                                  | Cat# PK-2200                               |
| Navy RINO Lysis Kit                                                  | Next Advance                                         | Lot: Cap8320                               |
| scRNA Seq kit                                                        | 10x Genomics                                         |                                            |
| <b>Deposited data</b>                                                |                                                      |                                            |
| scRNA-Seq data                                                       | GEO                                                  | GEO: GSE289491                             |
| scRNA-Seq data                                                       | GEO                                                  | GEO: GSE230295 <sup>18</sup>               |
| <b>Experimental models: Organisms/strains</b>                        |                                                      |                                            |
| INK-ATTAC                                                            | Jan van Deursen                                      | Mouse provided by Unity<br>Biotechnology   |
| p16Ink4a-CreERT2neo mice<br>(p16-Cre <sup>ERT2</sup> )               | Makoto Nakanishi                                     | Omori et al., 2020 <sup>17</sup>           |
| ROSA26-CAG-lsl-tdTomato<br>mice (tdTomato)                           | The Jackson Laboratory                               | Stock No: 007905                           |
| Tg(Col1a1*2.3-GFP)1Rowe/J<br>(Col1a1*2.3-GFP)                        | The Jackson Laboratory                               | Stock No: 013134                           |
| Tg(Adipoq-cre)1Evdr/J<br>(ADQ-Cre)                                   | The Jackson Laboratory                               | Stock No: 010803                           |
| Tg(Adipoq-icre/ERT2)1Soff/J<br>(ADQ-Cre <sup>ERT2</sup> )            | The Jackson Laboratory                               | Stock No: 025124                           |
| INK-QR (Lox-Stop-Lox)                                                | Developed by the Stewart<br>and DeNardo laboratories | Mouse provided by S.<br>Stewart's group    |
| Tnfsf11 <sup>tm1c/d</sup><br>(Lox-Stop-Lox)                          | Marco Colonna<br>laboratories                        | Mouse provided by S.<br>Teitelbaum's group |
| Mapkapk2 <sup>tm2.1Yaff/J</sup><br>(Lox-Stop-Lox)                    | The Jackson Laboratory                               | Stock No: 032450                           |
| Cxcl12-GFP reporter mice                                             | Takashi Nagasawa                                     | Toshiaki Ara et al., 2003                  |
| Gt(ROSA)26Sor <sup>tm1(HBEGF)Awai/J</sup><br>(Lox-Stop-Lox-ROSA DTR) | The Jackson Laboratory                               | Stock No: 007900                           |
| C57BL/6J                                                             | The Jackson Laboratory                               | Stock No: 000664                           |
| B6(Cg)-Tyr <sup>c-2J</sup> /J<br>(Albino mice)                       | The Jackson Laboratory                               | Stock No: 000058                           |

| Oligonucleotides                                                                                                             |                                |                                      |
|------------------------------------------------------------------------------------------------------------------------------|--------------------------------|--------------------------------------|
| RT-qPCR Cdkn2a Forward-<br>Primer: 5'-AACTCTTTCGGT<br>CGTACCCC-3'; Reverse-<br>Primer: 5'-TCCTCGCAGTT<br>CGAATCTG-3'.        | Integrated DNA<br>Technologies | Ref.<br><br>No.:260287447/260287448  |
| RT-qPCR p21 Forward-<br>Primer: 5'-GAAGAGACAAC<br>GGCACACT-3'; Reverse-<br>Primer: 5'-CAGATCCACAG<br>CGATATCCAG-3'.          | Integrated DNA<br>Technologies | Ref.<br><br>No.:260287445/260287446  |
| RT-qPCR <i>Il6</i> Forward-<br>Primer: 5'-AGCCAGAGTCC<br>TTCAGAGA-3'; Reverse-<br>Primer: 5'-TCCTTAGCCACT<br>CCTTCTGT-3'.    | Integrated DNA<br>Technologies | Ref. No.:<br><br>205234847/205234848 |
| RT-qPCR <i>Rankl</i> Forward-<br>Primer: 5'-TCCCGCTCCAT<br>G TTCCT-3'; Reverse-Primer:<br>5'-AGTGCTGTCTTCTGATA<br>TTCTGT-3'. | Integrated DNA<br>Technologies | Ref. No.:410311816                   |
| RT-qPCR Opg Forward-<br>Primer: 5'-TGGTATAATCT<br>TGGTAGGAACAGC-3';<br>Reverse-Primer: 5'-ATGCA<br>ACACATGACAACGTG-3'        | Integrated DNA<br>Technologies | Ref. No.: 210949421                  |
| RT-qPCR Dmp1 Forward-<br>Primer: 5'- GTCACTATTTG<br>CCTGTCCCT-3'; Reverse-<br>Primer: 5'-TCCCAGTTGCC<br>AGATACCA-3'          | Integrated DNA<br>Technologies | Ref. No.: 210949409                  |

|                                                                                                              |                             |                                |
|--------------------------------------------------------------------------------------------------------------|-----------------------------|--------------------------------|
| RT-qPCR Col1a1 Forward-Primer: 5'- CATTGTGTATGCAGCTGACTTC-3'; Reverse-Primer: 5'-CGCAAAGAGTCTACATGTCTAGG-3'. | Integrated DNA Technologies | Ref. No.: 258778385            |
| RT-qPCR PPARg Forward-Primer: 5'-TGCAGGTTCTACTTTGATCGC-3'; Reverse-Primer: 5'-CTGCTCCACACTATGAAGACAT-3'.     | Integrated DNA Technologies | Ref. No.:205086994             |
| RT-qPCR Mmp9 Forward-Primer: 5'-GTGGGAGGTATAGTGGGACA-3'; Reverse-Primer: 5'-GACATAGACGGCATCCAGTATC-3'.       | Integrated DNA Technologies | Ref. No.: 210947632            |
| RT-qPCR Vegfa Forward-Primer: 5'-GACTTCTGCTCTCCTTCTGTC-3'; Reverse-Primer: 5'- CCGAAACCATGAACTTTCTGC-3'.     | Integrated DNA Technologies | Ref. No.: 210947616            |
| RT-qPCR Actin Forward-Primer: 5'-TTTCCAGCCTTCCTTCTTGG-3'; Reverse-Primer: 5'-GGCATAGAGGTCTTTACGGATG-3'.      | Integrated DNA Technologies | Ref. No.: 299974586/299974587  |
| RT-qPCR Tubulin Forward-Primer: 5'-TCTTGTCACCTTGGCATCTGG-3'; Reverse-Primer: 5'-CGCGAAGCAGCAACCAT-3'.        | Integrated DNA Technologies | Ref. No.: 410593635/2736866247 |

|                                                                                                                                   |                                    |                                      |
|-----------------------------------------------------------------------------------------------------------------------------------|------------------------------------|--------------------------------------|
| RT-qPCR Cyclophilin<br><br>Forward-Primer: 5'-TTCAC<br>CTTCCCAAAGACCAC-3';<br><br>Reverse-Primer: 5'-CAAAC<br>ACAAACGGTTCCCAG-3'. | Integrated DNA<br><br>Technologies | Ref. No.:<br><br>462233404/462233405 |
| RT-qPCR TBP Forward-<br><br>Primer: 5'-CCCTTCACCA<br>ATGACTCCTATG-3';<br><br>Reverse-Primer: 5'-CAGCC<br>AAGATTACGGTAGAT-3'.      | Integrated DNA<br><br>Technologies | Ref. No.:<br><br>320232457/320232458 |
| <b>Software and algorithms</b>                                                                                                    |                                    |                                      |
| Bioquant Osteo v7 10.10                                                                                                           | Bioquant                           | RRID: SCR_016423                     |
| GraphPad Prism 10                                                                                                                 | GraphPad                           | RRID: SCR_002798                     |
| RStudio/Seurat package                                                                                                            | Posit PBC                          | 51, 55                               |
| HALO (v3.3.2541.231)                                                                                                              | Indica Lab                         | N/A                                  |

# Supplementary material for: Chemotherapy-induced adipo-lineage cell senescence drives bone loss
**Source:** Nat Commun. 2025 Dec 30;17:1042. doi: 10.1038/s41467-025-67793-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

1/a Confirmed

- ☒ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☒ A description of all covariates tested
- ☒ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

**Data collection** A publicly available human bone scRNA-seq dataset (GEO: GSE230295) from acute lymphoblastic leukemia patients were used. Details are mentioned in the manuscript.

**Data analysis** RStudio/Seurat package (Posit PBC)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

#### Data Availability

Source data are provided with this paper. The scRNA-seq datasets analyzed in this study are available through the NCBI Gene Expression Omnibus (GEO) under the accession codes GSE 289491 (samples derived from mice) and GSE 230295 (samples derived from acute lymphoblastic leukemia patients) 18. Raw data including

micrographs can be found on Zendo, 10.5281/zenodo.17314594.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

A publicly available human bone scRNA-seq dataset (GEO: GSE230295) from male acute lymphoblastic leukemia patients was analyzed, as described in the manuscript.

### Reporting on race, ethnicity, or other socially relevant groupings

n/a

### Population characteristics

n/a

### Recruitment

n/a

### Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

In several experiments, 3–5 mice per group were required to achieve 90% power at a 5% significance level to test the null hypothesis of no difference.

### Data exclusions

n/a

### Replication

Analyses were performed by another independent researcher who was blind to sample identity. All replications were successful.

### Randomization

Mice were randomly assigned to the control groups and treated groups.

### Blinding

Analyzed by a secondary researcher who was blind for the sample identity.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

- ☐ ☒ Antibodies  
☐ ☒ Eukaryotic cell lines  
☒ ☐ Palaeontology and archaeology  
☐ ☒ Animals and other organisms  
☐ ☒ Clinical data  
☒ ☐ Dual use research of concern  
☒ ☐ Plants

### Methods

n/a Involved in the study

- ☒ ☐ ChIP-seq  
☐ ☒ Flow cytometry  
☒ ☐ MRI-based neuroimaging

## Antibodies

|                 |                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | p16, RANKL, OCN, PPARG, EBF3, SOX9, S100a4, CD71, CD45, Ter119, CD31, Pdgfrb, Scat1, Fc-blocker. All details are mentioned in the manuscript table. |
| Validation      | Source and identifier details for antibodies are mentioned in the manuscript table.                                                                 |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Bo-1 PyMT derived from mouse. Gifted by Dr. Kathy Weilbaeher's group.                |
| Authentication                                                       | STR                                                                                  |
| Mycoplasma contamination                                             | Mycoplasma contamination was tested and results showed cells are contamination free. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice (Mus musculus) were used in this study                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Wild animals            | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | This study included both female and male mice, with details provided in the manuscript where relevant.                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All animal experiments were performed in compliance with Washington University in St. Louis's Animals Studies Committee. All animal procedures were approved by Washington University's Institutional Animal Care and Use Committees (IACUC). The maximal tumor size permitted was 2 cm in diameter. Experimental endpoints were determined by tumor size (not exceeding 2 cm) or by clinical signs associated with metastatic burden, including weight loss exceeding 20% of body weight. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | n/a |
| Study protocol              | n/a |
| Data collection             | n/a |
| Outcomes                    | n/a |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Bones were gently ground and then cut into small fragments. Fragments were transferred and digested with fresh 2 mg/ml collagenase (Sigma, C0130) in DMEM/F12 on a rotating water bath at 37°C for 30 min. Following the first digestion, the released cell suspension was filtered through a 70-µm nylon mesh into a collection tube and placed on ice. A second digestion of the remaining fragments was performed and the cell suspension was filtered into the same collection tube. Reactions were quenched with FACS buffer (PBS plus 0.5% BSA) with 2mM EDTA. Following FACS buffer wash and RBC lysis, dissociated cells were labeled with anti-CD45 magnet microbeads (Miltenyi Biotec) and enriched into a CD45+ fraction and CD45- fraction by MACS (magnetic-activated cell sorting, Miltenyi Biotec). Cells were stained with fluorochrome antibodies for 20 min on ice for cell sorting. Sorted cells were either subject to 10X for single cell RNA-seq or RT-qPCR where total RNA was extracted using the RiboPure™ RNA Purification Kit (AM1924, Invitrogen). Sorting purity/enrichment was confirmed by qRT-PCR of marker genes.

Instrument

MoFlo cell sorter and BD FACS Aria III Cell Sorter

Software

FlowJo.

Cell population abundance

After cell sorting, a sufficient number of cells were collected and subjected to RNA isolation under RNase-free conditions.

Gating strategy

Cells were gated to exclude debris, doublets, and dead cells, followed by identification of specific populations based on fluorescence marker expression. Details are added in manuscript and raw data is deposited in source file.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

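Resident cells of mouse bone were measured by droplet-based 3′ single-cell RNA sequencing in 2 libraries, 1 of Veh and 1 of Doxo (10 mg/kg, 96 h, 12-week-old mice). The authors aligned the reads to GRCm38 with Cell Ranger, whose version and annotation release are not stated in the methods, and filtered cells and genes in Seurat. The values as deposited by the authors are log2 values per gene and cell, scaled per cell in 2 rounds: the UMIs of a cell were scaled to a sum of 1000000 and put on a log scale, and the result was again scaled to 1000000 and put on a log2 scale. The methods do not describe these steps, which were read from the values: 2 to the power of the value, minus 1, summed to between 999972 and 1000027 in each cell, and the levels within each cell followed whole numbers of UMIs. The tables held cells that had passed the filters on genes, UMIs and mitochondrial RNA, 2488 in each library, the lowest with 1506 UMIs. They held almost no immune cells and still held endothelial cells.

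The steps were inverted in each cell, and the UMIs were rounded to whole numbers. In 60 simulated cells with 6000 genes, the inversion gave back 100% of the nonzero UMIs. In the libraries, 30 gene symbols had values that were not whole. Of these, 20 have more than 1 gene ID in the GENCODE M21 annotation and 1 has none. Among all listed symbols, 37 have more than 1 gene ID. Coordinates and gene IDs are those of the same annotation on GRCm38, which need not be the release the authors used.

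Cells with 200 to 10000 genes, 100 to 100000 UMIs and at most 10% mitochondrial UMIs, and genes found in at least 3 cells of a library, were kept. Both libraries were merged without integration in Seurat 5.3.0 (R 4.3.3), log-normalized, and reduced to 35 principal components of 2000 variable genes. Clusters were found at a resolution of 0.1. Endothelial clusters were removed, the other cells were clustered again with the same settings, and the CAR-like cells were clustered alone at the lowest resolution, in steps of 0.05, that gave 3 clusters. A cluster was named for the class with most markers that were found in at least 10% of its cells and were at least 1 log2 unit above the other cells, if it had at least 3 of them. A class also had to stand up against the 10 leading genes of the cluster, among genes found in at least 25% of its cells. A first form of the rule, which ranked classes by their mean change, let free RNA name clusters and was replaced after the clusters were seen. Doublets were kept. Scrublet, run through scanpy 1.11.5 with an expected rate of 5%, called 9 Veh cells (0.362%) and 3 Doxo cells (0.121%), so the alternative without them says little about doublets.

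Each condition has 1 library, so the comparisons are descriptive. UMIs were summed over the cells of a class with exact Poisson intervals, shares of cells have exact binomial intervals, and log2 ratios of Doxo to Veh have exact conditional binomial intervals, all at 95%, with 0.5 UMI added to each sum for the ratio itself. Intervals of the medians of lists come from 1000 Poisson redraws of the UMIs. Shares are also given with each cell thinned to 2000 UMIs. The CAR-like cells held 2479377 UMIs in Veh and 3254930 UMIs in Doxo, and counts of a few UMIs leave wide intervals: a share of 0 among the 84 Veh cells of population 2 has an interval up to 4.30%. The calculations were tested on simulated data with 9364 genes at the depth of the CAR-like cells, of which 200 were changed. The intervals held the true ratio for 95.6% of the genes, genes raised by 1 log2 unit had a median of 1.00 and genes lowered by as much -1.03, and 200 random lists of 30 genes had a median percentile of 49.4, with 2.0% of them below the 2.5 or above the 97.5 percentile.

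The lists of genes were 19 genes read from Fig. 3F, 30 targets of p53, 36 interferon-response genes, 38 genes of the senescence-associated secretory phenotype (SASP), 21 genes induced by dissociation, the 43 S-phase and 54 G2/M genes of Seurat, and sets of Reactome that come with fgsea 1.28.0. The Reactome sets were matched by Entrez number. For cellular senescence 123 of 130 numbers matched a symbol, for DNA damage or telomere stress 37 of 38, for oxidative stress 72 of 78, for the oncogene-induced set 16 of 18, for the SASP set 62 of 69, for heterochromatin foci 8 of 8, and for white adipocyte differentiation 45 of 45. Percentiles were taken among 10000 random lists drawn within 20 bins of mean expression. The genes named are those the paper names for these libraries, and the 5 with the largest and the 5 with the smallest log2 ratio in CAR-like cells among genes with at least 50 UMIs in them whose CPM, in the library where they are higher, is at least 0.5 times that of all other kept cells. Other genes named were chosen after their values were seen. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9.

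The comparisons, lists, markers, rule for naming genes and most alternatives were chosen before the data were examined, when the values were taken to be UMIs. The white adipocyte set and the alternatives named as such in the closing section came later. The alternatives were a stricter filter (at least 1000 genes and at most 5% mitochondrial UMIs), removal of the called doublets, 20 principal components, resolutions of 0.2 and 0.4, CAR-like cells taken by their markers, 10 components or 4 clusters for the CAR-like cells, thinning, a mean over cells in which every cell weighs the same, list members with at least 50 UMIs or without an added UMI, named genes with at least 200 UMIs, and imputation. The imputation followed the ALRA steps, rewritten with irlba 2.3.5.1 at a rank of 60 over 18530 genes, and raised the share of nonzero values from 13.7% to 42.6%. The gene sets of Fig. 3D, E, ranking by MAST and the human cells are not analysed here.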

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

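The test of the few CAR-like cells with most adipocyte UMIs, the test of CAR-like RNA in osteoblast-like cells (written when the levels of Cxcl12 and Isg15 in them had been seen), the alternative without population 2 and the alternatives for osteoblast-like cells were chosen only after the result was seen.

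The interferon-response genes stood out because they lie mostly outside the genes the paper discusses and were higher in Doxo CAR-like cells than in Veh. Of the 36 genes, 32 had at least 10 UMIs in CAR-like cells and 30 of these were higher in Doxo. Their median log2 ratio was 0.77 (interval 0.63 to 0.96), at the 100 percentile among random lists of like expression, where the median of all genes was 0.05. A shift of the whole Doxo library in every class of cells is argued against: the list rose by at least 0.5 times as much in 1 of the 5 other clusters, the osteoblast-like one. Its median was -0.20 (percentile 13.6) in bone and cartilage fibroblast-like cells, 0.02 (63.5) in arteriolar and endosteal fibroblast-like cells, -0.49 (0) in chondrocyte-like cells and -0.00 (37.1) in the unnamed cluster. The median was smaller, and above 0, with each cell thinned to 2000 UMIs (0.45) and without population 2 (0.56). These were not combined, and the cause was not tested. Of the 19 displayed genes, 5 are also on the interferon list. What stays open is that each condition is 1 library, so that doxorubicin, the mice and the preparation of the cells cannot be told apart. An effect of the drug on these genes was not tested.

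In osteoblast-like cells the same list drew attention in the same way. Here 22 of its genes had at least 10 UMIs, and all 22 were higher in Doxo, with a median log2 ratio of 1.69 (interval 1.16 to 1.99). The rise was smaller with each cell thinned (1.14) and with every cell weighing the same (0.93). The cells were few, 215 in Veh and 133 in Doxo. RNA of CAR-like cells in these droplets could take part. The Cxcl12 CPM of Doxo osteoblast-like cells was 5.37% of that of Doxo CAR-like cells, and this share of CAR-like RNA would make up a median of 0.28 of the rise of the 34 interferon and displayed genes that were higher. A few doublets with other cells could take part too: the 7 cells with most of the 2252 UMIs of these genes held 44.9% of them. Each value fell between the limits set for and against its explanation, so that RNA of CAR-like cells, a few doublets and a rise in osteoblast-like cells themselves cannot be told apart.

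Plin1, a gene of lipid droplets that the paper does not name for these libraries, had 12 UMIs in 1.93% of Veh CAR-like cells and 160 UMIs in 10.7% of Doxo CAR-like cells. Its log2 ratio was 3.29 (interval 2.5 to 4.33), and 2.87 (2.05 to 3.96) in population 1. It stood out as a rise above the Veh level in a gene outside those the paper discusses. Other adipocyte genes, named after their values were seen, went the same way: Fabp4 rose from 428 to 3942 UMIs (2.81), Fabp5 from 114 to 1224 (3.03) and Cd36 from 12 to 128 (2.97). The median of the 4 genes was 3.00 in CAR-like cells, 0.26 in bone and cartilage fibroblast-like cells, -0.15 in arteriolar and endosteal fibroblast-like cells, -0.63 in osteoblast-like cells, 0.71 in chondrocyte-like cells and -1.74 in the unnamed cluster. Free adipocyte RNA in the Doxo suspension would raise the genes in every cluster, and 0 of the 5 other clusters had at least 0.5 times the rise. A few adipocytes, or doublets with them, are argued against as the source of most of the pooled UMIs by how these were spread: the 4 cells with most of the 5454 Doxo UMIs of these genes, 1% of the cells, held 16.8% of them. Of the pool, 3942 UMIs were of Fabp4 and 1224 of Fabp5. The test therefore says little about Plin1 or Cd36 alone, for which a few adipocytes or doublets stay open. More adipocyte differentiation in Doxo CAR-like cells stays open. The white adipocyte differentiation set without the genes behind the pattern had a median log2 ratio of 0.05 over 43 genes, at percentile 47.7, but its genes went both ways and the test does not decide. With 1 library per condition, a difference between the mice or the preparations stays open as well.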

How the results depend on the processing

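The alternative without population 2 and the alternatives for osteoblast-like cells were chosen only after seeing the data. Resolutions of 0.2 and 0.4 left the CAR-like cells as they were, and their 44 values, all equal to those reported, say nothing about stability and are left out of the counts. Among the other alternatives in place from the start, 130 of 158 values stayed within the counting interval of the value reported and 28 did not. The sign changed in 20 of the 158, of which 7 belong to results whose interval leaves out 0. Among the alternatives chosen later, 9 of 18 values stayed within the interval and the sign of 3 changed, of which 2 belong to results whose interval leaves out 0. Counts of genes have no interval and are not among these values. The displayed genes higher in Doxo CAR-like cells numbered 18 under each of the 8 other alternatives run for them. The Cdkn2a ratio ran from -0.24 to 2.33 in all CAR-like cells and from -2.77 to 0.29 in population 1, both signs among them, all within intervals that the few UMIs leave wide, so neither its direction nor its absence of change is settled.

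With CAR-like cells taken by their markers, their share was 33.0% in Veh and 31.7% in Doxo. Only 780 of these 1556 cells (50.1%) are in the CAR-like cluster. The rule also takes 20.2% of the bone and cartilage and 29.7% of the arteriolar and endosteal fibroblast-like cells, so its values describe a mixed set of cells and say little about how stable the values of the CAR-like cluster are. The log2 ratio of Tnfsf11 was -0.090 in them and -0.70 in their population 1, which takes in all 87 cells of population 2, and the ratio of Tnfsf11 to Tnfrsf11b changed sign to 0.18. The medians that changed sign, from below to above 0, were 0.0055 for the dissociation list, 0.25 for G2/M, 0.15 for S phase and, among the Reactome sets, 0.058 for cellular senescence, 0.32 for heterochromatin foci, 0.062 for DNA damage or telomere stress, 0.035 for oxidative stress and 0.063 for SASP. The last 3 stayed within their intervals. Without a change of sign, the medians of interferon (0.99) and of the hand-written SASP list (-0.41) moved. The cause was not tested.

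With each cell thinned to 2000 UMIs, the Mki67 ratio was -0.031 in CAR-like cells and, with its sign changed, 0.47 in population 1. Tnfsf11 had -0.38, and the medians were 0.45 for interferon, -0.45 for SASP, -0.24 for Reactome cellular senescence, -0.22 for oxidative stress and, with its sign changed, 0.11 for G2/M. The Cdkn2a ratio of -0.24 in CAR-like cells also had its sign changed, but it says nothing about direction. With thinning, 0% of the cells of population 1, which held all Veh UMIs of this gene, had a Cdkn2a UMI. The sign then follows from the added 0.5 UMI and the depths. In osteoblast-like cells the interferon median was 1.14, and 11 displayed genes were higher. Thinning leaves few UMIs of rare genes such as Mki67, and the cause was not tested.

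The stricter filter gave a CAR-like share of 15.3% in Doxo, beside 15.5% in Veh. Its medians were -0.51 for dissociation and, with their signs changed, 0.15 for S phase and 0.043 for Reactome SASP. Without the called doublets, the median was 0.42 for p53 targets, and the signs changed for G2/M (0.31), S phase (0.034) and Cdkn2a in CAR-like cells (-0.069). This alternative also changed which cells were CAR-like: 48.5% of the cells of its population 3 had an Mki67 UMI, against 0% in the main split. The sign also changed for Reactome SASP with list members of at least 50 UMIs (0.047) and for Cdkn2a in population 1 with imputation (0.29). With 20 components the Reactome SASP median was -0.22. With every cell weighing the same, the medians were -0.24 for S phase, -0.26 for Reactome SASP and 0.93 for interferon in osteoblast-like cells. With at least 200 UMIs asked, 3 of the 10 named genes were the same. The cause was not tested for these changes.

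Without population 2, Tnfsf11 (0.23), the dissociation list (0.049) and Cdkn2a (-0.24) changed sign. The ratio of Tnfsf11 to Tnfrsf11b was -0.15, and the medians were 0.56 for interferon, -0.070 for SASP, -0.24 for S phase and -0.30 for DNA damage or telomere stress. This population holds 84 Veh and 3 Doxo cells and was set apart by secreted and early-response genes such as Il6 and Ccl2, so its removal lowers such genes in Veh by construction. For the other results the cause was not tested. The results for single CAR populations are limited further by how the CAR-like cells split, which changed with the filter, the called doublets and the number of components.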

Differences from the paper's values

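Populations of CAR cells were matched by their numbers, which here follow size and which the paper does not define, and Fig. 3H was read without a split by library. Under another split a number need not stand for the same cells. A Cdkn2a UMI was found in 0.599% of the cells of population 1, against the paper's about 10% in Fig. 3H, read by eye. None of the alternatives set before the data were examined closed the gap, and imputation by ALRA, which the legend of Fig. 3H names, gave 1.35%. In population 2 the share was 0%, against the paper's about 5% in Fig. 3H, read by eye. The alternatives set before the data were examined gave at most 0.752%, with 4 clusters of CAR-like cells, where population 2 is made of 266 cells of population 1, and none closed the gap. A Mki67 UMI was found in 3.59% of the cells of population 1, against the paper's about 6% in Fig. 3H, read by eye. Among the alternatives set before the data were examined, the stricter filter (4.91%) and CAR-like cells taken by their markers (4.89%), a set in which 780 of 1556 cells are in the CAR-like cluster, closed the gap, and the others, with ALRA at 9.28%, did not. In population 2 the share was 5.75%, against the paper's about 16% in Fig. 3H, read by eye, and none of the alternatives set before the data were examined closed the gap, the nearest being ALRA with 9.20%. In population 3 the share was 0%, against the paper's about 6% in Fig. 3H, read by eye. Of the alternatives set before the data were examined, the split into 4 clusters (5.56%) came to this value, but in another group of cells: its population 3 holds 180 cells, none of them from population 3, whose 27 cells became population 4. The others did not close the gap, with 48.5% without the called doublets, 15.2% with CAR-like cells taken by their markers, and 0% in the rest.

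The paper reports that, among the CAR populations, only population 1 has more Cdkn2a and less Mki67 in the Doxo group. Its other evidence, such as higher Cdkn2a by RT-qPCR in sorted CAR cells of Doxo mice, was not analysed here. Here a difference of Cdkn2a was not detectable in population 1 (log2 ratio -0.54). Mki67 was lower there (-1.33), which goes with the paper, and also with every cell weighing the same (-1.54) and with imputation (-1.05). With each cell thinned the ratio was 0.47, but 1.56% of the cells of population 1 then had a Mki67 UMI. That value rests on few UMIs and does not decide the direction. The paper proposes more Rankl in Doxo CAR cells, with Fig. S10G showing CAR population 1. By RT-qPCR it also reports a higher ratio of Rankl to Opg in sorted CAR cells and in marrow adipocytes of Doxo mice. Those are other samples and were not analysed here. Here Tnfsf11 had a log2 ratio of -0.75 over all CAR-like cells and 0.17, with an interval that holds 0, in population 1. There a UMI was found in 28.4% of Veh and 38.8% of Doxo cells, near about 30% and about 45% in Fig. S10G, read by eye. ALRA (95.5% and 97.25%) and thinning to 2000 UMIs (13.9% and 17.2%) gave shares that differ from the figure. Cdkn1a falls from Veh to Doxo in Fig. S10G, from about 50% to about 40% of the cells, read by eye, and here it was found in 39.6% of Veh and 43.0% of Doxo cells of population 1. CAR-like cells taken by their markers (51.2% and 43.8%), ALRA (63.1% and 60.8%) and, with a difference that was not detectable, thinning to 2000 UMIs (23.5% and 22.9%) gave the direction of the figure.

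The paper reports the signature of displayed genes in Doxo CAR cells alone. Of the 19 genes, 12 were highest in Doxo CAR-like cells, which goes with the paper, but 17 of the genes were higher in Doxo than in Veh osteoblast-like cells too, 9 of them with an interval above 0. This number was 11 with each cell thinned and 14 with every cell weighing the same, alternatives chosen after seeing the values, and RNA of CAR-like cells or doublets were not excluded there. In Fig. 3F, Fah and Ddx60 are not stronger in Doxo than in Veh CAR cells, and here their log2 ratios were 0.99 and 1.42. The paper names a cluster of immature osteoclasts, and no cluster here had enough of their markers. The paper finds senescence gene sets enriched in Doxo CAR cells and in no other cells. Other sets for senescence, those of Reactome, had medians in CAR-like cells from -0.15 to 0.05. The Reactome sets are not those of the paper, and a median is not its ranked enrichment, so these medians do not test its result. With CAR-like cells taken by their markers, an alternative set before the data were examined, the medians of all these sets were above 0, from 0.035 to 0.32, but part of those cells belongs to other clusters.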

Other observations

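The test of the lowest share of Veh cells with an Hbb-bs UMI, the test of how even these shares are and the test of doublets in population 3 were chosen only after the result was seen.

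The hand-written SASP list was lower in Doxo than in Veh CAR-like cells, with a median log2 ratio of -0.62 over 30 genes, of which 9 were higher, at the 0 percentile among random lists. It was also lower in bone and cartilage fibroblast-like cells (-0.38), chondrocyte-like cells (-0.82) and the unnamed cluster (-0.52), nearer 0 in arteriolar and endosteal fibroblast-like cells (-0.05), and higher in osteoblast-like cells (0.45, percentile 99.5). The osteoblast-like cells were few, and RNA of other cells or doublets were not excluded in them. In population 1 the SASP median was -0.03 (percentile 41.2), and over the CAR-like cells without population 2 it was -0.07. Population 2 holds 84 Veh and 3 Doxo cells and was set apart by secreted genes, so its removal lowers such genes in Veh by construction. The 21 genes induced by dissociation had a median of -0.60 in CAR-like cells, -0.14 in population 1 and 0.05 without population 2. Handling or dissociation stress of the whole Veh suspension would lower that list in Doxo across the clusters, and it fell by at least 0.5 times as much in 1 of the 5 other clusters, the osteoblast-like one (-0.54), and was higher in the others: 0.44 and 0.38 in the bone and cartilage and the arteriolar and endosteal fibroblast-like cells, 1.07 in chondrocyte-like cells and 0.12 in the unnamed cluster. That argues against it. A state of some Veh CAR-like cells stays open, and so does stress in only part of the cells.

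Hemoglobin genes were found across the Veh bone cells and hardly in Doxo. At least 49.6% of the Veh cells of each cluster had an Hbb-bs UMI (up to 60.4%), and at most 1.82% of the Doxo cells. A few erythroid cells or doublets with them would leave most cells without such a UMI, so this lowest share of 49.6% argues against them as the source of the share. Most of the 9740 hemoglobin UMIs, however, lay in few cells: the 24 Veh cells with most of them, 1%, held 60.7%, which is consistent with erythroid cells or doublets among the Veh cells as the source of most UMIs. Free RNA of erythroid cells in the Veh suspension, which would add a like amount to every droplet, may give the share of cells: the highest share was 1.22 times the lowest, over classes with median depths from 3123 UMIs in osteoblast-like to 19493 UMIs in chondrocyte-like cells. No biological explanation was tested.

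The few cells of CAR population 3 may be doublets of a CAR-like cell and a fibroblast. Their median UMIs were 2.62 times those of population 1 in Veh and 2.69 times in Doxo. The CAR markers had 43912 CPM in population 1, 22145 CPM in population 3 and 586 CPM in bone and cartilage fibroblast-like cells, and the 8 fibroblast markers had 307 CPM, 16953 CPM and 47504 CPM. Scrublet called few cells at all, and a cell type between the 2 was not excluded.

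Among the genes with at least 50 UMIs in CAR-like cells, the 5 with the smallest log2 ratios were Ltf, with 72 UMIs in Veh and none in Doxo, Hbb-bs with 623 and 4 UMIs (-7.51), Hba-a1 with 271 and 2 UMIs (-7.16, interval -10.53 to -5.61), Hbb-bt with 174 and 2 UMIs (-6.52, interval -9.89 to -4.96) and Ngp with 494 and 10 UMIs (-5.95). Ltf and Ngp are on the list of neutrophil markers and the others on that of erythroid markers. The 5 with the largest were Ifit3b, with 3 and 49 UMIs (3.43, interval 2.01 to 5.96), Plin1, Serpina3n with 14 and 182 UMIs (3.26), Abcg1 with 6 and 79 UMIs (3.22) and Ccl6 with 8 and 92 UMIs (3.05).

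In osteoblast-like cells, the G2/M genes had a median log2 ratio of 1.02 over 48 genes, at percentile 100, and the S-phase genes 0.37 over 35 genes (94.6). These cells were few, and RNA of other cells or doublets were not excluded as a source. In bone and cartilage fibroblast-like cells the medians were -0.48 for G2/M and -0.27 for S phase, and in chondrocyte-like cells 0.51 and -0.11. The whole Reactome set for white adipocyte differentiation had a median of 0.05 in CAR-like cells, at percentile 50.5.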
